# Induced variation in *BRASSINOSTEROID INSENSITIVE 1* (*BRI1*) confers a compact wheat architecture

**DOI:** 10.1186/s12870-025-06762-w

**Published:** 2025-05-26

**Authors:** Manpartik S. Gill, Andrew L. Phillips, Danuše Tarkowská, John Addy, Patrycja Sokolowska, M. John Foulkes, Stephen Pearce, Stephen G. Thomas, Peter Hedden

**Keywords:** Wheat, Brassinosteroids, EMS-mutagenesis, BR insensitivity, Upright leaf angles, Semi-dwarf

## Abstract

**Background:**

The brassinosteroid (BR) plant hormones regulate numerous developmental processes, including those determining stem height, leaf angle, and grain size that have agronomic relevance in cereals. Indeed, barley (*Hordeum vulgare*) varieties containing *uzu* alleles that impair BR perception through mutations in the BR receptor BRASSINOSTEROID INSENSITIVE 1 (BRI1) exhibit a semi-dwarf growth habit and more upright leaves suitable for high-density planting. We used forward and reverse genetic approaches to develop novel *BRI1* alleles in wheat (*Triticum aestivum* L.) and investigated their potential for crop productivity improvement.

**Results:**

The combination of ethyl methanesulfonate-induced mutations introducing premature stop codons in all three homoeologous *TaBRI1* genes resulted in severe dwarfism, malformed leaves and sterility as observed in *bri1* mutants in other species. Double mutants had reduced flag-leaf angles (FLAs) conferring a more upright canopy but exhibited no differences in height or grain weight. In a targeted forward genetics screen using a double mutant, we identified two BR-insensitive lines with reduced height and FLA that contained amino acid substitutions in conserved regions of BRI-A1. The less severe mutant had a 56% reduction in FLA and was 35% shorter than the wild type, although seed set, seed area and grain weights were also reduced. The most severe mutants contained elevated levels of bioactive BRs and increased expression of BR-biosynthesis genes consistent with reduced feedback suppression of biosynthesis.

**Conclusion:**

Our study gives a better understanding of BRI1 function in wheat and provides mutants that could potentially be explored for improving grain yields when sown at high density.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-025-06762-w.

## Background

Brassinosteroids (BRs) are a class of plant steroids, which includes bioactive compounds such as brassinolide (BL) and castasterone (CS) that function as hormones with essential roles in plant growth and development [1]. Other BRs are intermediates in the biosynthesis pathways or inactivated products of BR catabolism. In cereals, BRs regulate many important agronomic traits such as stem elongation, leaf angle, grain size, flowering time, and senescence [2, 3].

Bioactive BRs are perceived by the transmembrane receptor BRASSINOSTEROID INSENSITIVE1 (BRI1), a leucine-rich repeat (LRR) serine-threonine (Ser/Thr) protein kinase [4]. In Arabidopsis (*Arabidopsis thaliana*), BRI1 contains three domains that are essential for its function: extracellular, transmembrane, and Ser/Thr-kinase [5]. Biologically active BRs bind to the BRI1 extracellular domain forming a groove (containing an island domain spanning 70 amino acids and five LRRs) which induces autophosphorylation. Phosphorylated BRI1 then associates with its co-receptor BRI1-ASSOCIATED KINASE 1 (BAK1) and disassociates from the negative regulator BRI1 KINASE INHIBITOR 1 (BKI1) [6]. Transphosphorylation between BRI1 and BAK1 initiates a signalling cascade that maintains the transcription factors BRASSINAZOLE-RESISTANT 1 (BZR1) and BR-INSENSITIVE-EMS-SUPPRESSOR 1/BRASSINAZOLE-RESISTANT 2 (BES1/BZR2) in a dephosphorylated state in which they are sequestered in the nucleus and bind to the promoters of target genes [6]. The BR biosynthetic pathway is regulated by bioactive BRs through a homeostatic feedback mechanism. External BR application leads to the downregulation in the expression of sterol and BR biosynthetic genes, including *HYDRA2 (HYD2)*, *DWARF7 (DWF7)*, *DWF4*, *DWF5*, *CONSTITUTIVE PHOTOMORPHOGENESIS AND DWARFISM* (*CPD*), *EBISU DWARF* (*D2)* and *BR6OX1,2* [7–10]. This homeostatic mechanism is regulated via BZR1 and BZR2, which bind to the promoters of BR biosynthesis genes to suppress their expression [11–13].

The *BRI1* genes in hexaploid bread wheat (*Triticum aestivum* L.) encode proteins that have high homology with orthologues in the monocot species barley (*Hordeum vulgare*) (95% amino acid identity) and rice (*Oryza sativa*) (83%), and with Arabidopsis (54%), which differs from the monocot BRI1 proteins in having 25 tandem LRRs in the extracellular domain rather than 22 in monocots [14].

In cereals, some mutant *bri1* alleles confer beneficial traits and have been exploited in breeding. Severe mutant alleles of *OsBRI1* such as *d61-3*, which encodes a protein with an amino acid substitution, H420P, within the LRR region, and *d61-4*, which encodes a truncated protein due to the introduction of a premature stop codon, E847*, within the kinase domain, result in extreme dwarfism, sterility and malformed leaves [15]. However, a weaker allele, *d61-7* (A467V in the LRR region) confers more upright leaves and a semi-dwarf stature, yielding 35% higher biomass compared to wild-type when grown at high planting density. However, the *d61-7* mutant also has smaller grains so does not lead to overall higher grain yields [16] By contrast, *uzu* barley landraces, which carry mutations in *HvBRI1*, have been in cultivation for over a century in central and southern Japan and southern coastal parts of Korea [17, 18]. The *uzu1.a* allele which carries an H857R substitution in the kinase domain [19] confers a 20% height reduction, due to restricted internode elongation, and a more upright canopy architecture, thus supporting dense planting and heavy manuring, leading to higher biomass and lodging resistance under field conditions [17]. Due to these favourable traits, by the 1930s *uzu* varieties were grown in > 70% of arable land under barley cultivation in Japan and > 30% in the Korean peninsula [20]. By the early 2000s, all the cultivated hull-less barley varieties grown in southern Japan were of the *uzu* type. In China, 68.4% of semi-dwarf barley varieties released since 1950 carry *uzu* alleles [21]. Thus, altering BRI1 activity has considerable potential for tailoring plant architecture for more favourable distribution of light among canopy leaf layers for photosynthesis and/or enhanced partitioning of assimilate to the ear through restricted internode elongation and ultimately crop improvement but to date has not been exploited in wheat breeding programmes.

The homoeologous *TaBRI1* wheat genes are located on the long arms of chromosomes 3A, 3B and 3D [14]. Plants carrying deletions in *TaBRI1-A1* or *TaBRI1-D1*, produced by ion beam mutagenesis, exhibit erect leaf architecture during seedling development and across the reproductive stages (0 to 30 days post anthesis) as well as a significant reduction in final plant height, thousand-grain weight (TGW) and harvest index [22]. The numbers of spikelets and grains per spike were unaffected. Additionally, these mutants had reduced photosynthetic efficiency and increased susceptibility to high light and temperature stresses [22]. However, ion-beam mutagenesis induces large deletions in the genome which can confound mutant characterisation. Thus, there is a need for a full range of backcrossed, stable single, double, and triple *tabri1* mutants to explore the potential of manipulating *TaBRI1* for wheat genetic improvement.

In the current study, we used reverse genetics to identify loss-of-function mutations in all three homoeologous *TaBRI1* genes and found that different combinatorial mutants confer a more erect growth habit in both glasshouse and field conditions. We also identified two novel alleles with point mutations in the LRR and Ser/Thr-kinase domains of *TaBRI1-A1* that, in combination with loss-of-function *TaBRI1-B1* and *TaBRI1-D1* alleles, confer reduced BR sensitivity, erect growth and semi-dwarf phenotypes. This study characterises the role of *BRI1* in regulating wheat growth and development and highlights the potential for introducing beneficial traits in this species through manipulating BR signalling.

## Materials and methods

### Plant materials and growth conditions

#### Growth conditions under glasshouse experiment

The spring wheat cultivar Cadenza, supplied by CPB Twyford Ltd, was used in all experiments. For the GH2021, GH2022 and lamina joint inclination assays, wheat seeds were imbibed on damp filter paper at 4 ℃ for 4–5 d then transferred to soil in 15 cm pots (75% peat, 12% sterilised loam, 3% vermiculite and 10% grit) and grown in GH conditions (18–20 ℃ day/14–15 ℃ night temperature, 16 h photoperiod).

For BR quantification and RNA-seq experiments, germinated seeds were transferred to damp vermiculite in a controlled environment (CE) chamber (Constant 21 ℃ and 24 h photoperiod using fluorescent light source set at 300 μmolm^−2^ s^−1^ PAR). The entire above-ground tissue was harvested from seedlings at the 2nd leaf stage in liquid nitrogen.

### Screening Cadenza TILLING population

Premature stop codon mutations in *TaBRI1-A1*, *TaBRI1-B1* and *TaBRI1-D1* genes were identified in a mutagenized Cadenza population from an online database (http://plants.ensembl.org/Triticum_aestivum/). DNA from M2 lines, produced at Rothamsted Research, was subjected to exon capture and sequencing to identify mutations [23]. M3 seed was supplied to John Innes Institute who generated and supplied the M4 seed, which was inter-crossed to combine mutations. F_1_ plants (AaBbDd) were backcrossed 3 × to non-mutagenized Cadenza to reduce background mutations then selfed to obtain a BC_3_F_2_ population segregating for various combinatorial mutants (*tabri1-a.1*, *tabri1-b* and *tabri1-d*, *tabri1-a.1b*, *tabri1-a.1d* and *tabri1-bd*, *tabri1-a.1bd* and *TaBRI1-NS*).

### Targeted forward genetics screen

Seeds of the *tabri1-bd* double knockout mutant were treated with 0.4% EMS as described previously [24, 25]. The M_1_ seed was planted in the field in March 2018 with a sowing density of 100 grains/m^2^ in twelve separate plots (1.8 × 12 m plots). At maturity, the M_2_ seed was harvested from each plot to generate twelve individual M_2_ bulk pools which were sown in the field in March 2019. Eight plots of 1.8 × 12 m per pool were sown at a planting density of 100 grains /m^2^. Visual screening of the plots was conducted from GS65 to GS87 to identify mutants displaying altered height and/or leaf erectness in individual M_2_ plants. M_3_ seed was collected from selected M_2_ plants at maturity which were then grown in GH conditions at M_3_ and M_4_ stage.

### Phenotypic characterisation of *tabri1* mutants under glasshouse conditions

*Tabri1* mutants were phenotyped in GH conditions using 6–8 biological replicates which were sown in a randomised complete block design. Final plant height was recorded as the length of the tallest tiller from the base of the stem touching the soil to the tip of the spike at maturity. Internode and spike length (from the base of the first spikelet to the top of the terminal spikelet just beneath the base of the awns) was taken from 2–3 tallest tillers per plant. The number of spikelets producing grain per spike was also measured. Spikelet density was calculated by dividing the number of spikelets per spike by the spike length. The leaf angle was defined as the angle between the vertical stem and the midrib of the leaf measured at the seedling stage (2nd leaf) and reproductive stage on the flag leaf. For measuring flag leaf angles (FLA) the date of ear emergence and anthesis was recorded on a representative primary tiller. The leaf angle was measured using a protractor and was recorded on the primary tiller at ear emergence (GS-55), anthesis (GS-61), completion of anthesis (GS-69), soft dough (GS-77), late milk (GS-85) and ripening stage (GS-93). The Marvin grain analyser (INDOSAW, India) was used to determine grain area using 3–5 g of clean threshed seed. TGW was measured by weighing 1,000 clean-threshed grains.

### Field assessment of wheat *tabri1* mutants

The genotypes *tabri1-a.1, tabri1-b, tabri1-d, tabri1-a.1b, tabri1-a.1d, tabri1-bd, tabri1-a.3bd* and *TaBRI1-NS* were sown on 15th April 2022 at Rothamsted Research in 1 m^2^ plots as a randomised complete block design with four replicates. All experiments were grown with standard farm practice for fertiliser and pesticides but with no plant growth regulators applied. Final plant height, spike length, number of spikelets/spike, grain area and grain weight were measured as in the GH experiment using 10–15 plants per plot. FLA was measured in 10–15 uniform tillers using a protractor. The final plant height was recorded on the 10 tallest tillers per plot.

### Brassinosteroid hormone profiling

Bioactive and precursor BR concentrations were measured in 2nd leaf seedling tissues of *tabri1-a1.bd*, *tabri1-a.2bd*, *tabri1-a.3bd, tabri1-bd* and *TaBRI1-NS*. Multiple plants were pooled to obtain sufficient tissue for five biological replicates. Leaf tissue was weighed frozen in liquid N_2_ and freeze-dried. BRs were extracted, purified, and analysed by UPLC-ESI–MS/MS as described in [26].

### Genotyping

Genomic DNA was extracted from seedling tissue using a CTAB-buffer extraction.

*TaBRI1* genes were amplified using 0.05 μM of homoeologue-specific PCR primers (Table S2 and S3) with Hot Shot Diamond Mastermix (Clent Life Science, Stourbridge, UK) and annealing temperature between 55–65 ℃ depending on the primer pair (Table S2 and S3).

PCR products were purified using QIAquick PCR Purification kit (Qiagen, Hilden, Germany). and sequenced by Eurofins Genomics (Wolverhampton, U.K.).

We selected *bri1* mutations using KASP assays (Table S4). Each assay was run using KASP low-ROX Mastermix (LGC, Teddington, UK) with primers specific to each SNP with FAM, HEX or VIC tails and a common reverse primer with 37 cycles of touchdown PCR. Plates were read using the 7500 Fast Software v2.3 (Applied Biosystems, Foster City, California, USA) and analysed using the KlusterCaller™ software (LGC, Teddington, UK).

### RNA sequencing

The same tissues used for BR profiling were used to extract RNA using a Monarch® Total RNA Miniprep Kit (New England Biolabs, Ipswich, Massachusetts, USA) according to the manufacturer’s instructions and including DNase treatment. To assess RNA concentration and quality, Agilent 2100 Bioanalyzer (Agilent, Santa Clara, California, USA) and Agilent 6000 Nano RNA Kit (Agilent, Santa Clara, California, USA) was used according to the manufacturer’s instructions. RNA-seq was performed by Novogene Bioinformatics Technology Co. Ltd. (Cambridge, UK). Paired reads were trimmed to remove adaptor sequences and for quality using Trimmomatic 0.39 software [27] (SLIDINGWINDOW:4:20; MINLEN:50). The raw FASTQ files were mapped to wheat IWGSC RefSeq v2.1 genome assembly using STAR 2.7.8a [28] (outFilterMismatchNmax 6; – alignIntronMax 10000). Raw mapped reads were counted using HTSeq 0.11.3 [29] and converted to TPMs (transcripts per million). Differential expression between each mutant genotype and *TaBRI1-NS* was performed using DESeq2 [30] in RStudio version 4.1.1717 (RStudioTeam, 2015). Genes with > two-fold change in expression and FDR-adjusted *P*-value of ≤ 0.05 were classified as DEGs. PCA plot were generated using Bioconductor package pheatmap version 1.0.12 (Kolde, R. *Pheatmap: pretty heatmaps*. R Package Version 1.0.12. https://CRAN.R-project.org/package=pheatmap (2012). Differential expression was visualized by generating heatmaps for the BR-pathway genes as reported by [31, 32] using Heatmapper [33], http://www.heatmapper.ca/). Venny2.1 [34], https://csbg.cnb.csic.es/BioinfoGP/venny.html) was used to produce Venn diagrams for the genes co-expressed in the *tabri1* mutants compared to *TaBRI1-NS*. g:Profiler (http://biit.cs.ut.ee/gprofiler/, [35] was used to visualize gene ontology (GO) terms.

### Lamina joint inclination assay

Two-cm sections containing the 2nd leaf lamina joint, leaf sheath, and leaf blade were excised from uniformly developed seedlings and floated in petri dishes containing autoclaved water for 10 min. The samples were transferred to 10^–5^ M 24-*epi*brassinolide (*epi*BL) solution or autoclaved water in Petri dishes, sealed using parafilm and transferred to an incubator set at 29 °C in the dark for 2 d. The leaf angles were recorded using a protractor [36].

### Statistical analysis

The mutants along with wild-type *TaBRI1-NS* were planted in randomised and replicated blocks to reduce statistical error in GH and field experiments. Analysis of variance was conducted for estimating statistical differences between genotypes and treatments. ANOVA was performed using Genstat software (21.1st Edition) to determine *P*-values, SED, and LSD at a 5% level of significance. The field data were analysed using unbalanced ANOVA using regression (Genstat software 21.1st Edition). Statistically significant differences between mutants and controls were further tested from Fisher’s LSD unprotected test providing *P*-values. Paired *t*-tests were performed using Graphpad Prism software (version 9.4.0) to test means before and after treatment which yielded *P*-values. Mean and residual plots for each dataset were generated to access the normality. The graphs using individual values or means and *P*-values (obtained using Fisher’s unprotected LSD test) were made in Graphpad Prism software (version 9.4.0).

## Results

### Generation of *tabri1* mutants

We developed a *tabri1* loss-of-function mutant in hexaploid wheat by combining three lines carrying mutations, derived from the Cadenza EMS population [23], that introduce premature stop codons in the coding sequence of *TaBRI1-A1*, *TaBRI1-B1*, and *TaBRI1-D1* (Fig. 1A, Table 1). All three mutant alleles encode truncated proteins lacking the transmembrane and Ser/Thr-kinase domains which are essential for protein function (Fig. 1B). The *TaBRI1* mutations were combined by inter-crossing and backcrossed three times to generate a BC_3_F_2_ population segregating for each mutation. We selected all single (*tabri1-a.1*, *tabri1-b,* and *tabri1-d*), double (*tabri1-a.1b*, *tabri1-a.1d* and *tabri1-bd*) and triple (*tabri1-a.1bd*) mutant combinations, as well as the segregating wild-type null segregant line (*TaBRI1-NS*) from this population for phenotypic characterisation.

**Fig. 1:**
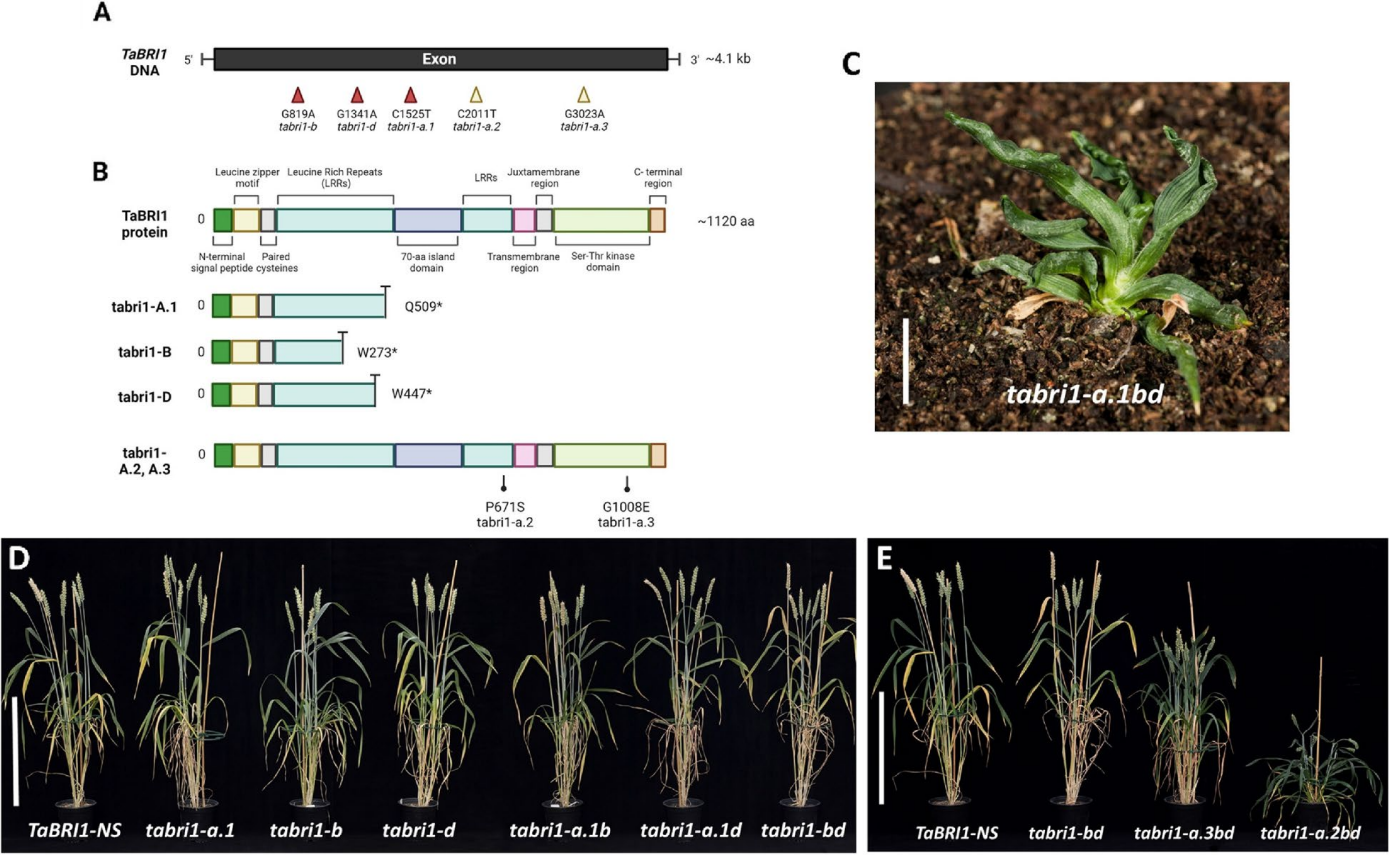
*tabri1* mutants developed via reverse- and forward-genetics approaches (**A**) *TaBRI1* gene indicating the position of nonsense mutations in the three homoeologues (red arrows) and missense mutations identified in *TaBRI1-A1* (yellow arrows) (**B**) Structure of the TaBRI1 protein showing conserved domains and the predicted TaBRI1 proteins encoded by the mutant alleles. The positions of the amino acid substitutions in *tabri1-a.2bd* (P671S) and *tabri1-a.3bd* (G1008E) are indicated. Produced using Biorender.com. **C** Phenotype of the triple *tabri1-a.1bd* mutant at two months after germination growing under glasshouse conditions (bar length is 2.5 cm). The phenotype of (**D**) the segregating wild-type (*TaBRI1-NS*) with single and double mutants (**E**) the triple mutants (*tabri1-a.2bd* and *tabri1-a.3bd*) and a representative double mutant (*tabri1-bd*). Plants were photographed at GS83. Bar length is 40 cm

**Table 1:** *BRI1* homoeologues and mutant alleles used in this study

Gene	Gene ID	Mutant name	Amino acid substitution	Cadenza TILLING Line
*TaBRI1-A1*	TraesCS3A02G245000	*tabri1-a.1*	Q509^a^	0802
		*tabri1-a.2*	P671S (0.00)	-
		*tabri1-a.3*	G1008E (0.00)	-
*TaBRI1-B1*	TraesCS3B02G275000	*tabri1-b*	W273^a^	0313
*TaBRI1-D1*	TraesCS3D02G246500	*tabri1-d*	W447^a^	0119

The position of nonsense mutations identified from the Cadenza TILLING population and missense mutations identified from our targeted forward genetics screen are indicated. Sorting Intolerant From Tolerant (SIFT) scores for amino acid substitutions are shown in parentheses, where values less than 0.05 indicate that the mutation is predicted to have a deleterious effect on protein function

^a^stop codon

Figure 1 shows the gross morphology of single, double, and triple mutants along with the wild-type *TaBRI1-NS* at the grain-filling stage growing under glasshouse conditions. The *tabri1-a.1bd* triple mutant was infertile and displayed a severe dwarf phenotype with malformed leaves, demonstrating that the wheat *BRI1* genes are essential for normal development (Fig. 1C). The height of the single and double mutants was comparable to that of *TaBRI1-NS* (with some small, non-replicable differences as discussed below), demonstrating a high level of functional redundancy for plant height amongst the *TaBRI1* homoeologues (Fig. 1D).

### Identification of novel *TaBRI1-A1* mutants from a targeted forward genetics screen

The high level of functional redundancy among the *TaBRI1* homoeologues and the severe dwarf phenotype of the triple loss-of-function mutant prompted us to identify weaker mutations that might confer a potentially useful ideotype combining a semi-dwarf growth habit with upright leaves. We performed a targeted forward genetics screen by mutagenizing the *tabri1-bd* double mutant and identified two lines, *M3-31* and *M3-49*, which were shorter than both *TaBRI1-NS* and *tabri1-bd* and had more upright leaves (Fig. 1E). *M3-49* displayed the milder mutant phenotype (Fig. 1E) while in *M3-31* the leaves were dark green and twisted (Fig. 1E and Additional file 1: Figure S1) which is characteristic of BR signalling mutants in other cereals [16, 37, 38]. Unlike the *tabri1-a.1bd* mutant, both lines transitioned to the reproductive stage and set seeds. We hypothesized that these phenotypes might be due to mutations in *TaBRI1-A1* that reduce function. Sequencing of the *TaBRI1-A1* open reading frame revealed that *M3-31* carries a G to A point mutation resulting in a P671S substitution in the 22nd LRR and that *M3-49* carries a C to T point mutation resulting in a G1008E substitution in the Ser/Thr-kinase domain (Fig. 1B). The mutant alleles were named *tabri1-a.2bd* (*M3-31*) and *tabri1-a.3bd* (*M3-49*) (Table 1). We crossed both mutants to the *tabri1-bd* mutant and selected triple mutants from the BC_1_F_2_ generation for phenotypic characterisation.

### Phenotypic characterization of *tabri1* mutants under glasshouse conditions

We phenotyped the wheat *bri1* mutants in glasshouse conditions (GH) during 2021 and 2022. The data collected from GH2021 are presented below and data from GH2022 are presented in Additional file 1: Figure S2. We observed some differences in the traits such as final plant height and TGW between GH2021 and GH2022, possibly due to warmer and brighter conditions during GH2022 (Sheet 1 in Additional File S2). Despite these differences, the genotypic effects were consistent between years.

The *tabri1-a.2bd* and *tabri1-a.3bd* mutants were 57% and 27% shorter, respectively, than *TaBRI1-NS* (Figs. 2A and 3A). This height difference was caused by significant reductions in the lengths of the spike, peduncle (P), and upper internodes in both mutants (Figs. 2C, 3B and C). The number of spikelets per spike was reduced in *tabri1-a.2bd*, but only in GH2021 (Fig. 3D) and increased in *tabri1-a.1b* and *tabri1-a.1d*, only in GH2022 (Additional file 1: Figure S2) compared to *TaBRI1-NS*. The reductions in spike length in these mutants with a small reduction in spikelet number in *tabri1-a.2bd*, but not in *tabri1-a.3bd*, resulted in increased spikelet densities (Fig. 3E). Otherwise, spike morphology was not affected. By contrast, final plant height was not significantly different in any single or double *tabri1* mutant compared to *TaBRI1-NS* in either experimental replication, except for *tabri1-b* and *tabri1-a.1d* mutants which were significantly shorter than *TaBRI1-NS* in GH2021 and GH2022, respectively (Fig. 3A and Additional file 1: Figure S2). Spike length was unaffected in the single and double mutants, except for *tabri1-a.1b* and *tabri1-b* mutants in which spikes were significantly shorter than *TaBRI1-NS* in GH2021 and GH2022, respectively (Fig. 3C, Additional file 1: Figure S2). This result indicates *BRI1* genes are functionally redundant in controlling stem and rachis elongation in wheat.

**Fig. 2:**
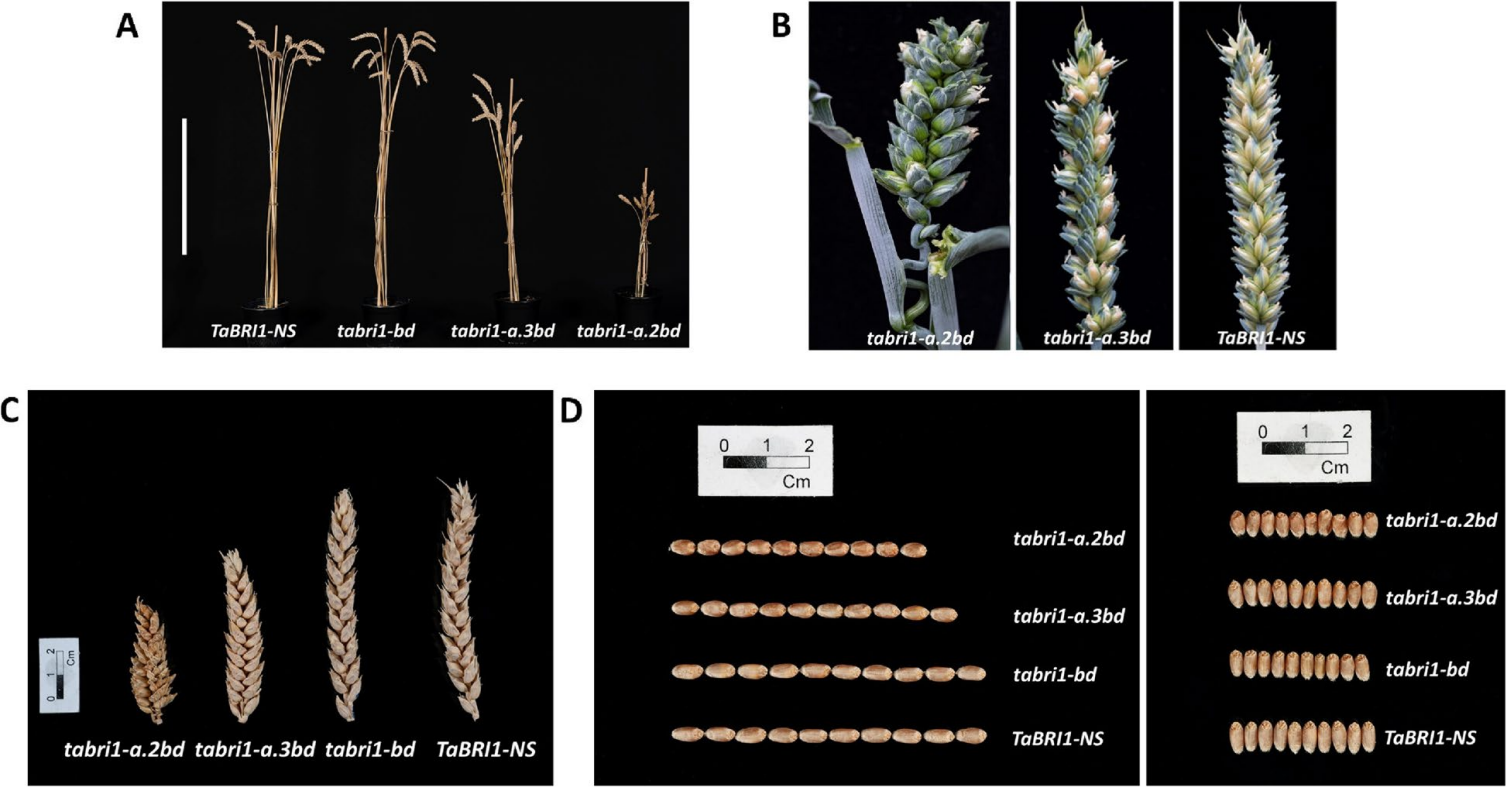
Phenotype of novel *tabri1* triple mutants. **A** Mature stems of the triple mutants (*tabri1-a.2bd* and *tabri1-a.3bd*), a representative double mutant (*tabri1-bd*) and control *TaBRI1-NS* from GH2021 photographed at GS93. Bar length is 40 cm.** B** Spikes from *tabri1-a.2bd* and *tabri1-a.3bd* compared to *TaBRI1-NS* at GS83 (soft dough stage) (**C**) Spikes and (**D**) grains (10 grains photographed end-to-end and side-by-side) from the triple mutants (*tabri1-a.2bd* and *tabri1-a.3bd*), representative double mutant (*tabri1-bd*) and control *TaBRI1-NS* photographed at maturity

**Fig. 3:**
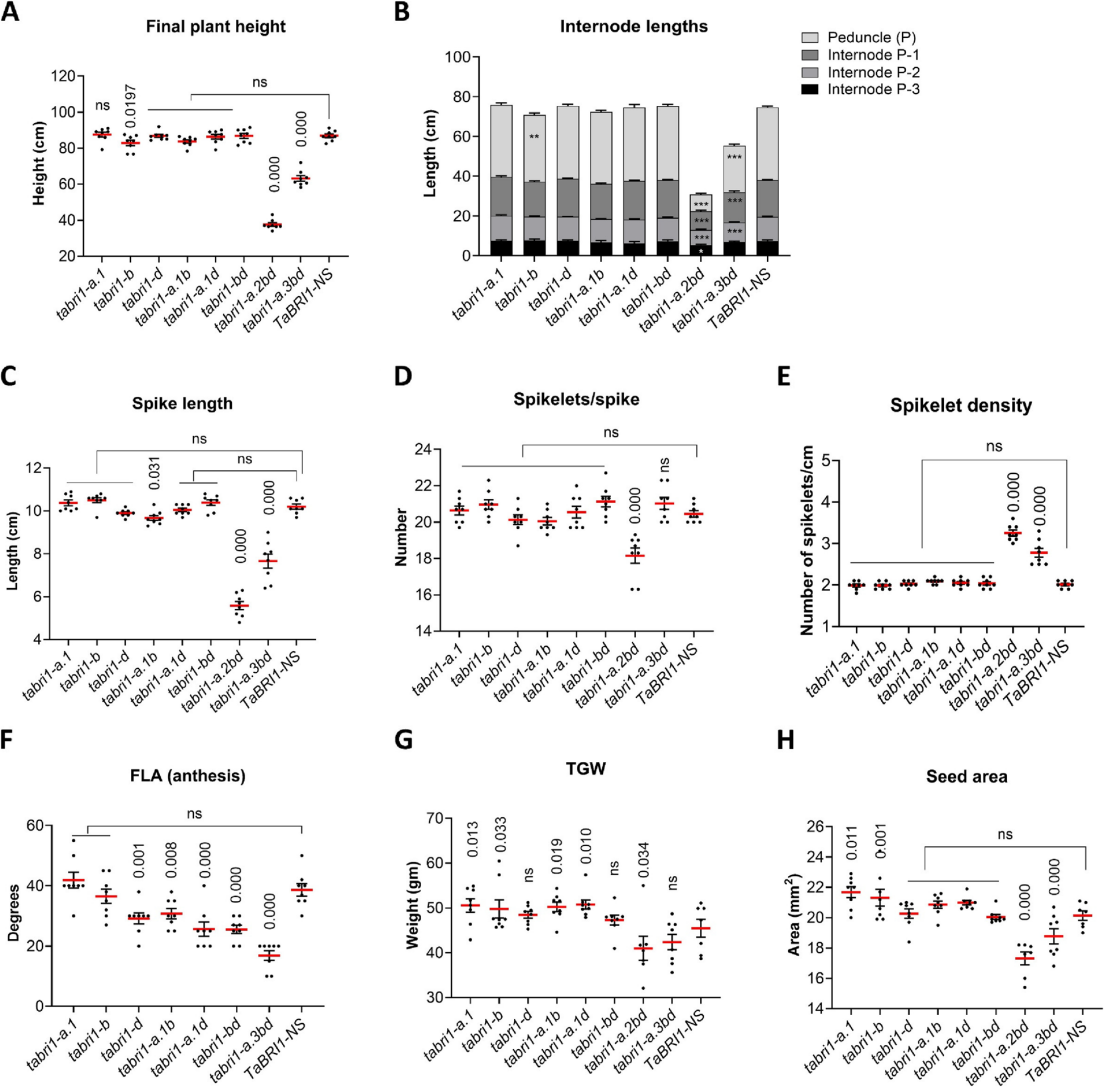
Phenotypic characterisation of *tabri1* mutants in GH2021. **A** Final plant height at maturity (*n* = 8). **B** Internode lengths recorded at maturity (*n* = 8). **C** Spike length at maturity (*n* = 8). **D** Number of spikelets per spike (*n* = 8). **E** Spikelet density (*n* = 8). **F** FLA at anthesis (*n* = 8). **G** TGW in mature grains (*n* = 8). **H** Area of mature grains (*n* = 8). ***, ** and * indicate significant difference from *TaBRI1-NS*, *P* < 0.001, 0.01 > *P* > 0.001 and 0.05 > *P* > 0.01, respectively. *P*-values were obtained using Fisher’s unprotected LSD test

All double *tabri1* mutants exhibited significantly reduced flag leaf angles (FLA) conferring a more upright architecture compared to *TaBRI1-NS* (Fig. 3F). The effect was strongest in the *tabri1-a.3bd* triple mutant where FLA was reduced by 56% (Fig. 3F). Among single *bri1* mutants, only *bri1-d* exhibited significantly reduced FLA and only in the GH2021 experiment (Fig. 3F). It was not possible to record the leaf angle in the *tabri1-a.2bd* triple mutant due to its twisted and disoriented leaves (Additional file 1: Figure S1). Relative differences in FLA were maintained in two experimental replications (Additional file 1: Figure S2) and were consistent at ear emergence, anthesis, watery endosperm, soft dough, and ripening stages (Additional file 1: Figure S3).

While TGW was significantly higher in all three single mutants and the *tabri1-a1.d* double mutant, the *tabri1-a.2bd* and *tabri1-a.3bd* triple mutants exhibited significant reductions compared to *TaBRI1-NS* (Fig. 3G and Additional file 1: Figure S2). These results were consistent with changes in seed area (Figs. 2D, 3H and Additional file 1: Figure S2).

### Phenotypic characterization of *tabri1* mutants under field conditions

The phenotypes of some selected *tabri1* mutants were assessed under field conditions in 2022. The triple mutant *tabri1-a.3bd* was significantly shorter than *TaBRI1-NS* (34.3 cm compared with 53.0 cm, a 35% reduction) (Fig. 4A). There were no significant differences in final height between the controls and the single and double mutants, except for *tabri1-a.1b* which was 8.5% taller than *TaBRI1-NS* (although this was not observed in the glasshouse experiments). Spikes were 16% shorter in the *tabri1-a.3bd* compared to *TaBRI1-NS* (Fig. 4B). Significant increases in spike length compared with *TaBRI1-NS* were found in *tabri1-bd* (5%), *tabri1-d* (4.7%), and *tabri1-b* (9.4%), although apart from *tabri1-b*, for which a longer spike was also noted in GH2022, these differences were not observed in the glasshouse experiments.

**Fig. 4:**
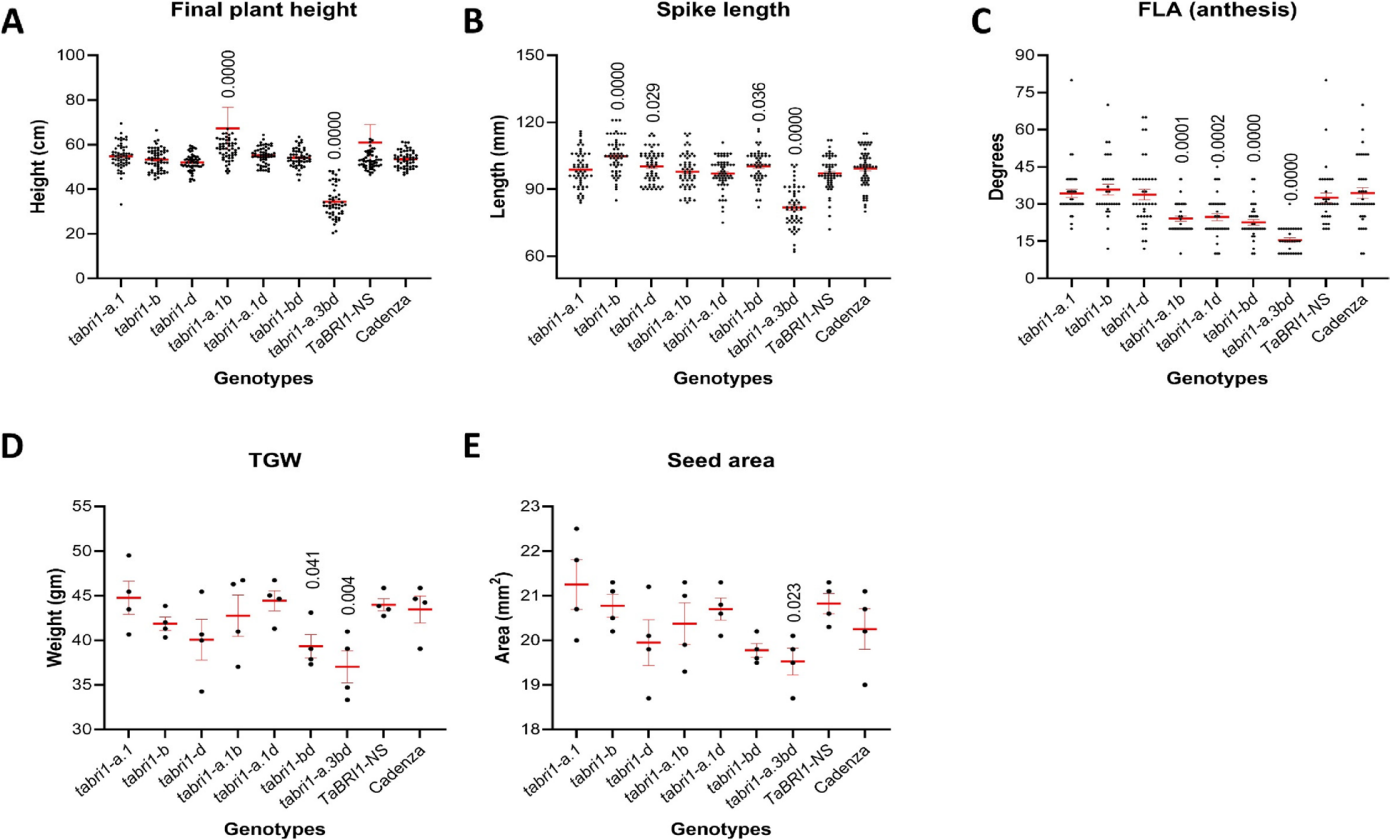
Phenotypic characterisation of *tabri1* mutants in a field trial in 2022**.** A Final plant height at maturity (*n* = 55–60). **B** Spike length at maturity (*n* = 55–60). **C** FLA at anthesis (*n* = 40). **D** TGW of mature grains (*n* = 4). **E** Seed area of mature grains (*n* = 4). *P*-values for significant differences between mutants and *TaBRI1-NS*, were obtained using Fisher’s unprotected LSD test

All *tabri1* double and triple mutants exhibited significant reductions in FLA compared to the *TaBRI1-NS* conferring a more upright leaf architecture (Fig. 4C). Compared to *TaBRI1-NS*, TGW was reduced by 15.9% in *tabri1-a.3bd* and 10.6% in *tabri1-bd* (not noted in GH trials) but was not significantly different in other mutant lines (Fig. 4D). The seed area was unaffected in the *bri1* mutants, except for in the *tabri1-a.3bd* mutant, where seeds were 7% smaller than *TaBRI1-NS* (Fig. 4E).

Taken together, our results show that the *tabri1* mutant phenotypes were largely consistent between GH and field conditions. The *tabri1-a.1b* and *tabri1-a.1d* double mutants exhibited increased leaf erectness with no alteration in plant height, spike, and grain characteristics.

### *tabri1* mutants display reduced sensitivity to external BR application

To determine whether the semi-dwarf phenotype of the triple *tabri1* mutants is caused by reduced sensitivity to endogenous BRs, we tested the effect of applied *epi*BL on leaf angle in seedlings using lamina joint inclination assays [36]. Leaf angle was significantly increased in the control *TaBRI1-NS* by 59% following *epi*BL treatment compared to the water control (Fig. 5A and B). By contrast, *epi*BL treatment did not affect leaf angle in either *tabri1-a.2bd* or *tabri1-a.3bd* triple mutant, consistent with reduced BR sensitivity.

**Fig. 5:**
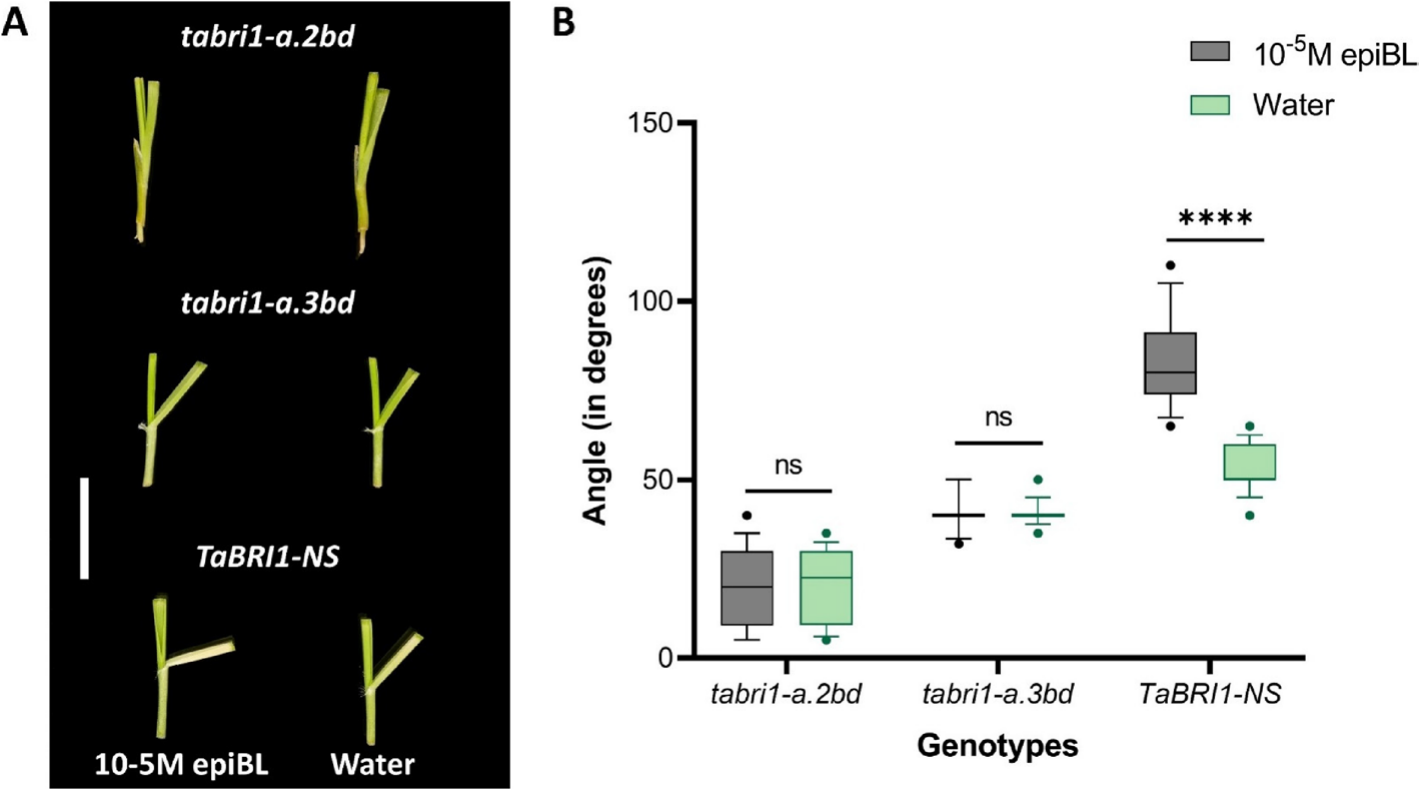
Response of *tabri1* mutants and the control line to external BR application. **A** Lamina joint inclination assays in *TaBRI1-NS*, *tabri1-a.2bd* and *tabri1-a.3bd* seedlings following treatment with 10^−5^M *epi*BL or water. Bar length is 2 cm. **B** Leaf angles (*n* = 14) after treatment with 10^−5^M *epi*BL or water. Statistical significance is denoted by adjusted *P* values: ****P < 0.0001 (obtained by pairwise Student’s t-test)

### *tabri1* mutants accumulate intermediates and bioactive products of BR biosynthesis pathway

We detected nine BRs and precursors in the *tabri1* mutants and *TaBRI1-NS* (Fig. 6, Additional file 1: Table S1). The levels of CS, a bioactive BR, were increased by 376- and 12-fold in the triple mutants *tabri1-a.1bd* and *tabri1-a.2bd*, respectively, compared to *TaBRI1-NS* but its increase was not significant in *tabri1-a.3bd* (Fig. 6, Additional file 1: Table S1). We observed a 9.6-fold accumulation in BL content in the most severe triple mutant *tabri1-a.1bd* compared to *TaBRI1-NS* with no significant differences for the other *bri1* mutants. Additionally, we observed significant accumulation of TY and 6-oxoCN, which are intermediates in the early C-6 oxidation pathway, and of 6-deoxoCT, an intermediate in the late C-6 oxidation pathway, in *tabri1-a1.bd* compared to *TaBRI1-NS*.

**Fig. 6:**
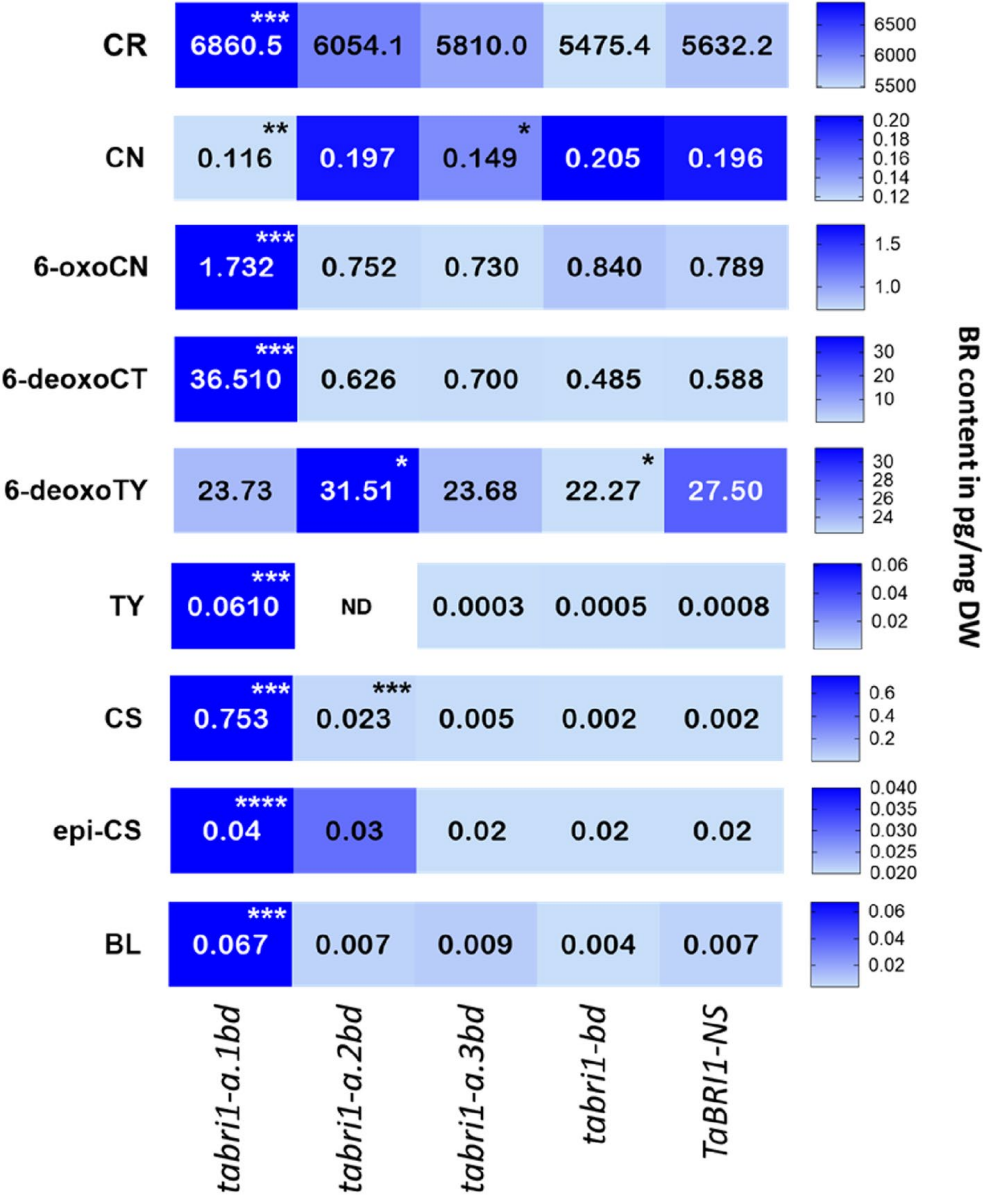
BR concentrations in *tabri1* mutants and *TaBRI1-NS.* The concentrations of BRs (pg/mg DW) namely CR (campesterol), CN (campestanol), 6-oxoCN, 6-deoxoCT (6-deoxocathasterone), 6-deoxoTY, TY (typhasterol), CS (castasterone), BL (brassinolide), and epiCS were determined in *tabri1* mutant (*tabri1-a.1bd*, *tabri1-a.2bd*, *tabri1-a.3bd, tabri1-bd*) and *TaBRI1-NS* seedlings. Mean values from five biological replicates are recorded. Statistically significant differences from the *TaBRI1-NS* control are denoted by * 0.05 > *P* > 0.01, ** 0.01 > *P* > 0.001, *** 0.001 > *P* > 0.0001, **** *P* < 0.0001 (obtained by pairwise Student’s t-test). ND = not detected

### BR biosynthesis and signalling genes are differentially expressed in the *tabri1* mutants

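RNA was sequenced from the above-ground tissue of seedlings at leaf stage 2, in 23 libraries of 6 genotypes. There were 4 libraries each of the null segregant *TaBRI1-NS*, the double mutant *tabri1-bd*, the triple mutants *tabri1-a.3bd* and *tabri1-a.2bd*, and Cadenza, the cultivar from which the mutant population was derived, and 3 libraries of *tabri1-a.1bd*. The authors took RNA from the tissues of the BR profiling, for which multiple plants were pooled in each biological replicate. The tabri1-a.1, tabri1-b and tabri1-d alleles carry premature stop codons, and the tabri1-a.2 and tabri1-a.3 alleles carry amino acid substitutions. A TPM value counts transcripts of either allele, so the TPM values do not show which allele a library carries. *TaBRI1-A* (TraesCS3A03G0629800) lay between 4.51 and 7.61 TPM across the mutant libraries and between 3.9 and 4.89 TPM in *TaBRI1-NS*. *TaBRI1-B* (TraesCS3B03G0712100) lay between 3.95 and 8.53 TPM across the mutant libraries and between 3.3 and 4.52 TPM in *TaBRI1-NS*. *TaBRI1-D* (TraesCS3D03G0579600) lay between 6.22 and 13.9 TPM across the mutant libraries and between 5.73 and 7.84 TPM in *TaBRI1-NS*. No mutant genotype had a lower mean TPM than *TaBRI1-NS* for any of the 3 homoeologues.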

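The authors trimmed the paired reads with Trimmomatic, mapped them to the IWGSC RefSeq v2.1 assembly with STAR, counted reads per gene with HTSeq and converted the counts to TPM. The paper's text does not name the HTSeq options or the gene lengths, so reads shared by homoeologues or by the *BR6ox1* paralogues could have been split between genes or left out. The table lists 266760 genes, of which 106914 are high-confidence and 159846 low-confidence gene models, and a library sums to between 999916.5 and 999954.4 TPM. Because the TPM of a gene are whole multiples of the value of 1 read, the number of reads could be recovered for 94745 of the 94749 genes above 0 in at least 8 libraries (99.996%). In a control search without the ratios between libraries, 0.1% of 1000 genes gave whole reads. The recovered reads summed to between 22606355 and 38443310 per library, with a median of 30185765. The median was 33722568 reads in *tabri1-a.1bd* (29831858 to 34905424), 30708799 in *tabri1-a.2bd* (25699415 to 35951713), 28899912 in *tabri1-a.3bd* (27720066 to 30421169), 26328648 in *tabri1-bd* (22606355 to 30185765), 31697590 in *TaBRI1-NS* (27563724 to 37405888) and 30487518 in Cadenza (29728141 to 38443310). The 83495 genes with a TPM of at least 0.5 in at least 3 libraries were tested with limma on log2(TPM + 0.5), with all genotypes in 1 fit. The residual variance of a gene is then shared, so a library of another genotype can change the p of a contrast but not its log2 change, and fits without 1 such library were added after seeing the data. Where the libraries of *tabri1-a.1bd* spread more than those of the other genotypes, the shared variance understates that spread. The SE and p of its contrasts are then too small. Genes with a Benjamini-Hochberg adjusted p of 0.05 or less were called DEGs. Log2 changes are on the log2(TPM + 0.5) scale, which understates the change of genes with low TPM. The paper's methods also ask for a change of over 2-fold, but Additional file 3 lists genes with smaller changes, so no fold threshold was applied. The authors tested differential expression with DESeq2 on the read counts.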

To determine the effect of reduced TaBRI1 function on gene expression we sequenced the transcriptomes of *tabri1* mutant and control seedlings. 

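Between *tabri1-a.1bd* and *TaBRI1-NS*, 36548 genes were DEGs by limma (43.77% of the genes tested), 20454 of them higher and 16094 lower in the mutant. The median absolute log2 change of these DEGs was 1.05, and 19358 changed by more than 2-fold. Weighting the libraries with limma's array weights moved the number most, to 13152 DEGs. The weights of *tabri1-a.1bd* replicates 1, 2 and 3 were 0.079, 0.063 and 0.44, the lowest of all libraries. They did not follow the distance from the other replicates, which was largest for replicate 1 and smallest for replicate 2. The direction depended on the scaling, since 16806 DEGs were higher and 19129 lower after rescaling by median-of-ratios size factors. The median log2 change of all genes tested was 0.10 before and 0.00 after this rescaling. The DEGs with the largest changes and no overlap between libraries are given by identifier, as none of them is among the genes that Additional file 5 pairs with names. TraesCS6D03G0829200 was at 1050 ± 332 TPM (SD, n = 3) in *tabri1-a.1bd* and at 0.282 ± 0.224 TPM (SD, n = 4) in *TaBRI1-NS* (limma adjusted p = 8.2e-15). TraesCS7D03G0450100 was at 840 ± 496 TPM in the mutant and at 0.407 ± 0.532 TPM in *TaBRI1-NS*. TraesCS2A03G1187800 was at 0.179 ± 0.181 TPM in the mutant and at 138 ± 16.9 TPM in *TaBRI1-NS* (limma adjusted p = 6.2e-17). TraesCS3B03G0212700 was listed at 0 in all 3 libraries of the mutant and was at 96.4 ± 19.3 TPM in *TaBRI1-NS*.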

The transcriptome was radically altered in the *tabri1-a.1bd* mutant which had 35,504 differentially expressed genes (DEGs) compared to *TaBRI1-NS* (Additional file 1: Figure S4C, Additional File S3). 

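In a principal component analysis of log2(TPM + 0.5) of the 500 most variable genes, PC1 held 73% of the variance and PC2 held 12.1%. The PC1 scores of the 3 *tabri1-a.1bd* libraries lay between 93.6 and 115, and those of the 20 other libraries between -26.7 and 5.38. PC1 held between 63.86% and 75.92% of the variance when each library was left out in turn, and 43% over all genes tested. On PC2 the *tabri1-a.2bd* libraries lay between -34.6 and -25.7, below the libraries of every other genotype. Without *tabri1-a.1bd*, PC1 held 42.9% of the variance and PC2 held 21.7%. On this PC1 the *tabri1-a.2bd* libraries lay between 38.3 and 44.8 and the libraries of the other genotypes between -18.3 and 1.19. Pearson's r across genes between replicates was 0.844 to 0.95 in *tabri1-a.1bd* and at least 0.946 in each of the other genotypes. Genes are not independent replicates, so these correlations describe the libraries and carry no test.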

Transcriptomic differences in the *tabri1-a.1bd* mutant were also evident in the principal component analysis, which grouped the mutant separately from other genotypes in the experiment (Additional file 1: Figure S4).

By contrast, there were just 139 DEGs between the double mutant *tabri1-bd* and *TaBRI1-NS* consistent with the functional redundancy in *BRI1* genes in wheat seedling tissues (Additional file 1: Figure S4, Additional File S3). 

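By limma, 105 genes (0.1258% of the genes tested) were DEGs between *tabri1-bd* and *TaBRI1-NS*, of which 61 were higher and 44 lower in the mutant. The number was 63 without *tabri1-bd* replicate 1 and 169 without *tabri1-a.1bd* replicate 1, which shares in the residual variance. Of the 61 higher DEGs, 40 (65.57%) lay on chromosome 6B, against 4.368% of the genes tested (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 3.4e-37 over 210 combinations of chromosome, direction and contrast). Of these, 39 lay in a pair of blocks on 6B in which *TaBRI1-NS* was lower than Cadenza. The DEGs with the largest changes and no overlap between libraries were TraesCS3B03G1471800LC, at 4.16 ± 1.31 TPM (SD, n = 4) against 0.0288 ± 0.0577 TPM in *TaBRI1-NS* (SD, n = 4), and TraesCS7D03G0377500LC, at 3.97 ± 1.55 TPM against 0.255 ± 0.125 TPM. The largest decreases were in TraesCS6D03G0467100 and TraesCS6D03G0467400, which were listed at 0 in all 4 *tabri1-bd* libraries and were at 27.2 ± 2.66 TPM and 10.1 ± 0.856 TPM in *TaBRI1-NS* (limma adjusted p = 6.6e-17 and 1.2e-07).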

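Between *tabri1-a.3bd* and *TaBRI1-NS*, 1918 genes (2.297% of the genes tested) had a limma adjusted p of 0.05 or less. The mutant was higher in 1376 of these DEGs and lower in 542, and 639 changed by more than 2-fold. After rescaling by median-of-ratios size factors, 647 of 1508 DEGs were higher and 861 lower. The number of DEGs was 835 without *TaBRI1-NS* replicate 3 and 4817 without *tabri1-a.1bd* replicate 1, a fit added after seeing the data. Chromosome 6B held 132 of the 1376 higher DEGs (9.593%, two-sided Fisher's exact test, adjusted p = 4.4e-15), and 74 of these lay in the blocks in which *TaBRI1-NS* was lower than Cadenza. TraesCS1B03G0501600 rose to 55.7 ± 23.1 TPM (SD, n = 4) from 3.22 ± 3.9 TPM in *TaBRI1-NS* (SD, n = 4, limma adjusted p = 0.003). TraesCS5B03G1177500LC was at 9.76 ± 2.79 TPM in the mutant and was listed at 0 in *TaBRI1-NS*. In Cadenza it was at 27.5 ± 3.08 TPM (SD, n = 4), so its difference from *TaBRI1-NS* is not specific to the mutant. TraesCS5B03G1087800 fell from 32.7 ± 18 TPM to 2.05 ± 3.24 TPM, and TraesCS4B03G0911500 from 16.1 ± 3.57 TPM to 1.3 ± 2.6 TPM.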

The milder *tabri1-a.3bd* mutant exhibited 2,867 DEGs, consistent with the partial disruption of BR signalling in this mutant (Additional file 1: Figure S4, Additional File S3).

We hypothesised that genes differentially expressed in both *tabri1-a.1bd* and *tabri1-a.2bd* mutants which share a dwarfed phenotype might represent a core set of BR-regulated genes in wheat. 

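In *tabri1-a.2bd*, 6230 genes (7.462% of the genes tested) were DEGs against *TaBRI1-NS* by limma, 3331 higher and 2899 lower in the mutant. After rescaling by median-of-ratios size factors, 2378 of 6434 DEGs were higher and 4056 lower. DEGs numbered 3662 without *TaBRI1-NS* replicate 3 and 11711 without *tabri1-a.1bd* replicate 1, which was left out of this contrast's fit after seeing the data. TraesCS1B03G0501600 and TraesCS1B03G0501800 rose most, to 498 ± 100 TPM and 391 ± 126 TPM (SD, n = 4). TraesCS6B03G0694200, at 0.0525 ± 0.0632 TPM in *tabri1-a.2bd* and 74.9 ± 9.73 TPM in *TaBRI1-NS*, and TraesCS6B03G0637300, listed at 0 in the mutant, fell most, and both lie in the 6B blocks. Of the 6230 DEGs, 4549 (73.02%) were also DEGs in *tabri1-a.1bd*, and 4036 of these (88.72%) changed in the same direction, 2264 higher and 1772 lower in both mutants. Without *TaBRI1-NS* replicate 3 the shared DEGs numbered 2748, and without *tabri1-a.1bd* replicate 1 they numbered 8083. Both contrasts use the same *TaBRI1-NS* libraries, which alone makes their changes resemble each other. In 20 simulated data sets with unchanged genotypes, no DEGs were shared, and the correlation across genes of the log2 changes had a median of 0.463, against 0.289 in the data. In 20 data sets in which each mutant's changed genes were drawn independently, a median of 1830 DEGs were shared (1722 to 1896). These were 46.06% of the simulated *tabri1-a.2bd* DEGs (43.83% to 47.89%), and 60.9% of them changed in the same direction. The correlation of the log2 changes in these data sets lay between 0.102 and 0.118, below that in the data. These data sets gave a median of 3972 *tabri1-a.2bd* DEGs, fewer than the 6230 in the data. Changes were drawn among genes of like mean but any variance, so the overlap by chance may be understated.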

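Among the genes that fell in both dwarf mutants were neighbouring genes on chromosome 6B. Of 60200 genes with a Cadenza mean of at least 1 TPM, 133 were at or under 5% of that mean in every *tabri1-a.1bd* and *tabri1-a.2bd* library, and 101 of these lay on 6B. In identifier order, 100 of the 101 fell in 2 blocks, from TraesCS6B03G0627800LC to TraesCS6B03G0647800LC (54 of 55 genes) and from TraesCS6B03G0680800 to TraesCS6B03G0706700 (46 of 54 genes). None of the 65 genes between the blocks was near 0. The recovered reads on the block genes numbered 853 to 1005 per library in *tabri1-a.1bd*, 576 to 928 in *tabri1-a.2bd*, 34004 to 38536 in *tabri1-a.3bd*, 26790 to 33752 in *tabri1-bd*, 18464 to 26515 in *TaBRI1-NS* and 36792 to 48110 in Cadenza. The median ratio of the block genes to their Cadenza mean was 0.963 in *tabri1-a.3bd*, 0.864 in *tabri1-bd* and 0.515 in *TaBRI1-NS*. The blocks held 97 of the 4549 shared DEGs (2.13%). The *TaBRI1* homoeologues lie on chromosomes 3A, 3B and 3D.

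**Figure D1:**
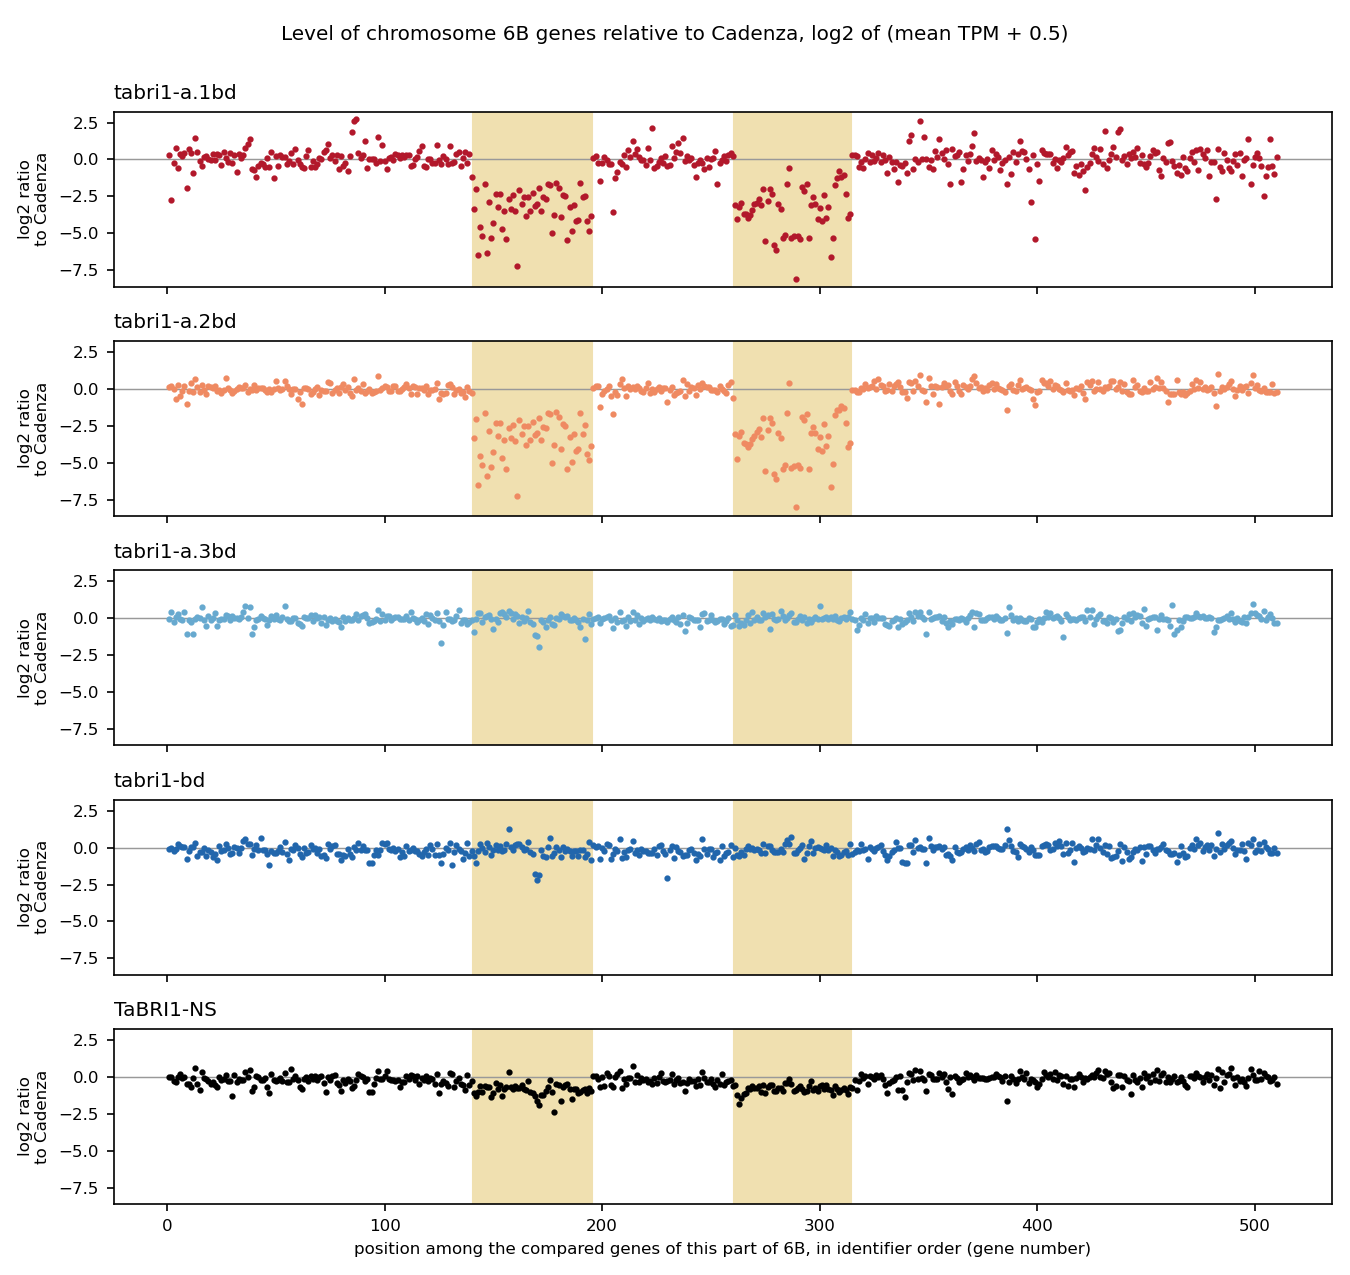
Log2 ratio of the mean TPM + 0.5 of each genotype to that of Cadenza (vertical axis) for 510 compared genes of a part of chromosome 6B in identifier order (horizontal axis), with 1 panel per genotype and 1 point per gene. The shading marks the 2 blocks, in which most genes of *tabri1-a.1bd* and *tabri1-a.2bd* lie near the lowest value that the pseudocount allows and *TaBRI1-NS* lies below *tabri1-bd* and *tabri1-a.3bd*.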

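In the paper's Venn diagram, the number of genes shared by the dwarf mutants leaves out those also changed in *tabri1-a.3bd*. The like count here is not the 4549 shared DEGs but the 3655 of them that were not DEGs in *tabri1-a.3bd* by limma. Of these, 1723 were higher in both dwarf mutants, 1479 were lower in both and 453 changed in opposite directions. Their number was 2129 without *tabri1-a.2bd* replicate 4 and 6000 without *tabri1-a.1bd* replicate 1, and 3628 lay outside the 6B blocks. Absence from the *tabri1-a.3bd* list does not show a difference between mutants, so *tabri1-a.2bd* and *tabri1-a.3bd* were also compared directly. In this contrast 910 of the 3655 genes (24.9%) had an adjusted p of 0.05 or less, with 560 without *tabri1-a.2bd* replicate 4 and 1888 without *tabri1-a.1bd* replicate 1. The enrichment of functional terms was not repeated, as no annotation of terms was analysed here. In Additional file 4 the gene lists of 7 terms on glucosidase or fructofuranosidase activity are whole in the copy used. They hold 23 older gene identifiers, of which 21 were matched to tested genes. Of the 21 genes, 20 were DEGs in *tabri1-a.1bd*, 20 in *tabri1-a.2bd* and 19 in both, with 9 higher in both and 6 lower in both. The authors chose these genes as DEGs from the same samples, so these counts are not independent evidence. The paper's adjusted p for glucosidase activity is 7.08e-09, for 20 genes of a term of 75.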

In total, 4,654 genes were differentially expressed in both mutants which were significantly enriched for functional terms relating to carbohydrate metabolism (Additional file File S4). 

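Additional file 5 lists 6 *DWF4* genes, 3 *CPD* genes and 9 *BR6ox1* genes. *TaDWARF4-3A*, *TaDWARF4-3B* and *TaDWARF4-3D* were at 0 TPM in every library, and *TaBR6ox1-B3* was below the filter on low values. In *tabri1-a.1bd* all 3 tested *DWF4* genes were DEGs by limma, with log2 changes of 3.79 for *TaDWARF4-4B* (SE 0.24, adjusted p = 1e-10), 1.98 for *TaDWARF4-4D* (SE 0.23, adjusted p = 4.5e-07) and 1.23 for *TaDWARF4-4A* (SE 0.16, adjusted p = 2.7e-06). In *tabri1-a.2bd* *TaDWARF4-4D* rose by 1.16 (SE 0.21, limma adjusted p = 0.0017). *TaDWARF4-4B* and *TaDWARF4-4A*, at 0.67 and 0.41, had adjusted p of 0.075 and 0.096, and all 3 were called when adjusted over the list alone. *TaDWARF4-4B* was also called there without *tabri1-a.1bd* replicate 1 (adjusted p = 0.031), a fit added after seeing the data. In the fits set beforehand, 2 of the 3 *DWF4* genes were called without *tabri1-a.2bd* replicate 1, and 1 without *tabri1-a.2bd* replicate 2. In *tabri1-a.3bd* the log2 change of *TaDWARF4-4D* was 0.96 (SE 0.21, limma adjusted p = 0.019). Without *TaBRI1-NS* replicate 3 its adjusted p was 0.077, and across the other alternatives it lay between 0.015 and 0.074. *TaDWARF4-4B* and *TaDWARF4-4A* were not called in *tabri1-a.3bd* (0.55 and 0.36, limma adjusted p = 0.22 and 0.23).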

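All 3 *CPD* genes were DEGs in *tabri1-a.1bd*, with log2 changes of 0.55 to 0.98 and limma adjusted p of 0.00019 to 0.02, and 1 was without *tabri1-a.1bd* replicate 2. In *tabri1-a.2bd* *TaCPD1-A* (0.85, SE 0.22, adjusted p = 0.023) and *TaCPD1-D* (0.69, SE 0.17, adjusted p = 0.015) were DEGs and *TaCPD1-B* was not (0.54, SE 0.17, adjusted p = 0.054), while all 3 were called adjusted over the list alone and 0 without *tabri1-a.2bd* replicate 4. No *CPD* gene was a DEG in *tabri1-a.3bd* (log2 changes of 0.43 to 0.63, limma adjusted p of 0.091 to 0.2), although 3 had an unadjusted p under 0.05 and 1 was called adjusted over the list alone. All 8 tested *BR6ox1* genes were DEGs in *tabri1-a.1bd*, and 6 were in *tabri1-a.2bd* (7 adjusted over the list alone, 3 without *tabri1-a.2bd* replicate 4). *TaBR6ox1-D3* rose by 3.39 in *tabri1-a.1bd* (SE 0.69, limma adjusted p = 0.00044) and by 2.68 in *tabri1-a.2bd* (SE 0.64, adjusted p = 0.013). Its TPM in the 3 *tabri1-a.1bd* libraries were 0.573, 26.8 and 27.3, a spread that the shared residual variance understates. *TaBR6ox1-B1* was listed at 0 in every *TaBRI1-NS* library, and no fold is given for it. No *BR6ox1* gene was a DEG in *tabri1-a.3bd* (limma adjusted p of 0.25 or more), over all genes or adjusted over the list alone, while 3 had an unadjusted p under 0.05. Additional file 5 calls *TaBR6ox1-A1*, *TaBR6ox1-A2* and *TaBR6ox1-A3* in this mutant. With limma's voom on the recovered reads, an alternative chosen after seeing the data, 3 *BR6ox1* genes were DEGs in *tabri1-a.1bd* and 1 in *tabri1-a.2bd*. Without *tabri1-a.1bd* replicate 1, a fit also added after seeing the data, 3 *CPD* and 8 *BR6ox1* genes were DEGs in *tabri1-a.2bd*, and 2 *CPD* and 3 *BR6ox1* genes in *tabri1-a.3bd*, so the absence of these families from the *tabri1-a.3bd* DEGs depends on that library. In the direct contrast of *tabri1-a.2bd* with *tabri1-a.3bd* no gene of the 3 families was called, adjusted over the list alone or over all genes, and at an unadjusted p under 0.05 the numbers were 0 for *DWF4*, 0 for *CPD* and 5 for *BR6ox1*. Without *tabri1-a.1bd* replicate 1, 7 *BR6ox1* genes were called in this contrast.

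**Figure D2:**
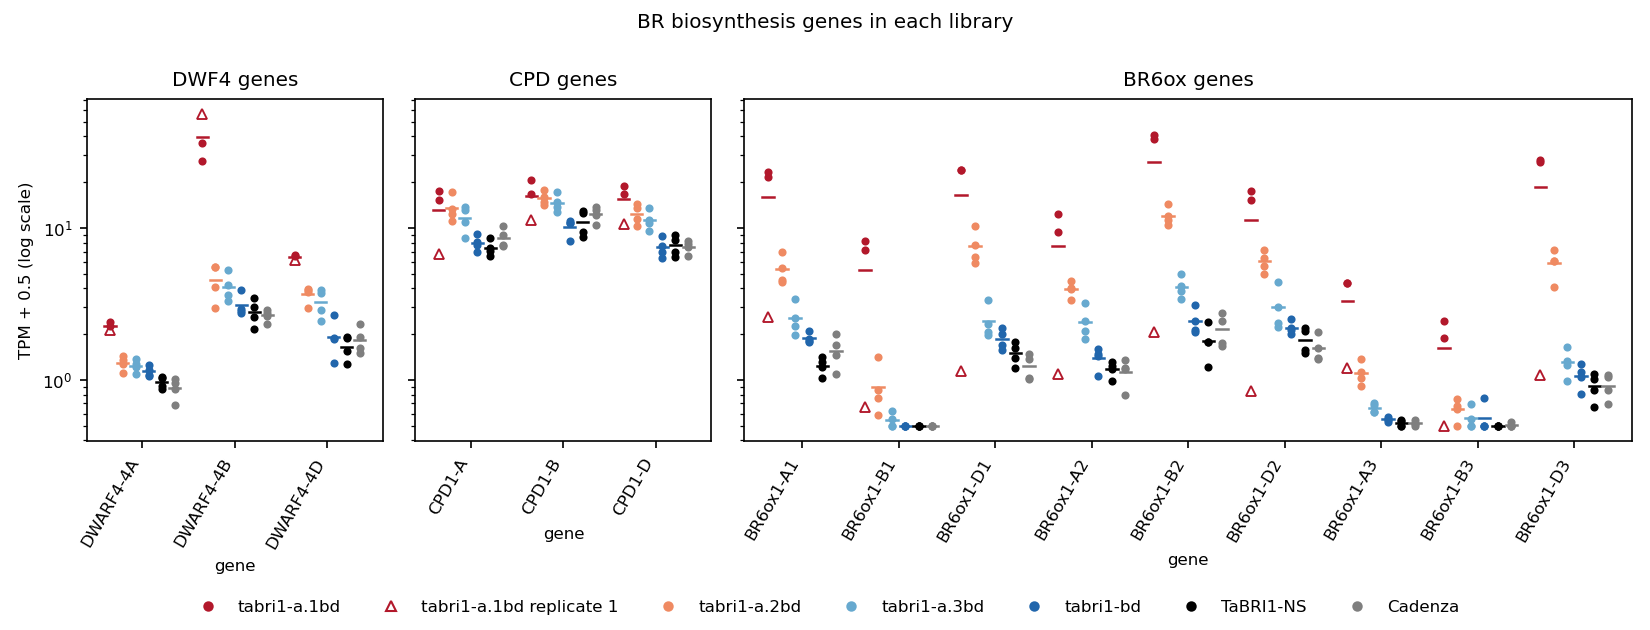
TPM + 0.5 (vertical axis, log scale) of the *DWF4*, *CPD* and *BR6ox1* genes in each library of the 6 genotypes. Points are libraries, bars are means, and the open triangle is *tabri1-a.1bd* replicate 1, which lies below the other *tabri1-a.1bd* libraries in the *BR6ox1* and *CPD* genes and not in *TaDWARF4-4B*.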

The BR biosynthesis genes *DWF4*, *CPD*, and *BR6oxs* were significantly up-regulated in both dwarfed mutant lines but not in the milder *tabri1-a.3bd* mutant, consistent with changes in bioactive BR levels (Fig. 7A, File S5). By contrast, transcript levels of the BR signalling genes *TaBZR1*, *TaBKI1* and *TaCDG1* were significantly reduced only in the most severe *tabri1-a.1bd* mutant (Fig. 7C, Additional File S5).

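The 3 TaBZR1 homoeologues listed as *TaBZR-A1*, *TaBZR-B1* and *TaBZR-D1* were lower in *tabri1-a.1bd*, with log2 changes of -0.80, -1.15 and -0.86 (SE 0.21, 0.25 and 0.31, limma adjusted p = 0.0039, 0.00082 and 0.027). Without *tabri1-a.1bd* replicate 1 the adjusted p of *TaBZR-D1* was 0.31. *TaBKI1-A*, *TaBKI1-B* and *TaBKI1-D* fell by 2.11, 1.43 and 1.30 on the log2 scale (SE 0.27, 0.35 and 0.4, limma adjusted p = 2e-06, 0.0025 and 0.012), and without the same library the adjusted p of *TaBKI1-D* was 0.077. None of *TaCDG1-A*, *TaCDG1-B* and *TaCDG1-D* was a DEG in *tabri1-a.1bd*, with log2 changes of -0.12, -0.20 and -0.08 (limma adjusted p = 0.39, 0.18 and 0.63), and 0 had an unadjusted p under 0.05. After rescaling by median-of-ratios size factors *TaCDG1-B* was called, at -0.32, with adjusted p between 0.043 and 0.39 across the alternatives. In *tabri1-a.2bd* and in *tabri1-a.3bd* none of the 9 genes was a DEG. At an unadjusted p under 0.05 the only ones were 2 *BKI1* genes in *tabri1-a.2bd*, 1 of which was called adjusted over the list alone, and 1 was a DEG without *tabri1-a.1bd* replicate 1. In the direct contrasts by limma, the 3 *BZR1* genes differed between *tabri1-a.1bd* and *tabri1-a.2bd*, and between *tabri1-a.1bd* and *tabri1-a.3bd* (2 without *tabri1-a.1bd* replicate 1). For *BKI1* the numbers were 2 and 3, or 1 and 2 without *tabri1-a.1bd* replicate 2. For *CDG1* they were 0, also at an unadjusted p under 0.05, and 2, or 0 without *tabri1-a.1bd* replicate 3. Other BZR genes rose in *tabri1-a.1bd*. *TaBZR-D2*, *TaBZR-A3* and *TaBZR-D3*, named after their values were seen, had log2 changes of 0.55, 0.75 and 0.56 (limma adjusted p = 0.018, 0.002 and 0.01).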

**Fig. 7:**
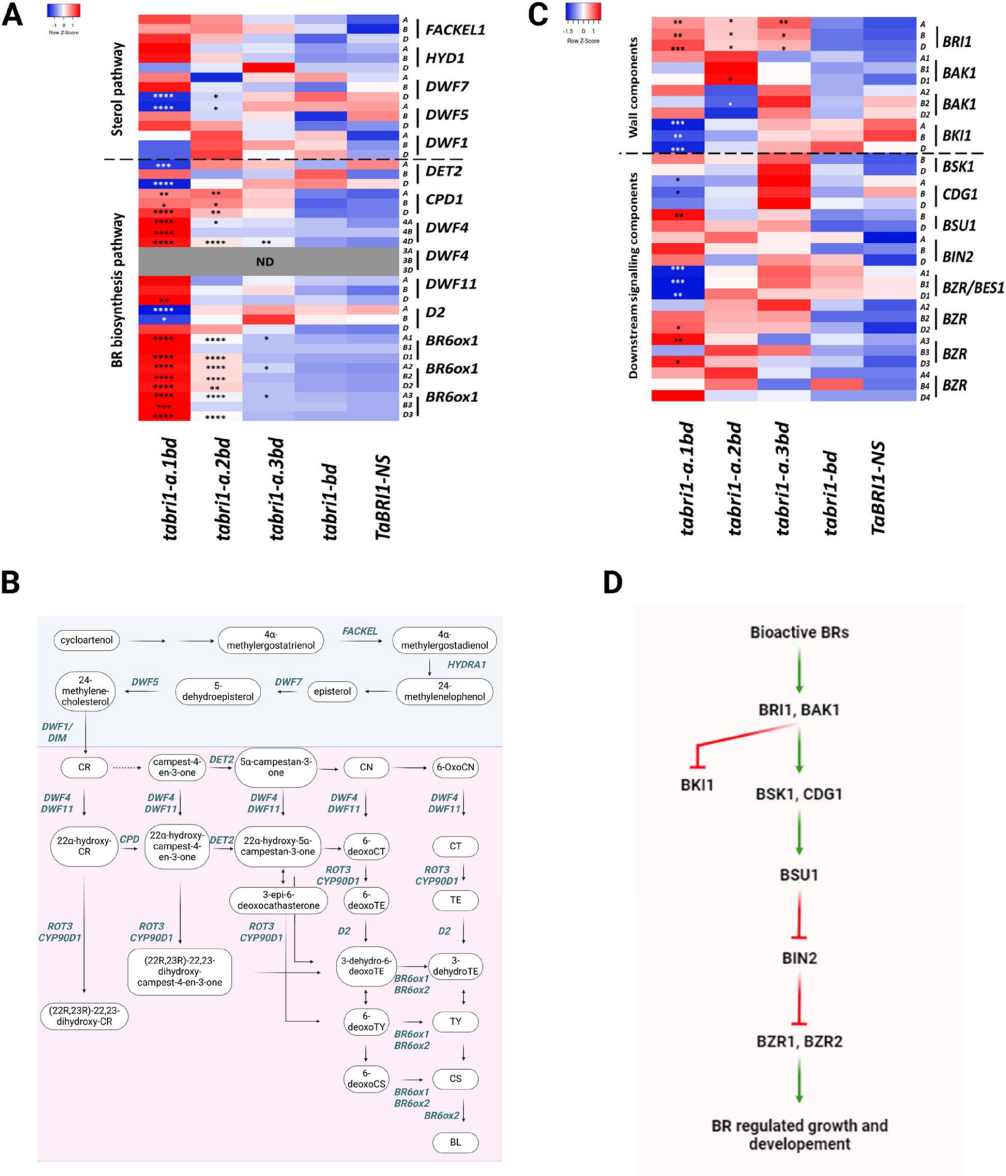
Transcript levels of BR biosynthesis and BR signalling genes in *tabri1* mutants and *TaBRI1-NS*. A Heatmap of relative expression levels of genes in the sterol and BR-biosynthesis pathways in the *tabri1-a.1bd*, *tabri1-a.2bd*, *tabri1-a.3bd*, *tabri1-bd* mutants and *TaBRI1-NS*. **B** The sterol pathway (in blue background) and BR-specific biosynthesis pathways (in pink background) leading to the bioactive BRs CS and BL. The names of the enzymes that catalyse each step is shown above the arrows. TE teasterone, *DET2 DE-ETIOLATED2*. **C** Heatmap indicating expression levels (TPM) of genes in the BR-signalling pathway in the *tabri1-a.1bd*, *tabri1-a.2bd*, *tabri1-a.3bd*, and *tabri1-bd* mutants and control *TaBRI1-NS.* Statistically significant differences from the *TaBRI1-NS* control are denoted by * 0.05 > *P-adj* > 0.01, ** 0.01 > *P-adj* > 0.001, *** 0.001 > *P-adj* > 0.0001, **** *P-adj* < 0.0001. ND = not detected. **D** BR signalling pathway in plants. BSK1 (Brassinosteroid-Signaling Kinase1), CDG1 (CONSTITUTIVE DIFFERENTIAL GROWTH1), BSU1 (BRI1 SUPPRESSOR 1), *BIN2* (*BRASSINOSTEROID-INSENSITIVE2*). The pathways were produced using Biorender.com

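Of the 76 genes of Additional file 5, 68 passed the filter on low values. In *tabri1-a.1bd* 36 of the 68 were DEGs by limma, 24 higher and 12 lower, and 36 adjusted over the list alone. The number was 27 without *tabri1-a.1bd* replicate 2 and 43 without replicate 1, and a separate fit of this mutant and *TaBRI1-NS* moved it most, to 17. In *tabri1-a.2bd* 11 genes were DEGs, all of them higher, and 19 adjusted over the list alone, while 4 were DEGs without *tabri1-a.2bd* replicate 4 and 25 without *tabri1-a.1bd* replicate 1. In *tabri1-a.3bd* 4 genes were DEGs, and 6 adjusted over the list alone, and 0 were DEGs without *tabri1-a.3bd* replicate 3 and 11 without *tabri1-a.1bd* replicate 1, these last fits for *tabri1-a.2bd* and *tabri1-a.3bd* being added after seeing the data. In *tabri1-bd* 0 genes were DEGs, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. In *tabri1-a.1bd* 3 genes outside the families named in the text were DEGs that changed by more than 2-fold. *TaDWF7-D* fell by 1.10 on the log2 scale (SE 0.18, limma adjusted p = 5.2e-05), *TaDET2-D* by 1.72 (SE 0.37, adjusted p = 0.00075) and *TaD2-A* by 1.30 (SE 0.22, adjusted p = 5.7e-05).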

## Discussion

### Targeting reduced BR activity for crop improvement

Reducing BR signalling can lead to shorter plants with a more erect leaf architecture, potentially improving crop yields in certain environments. However, since BRs regulate a wide range of growth and developmental processes, completely abolishing BR signalling results in extreme phenotypes [15, 39]. Consistent with findings in Arabidopsis and rice, we observed that a complete knockout of the BR receptor BRI1 in wheat severely disrupts growth and development, producing an extreme phenotype unsuitable for wheat breeding (Fig. 1C).

Successful applications of reduced BR signalling in agriculture have been achieved through genetic changes that confer targeted or partial reductions in BR activity. For example, in maize, a loss-of-function allele of the BR biosynthesis gene *DWF4* confers a more erect leaf angle in the upper canopy without affecting lower leaves or overall height [40]. In rice, enhanced panicle branching is caused by a structural rearrangement resulting in the upregulation of *BRASSINOSTEROID-DEFICIENT DWARF3*, which encodes a BR catabolic enzyme, specifically in secondary branch meristems [41].

The functional redundancy in the polyploid wheat genome might be exploited to moderately reduce BR activity. A recent study demonstrated that loss of a haploblock including *ZnF-B*, which encodes a RING-type E3 ligase, stabilized the negative BR regulator TaBKI1. This resulted in a compact and upright growth habit and improved grain yields in the absence of *Rht1* dwarfing genes [42]. Conversely, CRISPR/Cas9-mediated knockout of all copies of *ZnF-B* resulted in reduced grain size, highlighting the importance of balancing BR levels [42].

In our study, mutations in one or two of the *BRI1* homoeologues conferred increased leaf erectness without affecting plant height or grain size (Fig. 3). This contrasts with the report by Lyu et al. [43], in which all combinations of double *bri1* mutants showed reduced height and shorter grain than the cv. Fielder wild type. This difference may be due to their genetic backgrounds: while Fielder contains the *RHT-B1b* semi-dwarfing allele, Cadenza contains homoeologous wild-type *RHT-1a* alleles. It will be important to evaluate the effects of the *bri1* alleles in field trials with varying planting densities to determine their potential breeding value. Detailed expression profiling of *BRI1* homoeologues across different plant tissues could reveal tissue-specific expression patterns that could help in selecting optimal mutant combinations to target reductions in FLA. 

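*TaBRI1-D* was compared with *TaBRI1-A* and *TaBRI1-B* within the 8 libraries of *TaBRI1-NS* and Cadenza. Its log2(TPM + 0.5) was higher than that of *TaBRI1-A* in 8 of 8 libraries, by 0.56 ± 0.12 (SD, n = 8, two-sided exact sign-flip permutation test, p = 0.00781, adjusted p = 0.00781). It was higher than that of *TaBRI1-B* in 8 of 8 libraries, by 0.58 ± 0.28 (SD, n = 8), with the same p, which is the smallest that 8 libraries allow. Within a genotype the 4 libraries cannot give a p under 0.125, which each comparison reached. The mean differences from *TaBRI1-A* and *TaBRI1-B* were 0.55 and 0.68 in *TaBRI1-NS*, and 0.57 and 0.49 in Cadenza. *TaBRI1-B* and *TaBRI1-A* differed by -0.03 on this scale (exact p = 0.8). TPM are divided by gene length and reads shared by homoeologues may be counted unequally, which limits comparisons between genes.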

While our RNA-seq data from seedlings show highest expression of *BRI1-D1* (Supplementary File 1, Figure S6A), the comprehensive survey available for cv. Azhurnaya (https://www.wheat-expression.com) shows only small differences in *BRI1* homoeologue expression (Supplementary File 1, Figure S6B). It may require analysis with higher spatial resolution to determine the relevance of differences in homoeologue expression patterns.

Gene redundancy may explain why *BRI1* alleles have never been selected in wheat breeding programmes, in contrast to the high frequency of *uzu* alleles in diploid barley germplasm [16].

To overcome this functional redundancy and identify beneficial alleles, we mutagenized the double *bri1-bd* mutant and selected potential *BRI1-A* mutants on the basis of phenotype. We identified two alleles (*tabri1-a.2* and *tabri1-a.3*) with amino acid substitutions which conferred reduced height and BR insensitivity (Fig. 3). In both cases, the amino acid substitutions, P671S in *tabri1-a.2bd* and G1008E in *tabri1-a.3bd*, are predicted on the basis of SIFT scores to affect protein function (Table 1). The *tabri1-a.2bd* mutation is in the final LRR domain and is predicted to disrupt BR signalling by interfering with BR binding into the protein superhelix [44, 45]. The Arabidopsis mutant *bri1-711* with a G746S substitution in the last LRR domain demonstrated a mild reduction in rosette width and height [46]. The P to S substitution in *tabri1-a.2bd* would be expected to result in a major structural change that would explain the severe phenotype. The mutation in *tabri1-a.3bd* is in the IX region of the Ser/Thr-kinase domain. In rice, the *d61-1* mutant with an amino acid substitution in the IX subdomain exhibits dwarfism, erect leaves, and reduced grain number per panicle [16, 19]. Mutations in the IX subdomain would affect BR signalling due to their proximity to the activation loop in the BRI1 kinase domain [47]. Autophosphorylation of the activation loop in BRI1 in association with the kinase domain of BAK1 stabilizes the conformation leading to the activation of BR signalling [48–50].

Although these alleles also conferred pleiotropic traits such as reduced grain size and spike length—likely precluding their use in agriculture—our approach demonstrates the potential of targeted forward genetic screens to expand genetic diversity in the BR pathway for wheat improvement. Screening a larger mutant population or using targeted genome editing strategies to introduce high value *uzu* alleles into wheat could further extend this variation and potentially identify *BRI1* alleles that improve architecture without detrimental effects.

### BR-insensitive *tabri1* mutants have higher BR levels

Nine BRs were detected in wheat seedlings, including the bioactive forms BL and CS (Fig. 6; Additional file1: Table S1). While BL has been previously detected in wheat [51], its presence in other cereals has not been reported [19, 37, 52]. Notably, intermediates in the late C-6 oxidation pathway were more abundant than those in the early C-6 oxidation pathway, indicating that both pathways are active in wheat but the late C-6 oxidation pathway predominates.

The *tabri1-a.1bd* triple mutant, exhibiting the most severe developmental defects, accumulated high levels of both bioactive BRs and their precursors (Fig. 6; Additional file 1: Table S1). This accumulation was associated with strong upregulation of *DWF4*, which encodes a 22α-hydroxylase involved in BR biosynthesis [53], *BR6OX1* paralogues and *CPD*, which encodes a C-3 oxidase [54] (Fig. 7). 

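In *tabri1-a.1bd* *TaDWARF4-4B* was at 39.5 ± 14.7 TPM (SD, n = 3), against 2.31 ± 0.548 TPM in *TaBRI1-NS* (SD, n = 4). *TaDWARF4-4D* was at 5.96 ± 0.26 TPM against 1.16 ± 0.308 TPM, and *TaDWARF4-4A* at 1.76 ± 0.135 TPM against 0.468 ± 0.0829 TPM. The *BR6ox1* paralogue with the highest mean in the mutant, *TaBR6ox1-B2*, was at 26.6 ± 21.7 TPM against 1.29 ± 0.484 TPM. *TaCPD1-D* was at 14.9 ± 4.29 TPM against 7.2 ± 1.19 TPM. The large SD of the *BR6ox1* genes came from *tabri1-a.1bd* replicate 1, in which *TaBR6ox1-B2* was at 1.56 TPM, against 37.7 and 40.5 TPM in the other replicates. This library was at or under the highest *TaBRI1-NS* library in 5 of the 8 tested *BR6ox1* genes, 2 of the 3 *CPD* genes and 0 of the 3 tested *DWF4* genes. Replicates 2 and 3 were above every *TaBRI1-NS* library in all of these genes. In *TaDWARF4-4B* replicate 1 was highest, at 55.6 TPM, against 35.9 and 26.9 TPM.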

Similar upregulation of these genes has been observed in Arabidopsis in response to BR depletion, with *DWF4* being the most strongly and rapidly affected [8]. As a major rate-limiting enzyme in BR biosynthesis, *DWF4* is highly regulated by feedback mechanisms and other factors [55, 56]. Upregulation of *DWF4* can account for the accumulation of intermediates early in the BR biosynthetic pathway. In combination with increased expression of *BR6OX1*, which functions later in the pathway, these changes account for the large increase in bioactive BRs in the *tabri1-a.1bd* mutant. The changes in expression of BR metabolism and signalling genes were much more pronounced in the severe *tabri1-a.1bd* mutant line than in the other mutants, as reflected by the total number of DEGs: 35,504 in *tabri1-a.1bd*, compared to 2,867 in *tabri1-a.3bd* and 139 in *tabri1-bd*, relative to the null segregant. Therefore, changes in expression of BR-regulated genes, particularly those involved in feedback regulation of BR biosynthesis, require a severe reduction in BR signalling in wheat, whereas phenotypic changes, including a reduction in leaf angle, are apparent already at more modest changes in BR signalling.

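The mutants were also compared with each other by limma. Between *tabri1-a.1bd* and *tabri1-a.2bd* 33093 genes were DEGs, and between *tabri1-a.1bd* and *tabri1-a.3bd* 33409 were. Between *tabri1-a.2bd* and *tabri1-a.3bd* there were 2187 DEGs, or 1434 without *tabri1-a.2bd* replicate 4 and 4622 without *tabri1-a.1bd* replicate 1, a fit added after seeing the data. These counts are of changes in either direction and do not rank the sizes of the changes. The genes that changed by more than 2-fold numbered 18282, 18932 and 1134. Of the 68 tested genes of Additional file 5, 21 differed between *tabri1-a.1bd* and *tabri1-a.2bd* (18 adjusted over the list alone), 27 between *tabri1-a.1bd* and *tabri1-a.3bd* (27 adjusted over the list alone) and 1 between *tabri1-a.2bd* and *tabri1-a.3bd* (0 adjusted over the list alone, 13 at an unadjusted p under 0.05), or 10 without *tabri1-a.1bd* replicate 1.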

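Of the biosynthesis genes under feedback regulation, the 3 tested *DWF4* genes were higher in *tabri1-a.1bd* than in *tabri1-a.2bd* and than in *tabri1-a.3bd* in the direct contrasts by limma, with any 1 library left out. For *CPD* 0 of 3 genes differed in either contrast, with 0 and 1 at an unadjusted p under 0.05, while 1 and 2 differed without *tabri1-a.1bd* replicate 1, and 0 and 1 with voom on the recovered reads, chosen after seeing the data. For *BR6ox1* 2 of 8 genes differed from *tabri1-a.2bd* and 6 from *tabri1-a.3bd*, or 8 and 8 without that library, 2 and 4 without *tabri1-a.1bd* replicate 2, and 1 and 2 with voom. In *tabri1-a.3bd* the DEGs of Additional file 5 were *TaDWARF4-4D* and the 3 *TaBRI1* homoeologues, whose log2 changes were 0.57 for *TaBRI1-A*, 0.66 for *TaBRI1-B* and 0.53 for *TaBRI1-D* (SE 0.12, 0.17 and 0.13, limma adjusted p = 0.017, 0.046 and 0.033). In *tabri1-bd* the log2 changes of these homoeologues were 0.02 to 0.12, and none was a DEG or had an unadjusted p under 0.05. From the more pronounced changes in *tabri1-a.1bd* than in the other mutants, the paper concludes that BR-regulated genes change in expression only after a severe reduction in BR signalling, and it contrasts this with the phenotypes seen at more modest changes.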

## Conclusion

We have identified novel loss-of-function and reduced-function alleles of the wheat homoeologous *BRI1* genes. Plants carrying just one functional *BRI1* homoeologue exhibit a more erect leaf architecture without any pleiotropic effects on plant height or grain development. These alleles are potential candidates for yield improvement in high-density sowing regimes. By contrast, plants with combinations of loss-of-function alleles and amino acid substitutions in conserved *BRI1* domains were semi-dwarfed with more erect leaves, but negative effects on grain size and reproductive development likely preclude their use in wheat breeding. Screening for natural variation in *BRI1* genes within wheat germplasm collections or inducing specific alleles through CRISPR-Cas mutagenesis to produce different homoeologous mutant combinations, informed by our characterisation of these genes, may be promising approaches to identify beneficial alleles for wheat improvement.

## Supplementary Information

Additional file 1: Figure S1. Gross Morphology of *tabri-a.2bd* mutant. Figure S2. Phenotypic data collected on *tabri1* mutants during GH2022. Figure S3. FLA relationship between reproductive growth stages. Figure S4. RNA-seq analysis. Figure S5. Scheme used for sequencing *TaBRI1A* gene. Figure S6. Expression of *BRI1* genes in wheat. Table S1. BR levels (pg/mg DW) in *tabri1* mutants and controls. Table S2. Homeologue-specific primers designed to amplify fragments around the deleterious mutations in *TaBRI1 *genes. Table S3. Primers used for sequencing *TaBRI1A* gene. Table S4. KASP primers designed to differentiate the mutant and wild-type alleles in segregating *TaBRI1* populations.

Additional file 2. GH conditions (temperature, radiation, humidity) during 2021 and 2022.

Additional file 3. DEseq2 in *tabri1* mutants compared to *TaBRI1-NS* with *P-adj value* <0.05 and log2fold change.

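The copy of Additional file 3 used here holds the first 1999 of 35054 genes for *tabri1-a.1bd*, of 8481 for *tabri1-a.2bd* and of 2867 for *tabri1-a.3bd*, and the whole lists for *tabri1-bd* and Cadenza. Its log2 changes are positive where *TaBRI1-NS* is higher. Of the paper's 139 DEGs for *tabri1-bd*, 77 were also DEGs by limma on the TPM, all in the same direction, and 64 by voom on the recovered reads, an alternative chosen after seeing the data. The smallest absolute log2 change on the paper's list is 0.32. The 6B blocks hold 36 of the 139 genes, all higher in *tabri1-bd* than in *TaBRI1-NS*. For Cadenza the list holds 1872 genes, of which 1871 are in the table. Of these, 1207 were also DEGs by limma on the TPM, in the same direction, and 1190 by voom. In this list the smallest absolute log2 change is 0.2, and 53 genes lie in the 6B blocks.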

Additional file 4. GO terms for 1312 and 4653 core DEGs.

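The sheet of 1312 DEGs in Additional file 4 is whole in the copy used, and all of its genes are in the TPM table. By limma on the TPM, 662 of the 1312 were DEGs in all 3 triple mutants, 981 were in both *tabri1-a.1bd* and *tabri1-a.2bd*, and 36 were in none of the 3. The sheet of genes shared by the dwarf mutants alone is incomplete in the copy used, so its overlap was not counted.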

Additional file 5. Log_2_-fold change and *P-adj* values for BR pathway genes in *tabri1* mutants compared to *TaBRI1-N*S.

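Additional file 5 gives a log2 change and an adjusted p for 268 combinations of a tested gene and a mutant. The file's log2 changes are positive where *TaBRI1-NS* is higher. The sign was the same by limma on the TPM in 243 of the 268. Of these combinations, 47 had an adjusted p of 0.05 or less in both, 14 in the paper alone and 3 here alone. Among the 47 none had opposite signs. The file gives no value of its own for direct contrasts between mutants.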

## Data Availability

RNA-seq reads and expression data for all libraries are available for download from the National Center for Biotechnology Information’s Gene Expression Omnibus under accession number GSE274403 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274403). All other data generated in this study are provided in the manuscript and supporting tables. Biological materials are available upon request from Stephen Pearse.

# Supplementary material for: Induced variation in BRASSINOSTEROID INSENSITIVE 1 (BRI1) confers a compact wheat architecture
**Source:** BMC Plant Biol. 2025 May 26;25:700. doi: 10.1186/s12870-025-06762-w
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Gross Morphology of tabri-a.2bd mutant. Figure S2. Phenotypic data collected on tabri1 mutants during GH2022. Figure S3. FLA relationship between reproductive growth stages. Figure S4. RNA-seq analysis. Figure S5. Scheme used for sequencing TaBRI1A gene. Figure S6. Expression of BRI1 genes in wheat. Table S1. BR levels (pg/mg DW) in tabri1 mutants and controls. Table S2. Homeologue-specific primers designed to amplify fragments around the deleterious mutations in TaBRI1 genes. Table S3. Primers used for sequencing TaBRI1A gene. Table S4. KASP primers designed to differentiate the mutant and wild-type alleles in segregating TaBRI1 populations.

**Induced variation in *BRASSINOSTEROID INSENSITIVE 1* (*BRI1*) confers a compact wheat architecture**

**Additional file 1**

**Figure S1.** Gross Morphology of *tabri-a.2bd* mutant.

**Figure S2.** Phenotypic data collected on *tabri1* mutants during GH2022.

**Figure S3.** FLA relationship between reproductive growth stages.

**Figure S4.** RNA-seq analysis.

**Figure S5.** Scheme used for sequencing *TaBRI1A* gene.

**Figure S6**. Expression of BRI1 genes in wheat.

**Table S1**. BR levels in *tabri1* mutants and controls.

**Table S2**. Homeologue-specific primers designed to amplify fragments around the deleterious mutations in *TaBRI1* genes.

**Table S3**. Primers used for sequencing *TaBRI1A* gene.

**Table S4**. KASP primers designed to differentiate the mutant and wild-type alleles in segregating TaBRI1 populations.

**Figure S1.** **Gross Morphology of *tabri-a.2bd* mutant** (A) Closeup photo of *tabri1-a.2bd* mutant grown in the glasshouse and photographed at GS83 during GH2021. (B) Curled and wrinkled flag-leaf of *tabri1-a.2bd* mutant.

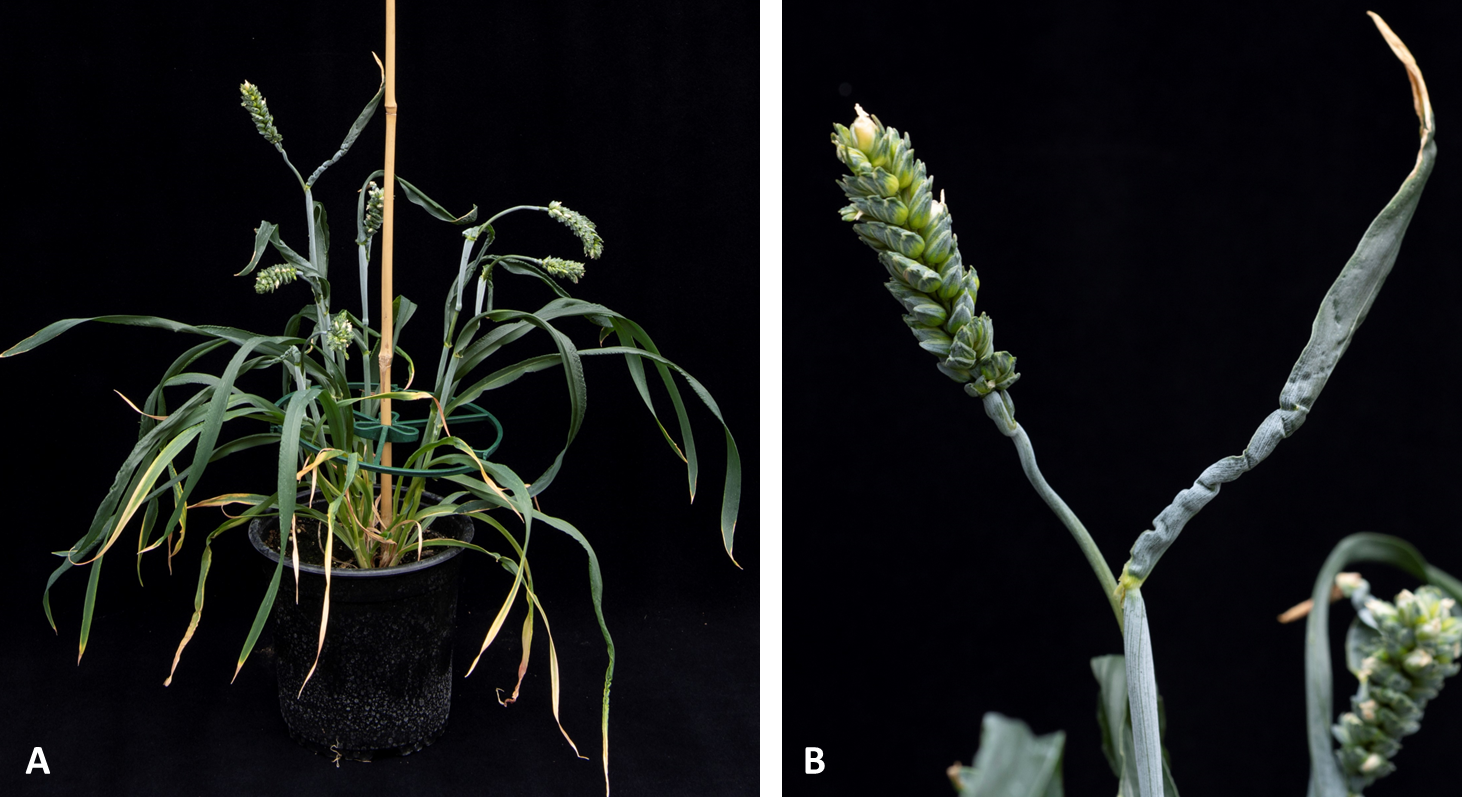

**Figure S2.** **Phenotypic data collected on *tabri1* mutants during GH2022.** **(A)** Final plant heights at maturity (n=6). **(B)** Spike length recorded at maturity (n=6). **(C)** Number of spikelets/spike recorded on mature spikes (n=6). **(D)** FLAs at anthesis (n=6). **(E)** 1000 grain weight (TGW) recorded on mature grains (n=6). **(F)** Seed area obtained using the Marvin seed analyser on mature grains (n=6). *P*-values for differences between mutants and *TaBRI1-NS* were obtained using Fisher’s unprotected LSD test are also shown on the graph.

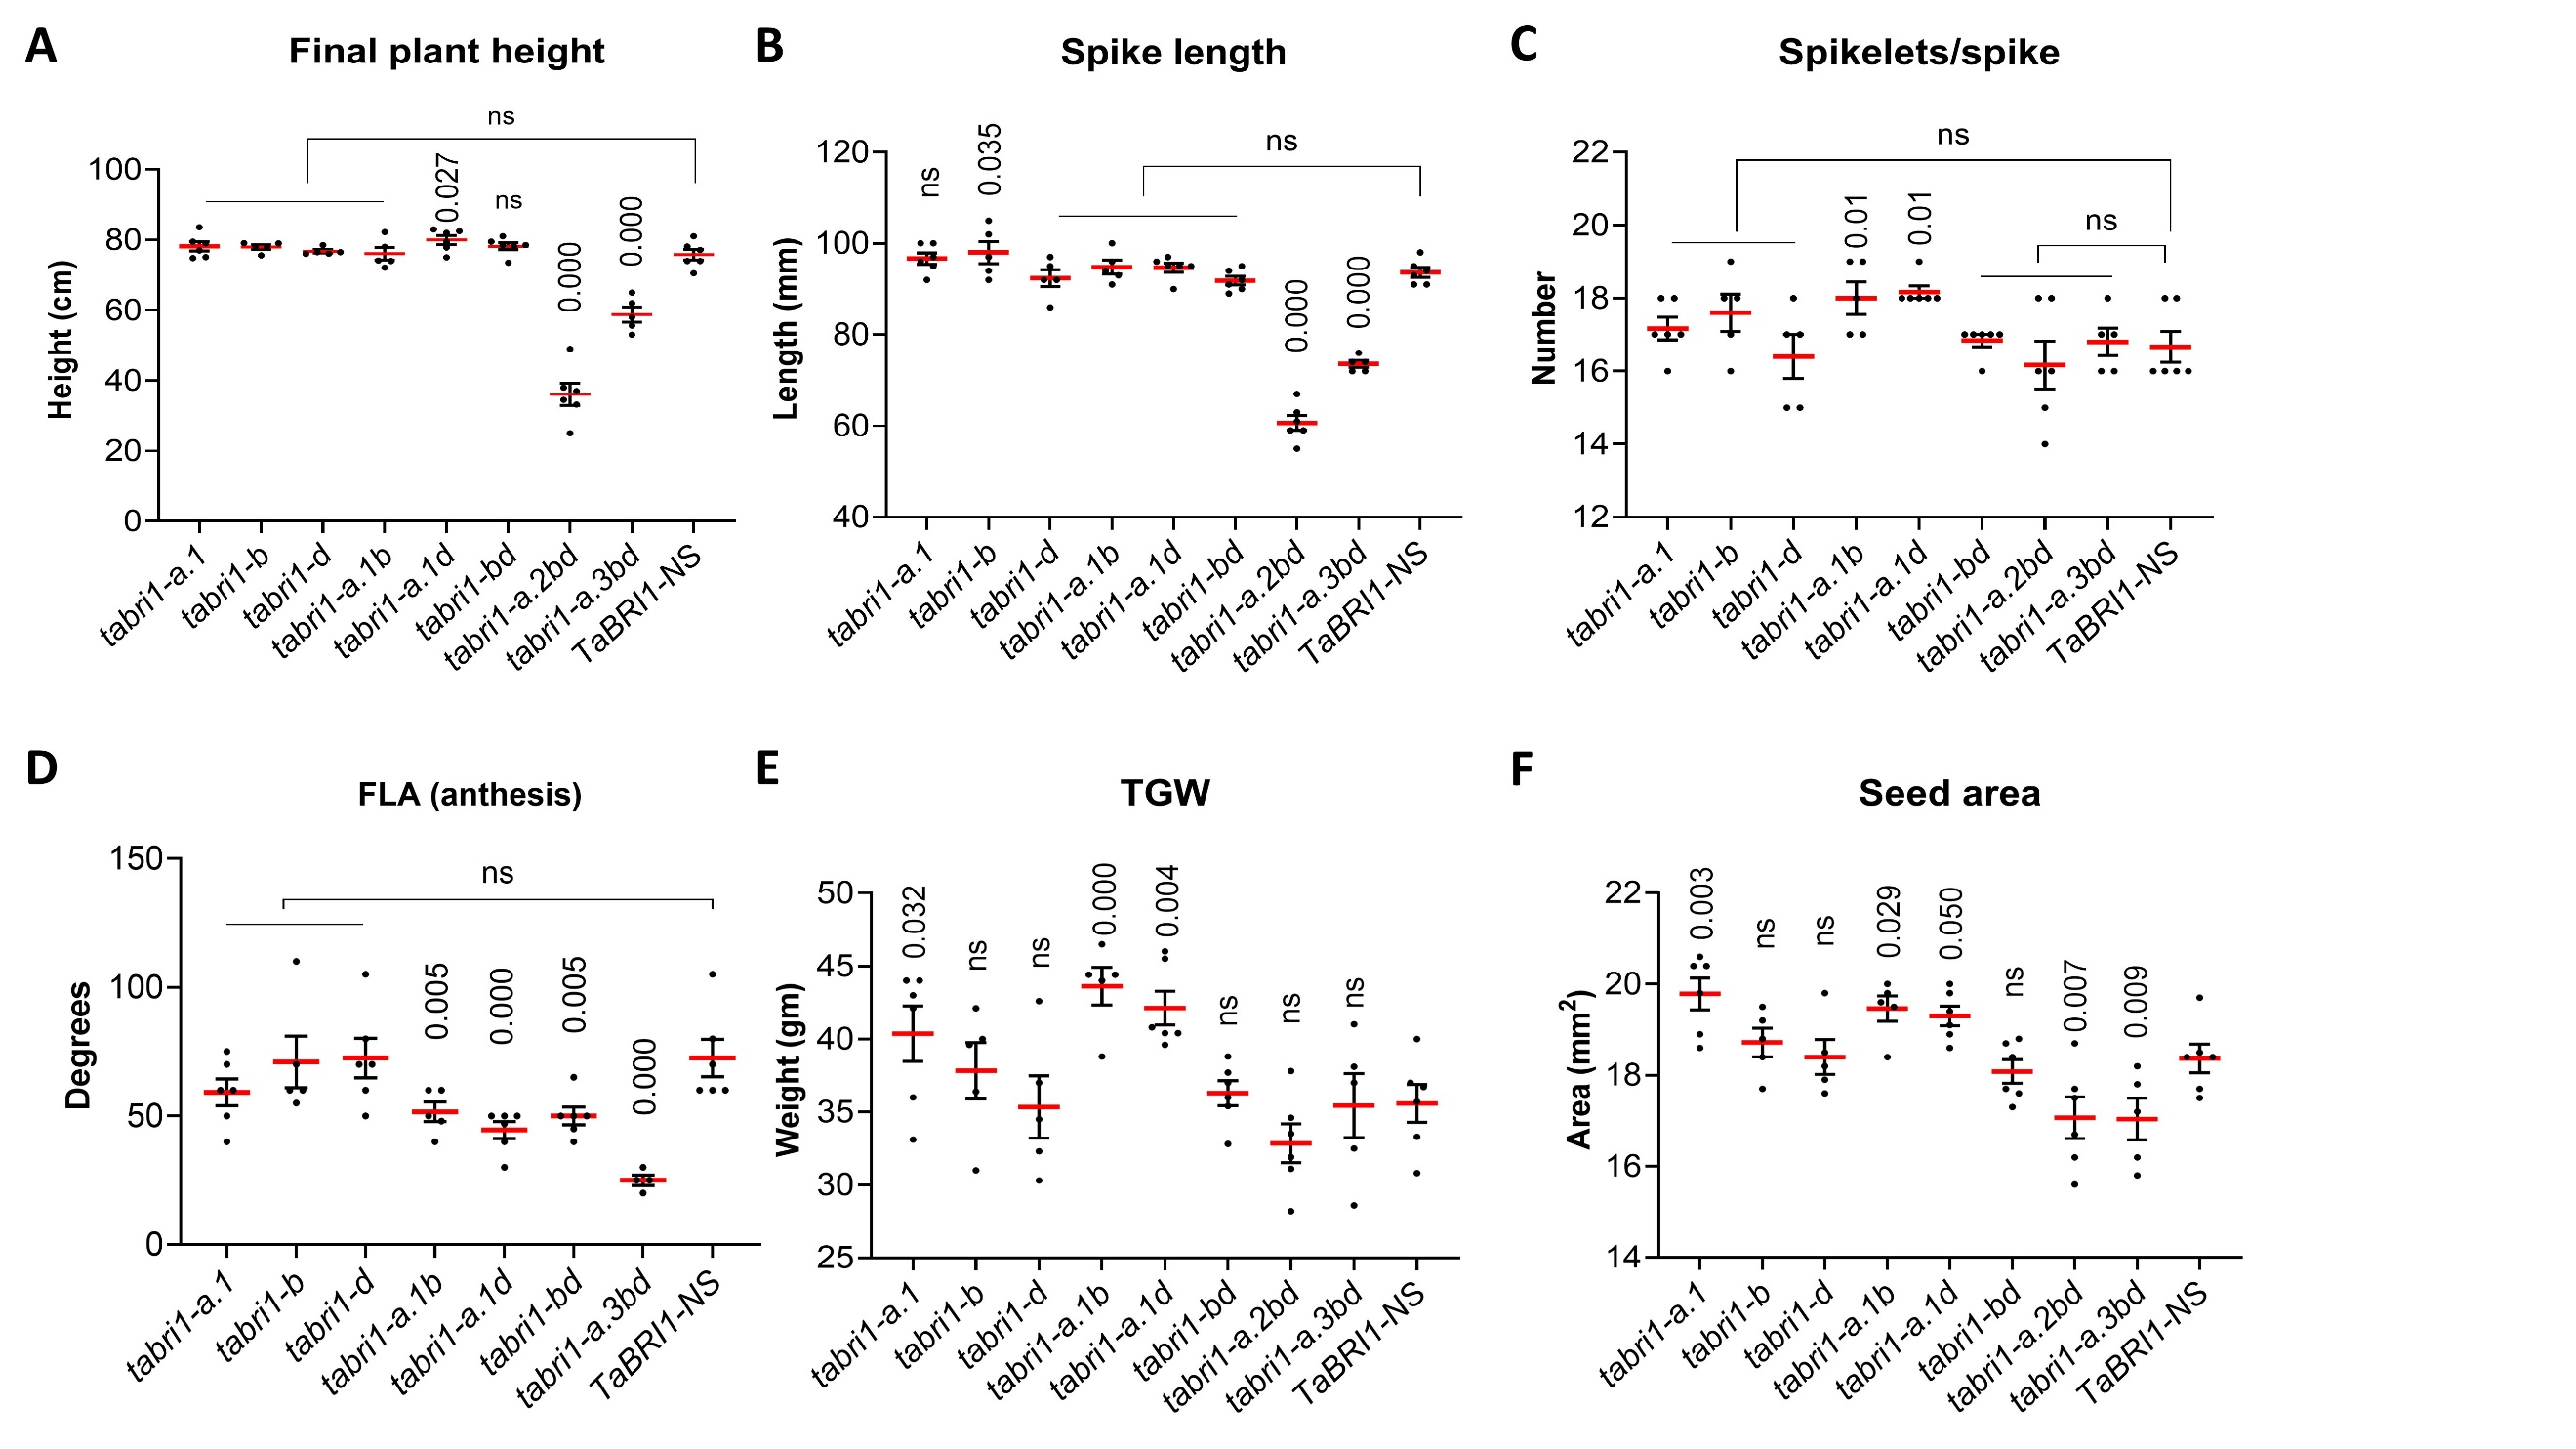

Figure S3. FLA relationship between reproductive growth stages. Relationship of Flag leaf angle between ear emergence and anthesis (A), anthesis and water endosperm (B), watery endosperm and soft dough (C) and soft dough and ripening (D) growth stages. Very strong 1:1 relationship was observed in flag leaf angle between subsequent growth stages (*p* < 0.001).

**A**
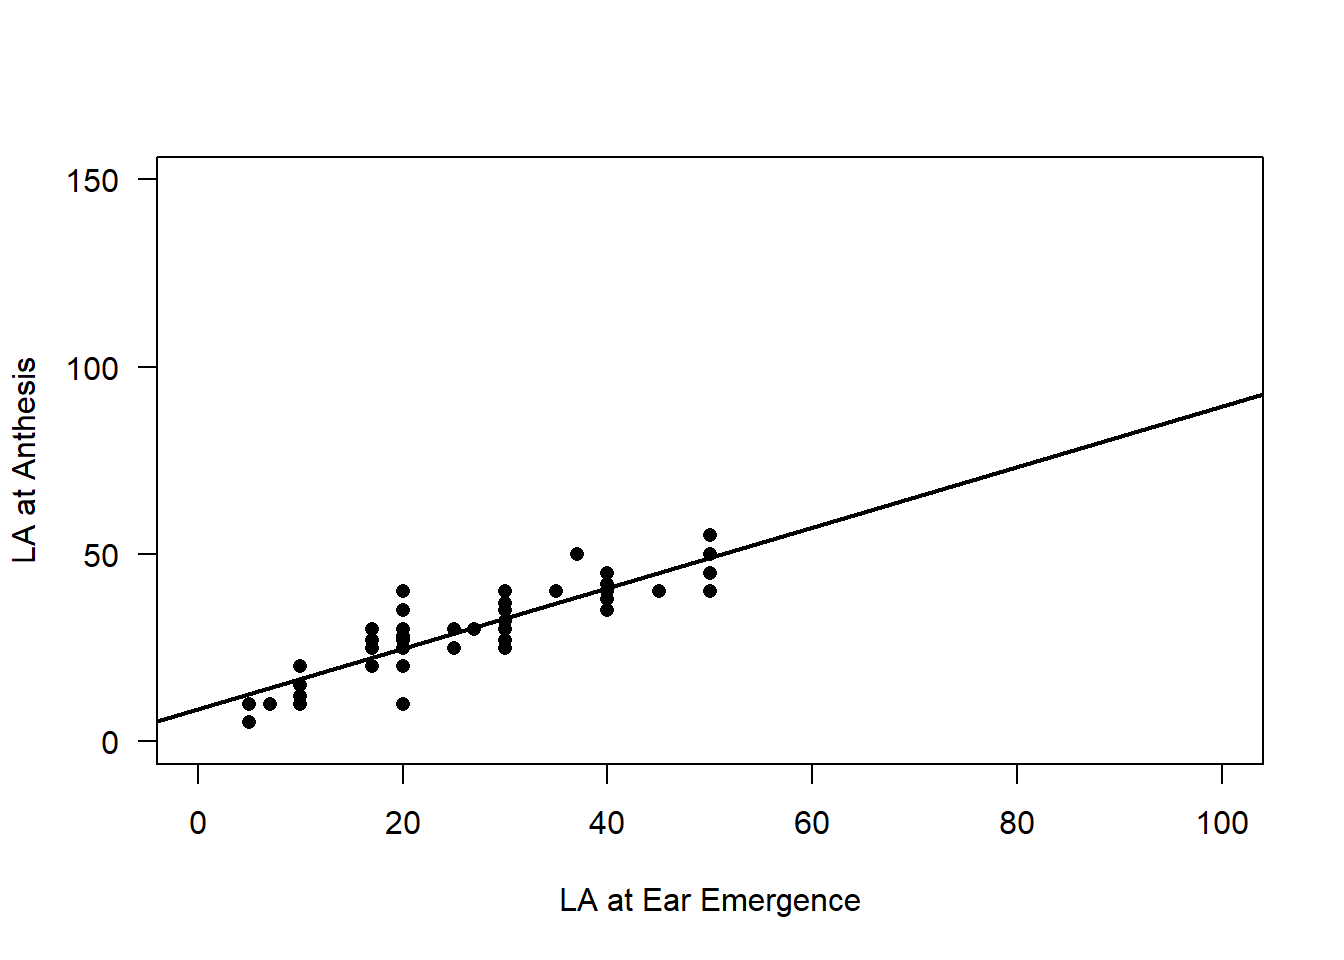
 **B**
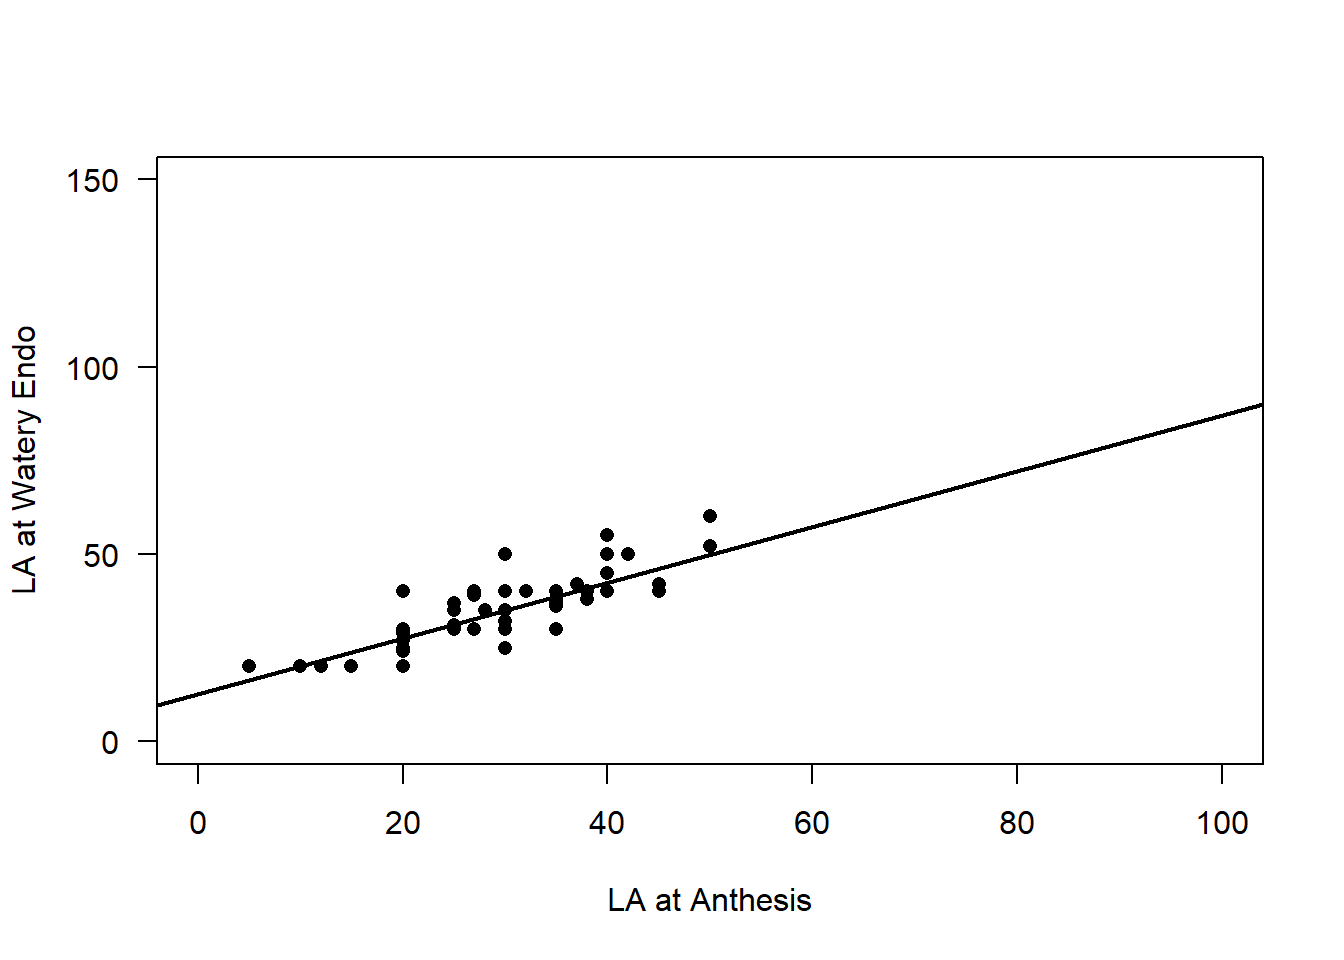

**C**
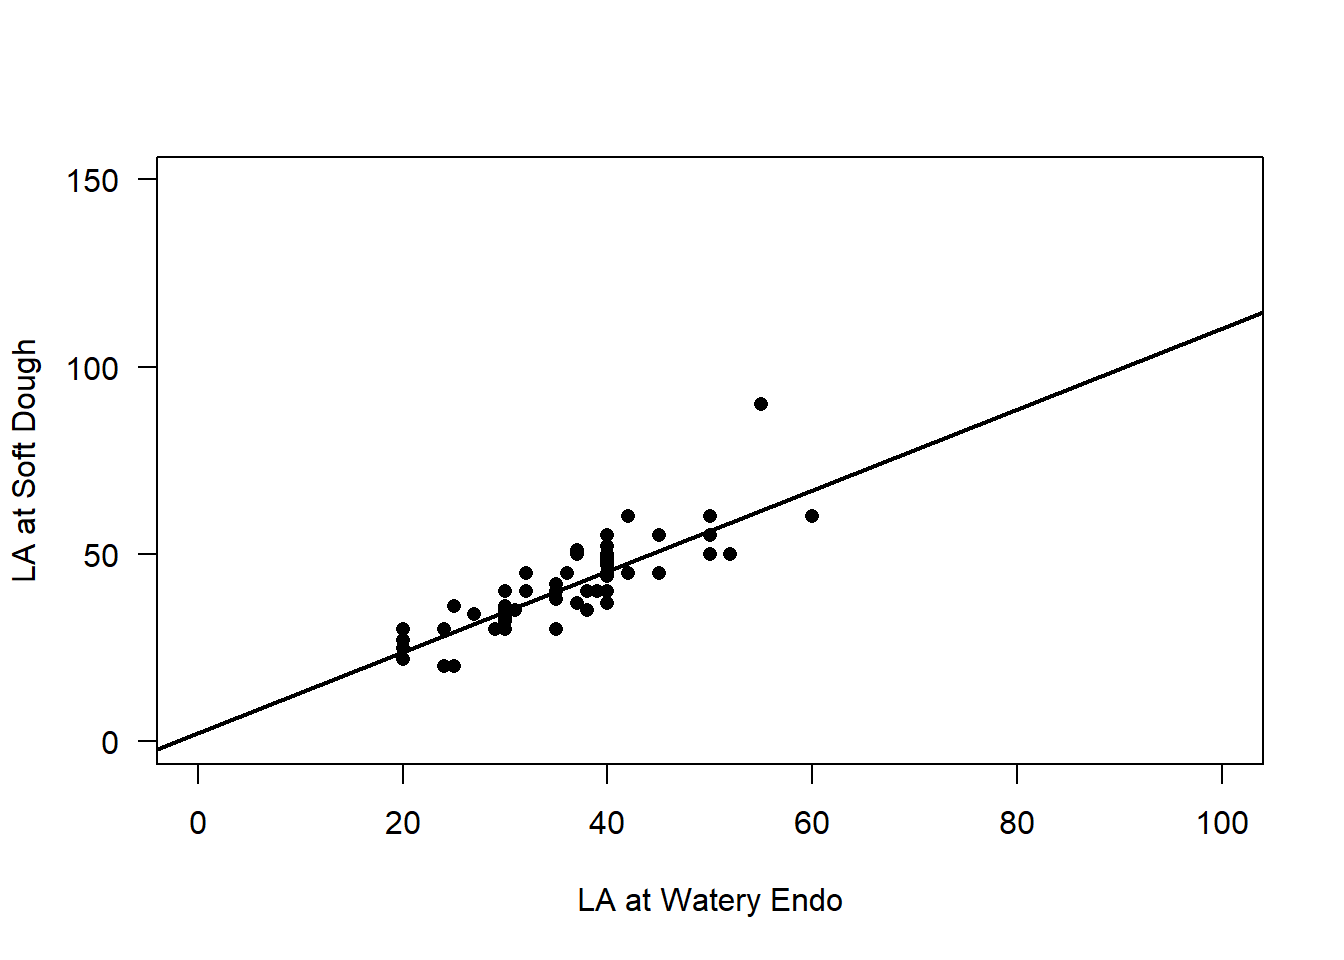
 **D**
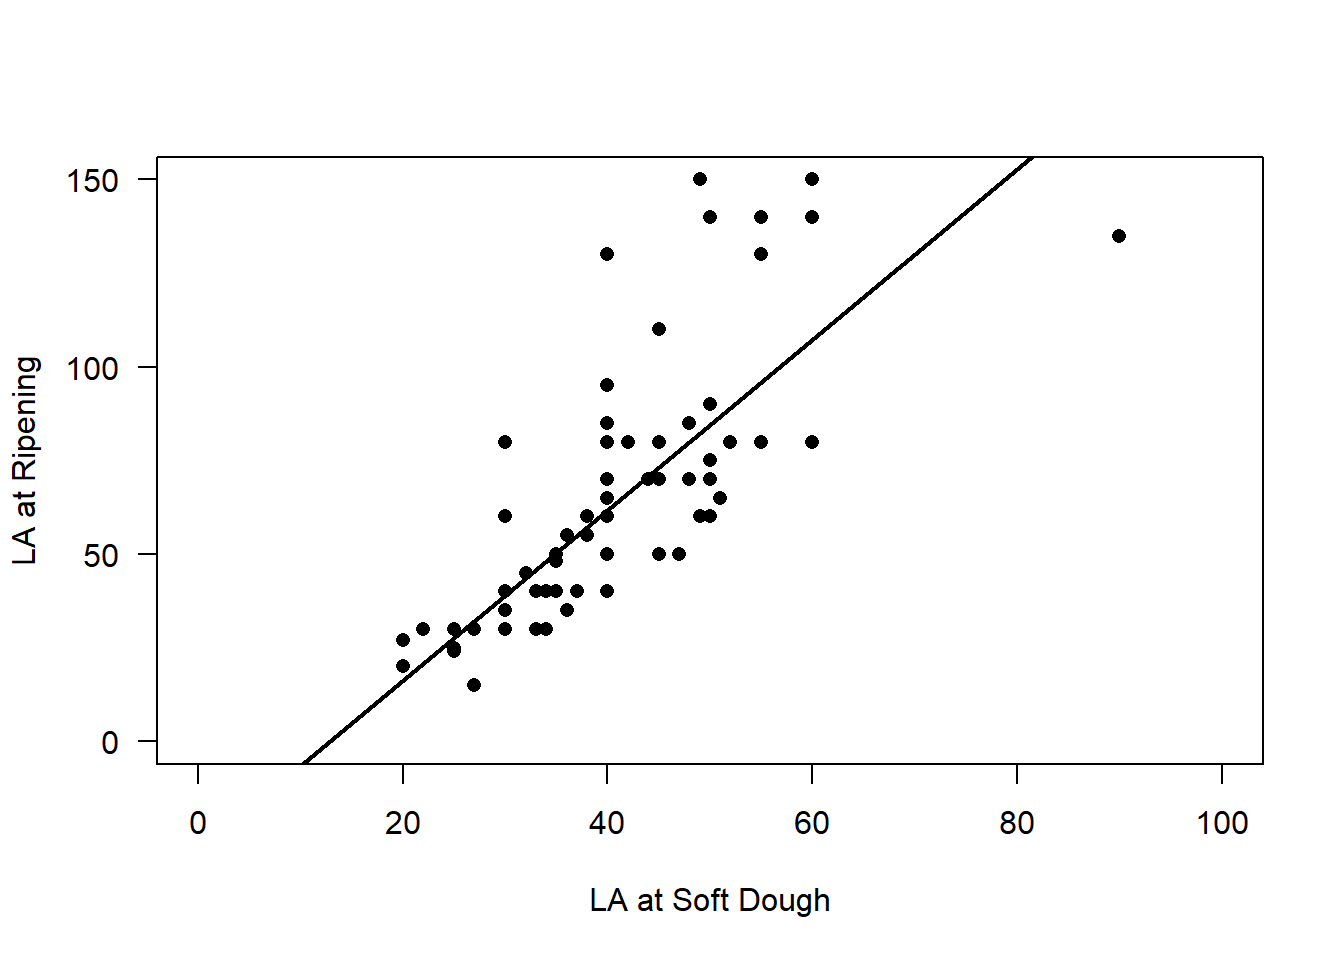

**Figure S4. RNA-seq analysis.** **(A)** Venny2.1 (<https://csbg.cnb.csic.es/BioinfoGP/venny.html>) was used to produce Venn diagrams for the genes co-expressed in the *tabri1-a.1bd, tabri1-a.2bd* and *tabri1-a.3bd* mutants compared to *TaBRI1-NS*. **(B)** PCA plot was generated using Bioconductor package pheatmap version 1.0.12 to show the overall variation in gene expression in *tabri1-a.1bd, tabri1-a.2bd, tabri1-a.3bd*, *tabri1-bd* mutants compared to *TaBRI1-NS* and Cadenza. **(C)** Stacked bar graph was produced in Microsoft excel 365 to show number of differentially expressed genes (with *p*-value >0.05) in *tabri1-a.1bd, tabri1-a.2bd, tabri1-a.3bd* and *tabri1-bd* mutants compared to *TaBRI1-NS*.

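By limma on the TPM, 31468 genes were DEGs in *tabri1-a.1bd* alone of the 3 triple mutants, 1490 in *tabri1-a.2bd* alone and 302 in *tabri1-a.3bd* alone. All 3 mutants shared 894 DEGs, *tabri1-a.1bd* and *tabri1-a.3bd* shared 531 others, and *tabri1-a.2bd* and *tabri1-a.3bd* shared 191 others. Of the *tabri1-a.3bd* DEGs, 74.3% were also DEGs in *tabri1-a.1bd*. Without *tabri1-a.1bd* replicate 1, the DEGs in 1 mutant alone numbered 25198, 2955 and 841 in the same order, all 3 mutants shared 2083, and the shared others numbered 1220 and 673. The lowest numbers with 1 library left out were 763 in *tabri1-a.2bd* alone (without *tabri1-a.2bd* replicate 4), 125 in *tabri1-a.3bd* alone (without *tabri1-a.3bd* replicate 3) and 212 others in *tabri1-a.1bd* and *tabri1-a.3bd* (without *tabri1-a.3bd* replicate 4). Without *TaBRI1-NS* replicate 3, all 3 mutants shared 392 and *tabri1-a.2bd* and *tabri1-a.3bd* shared 75 others, also the lowest.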

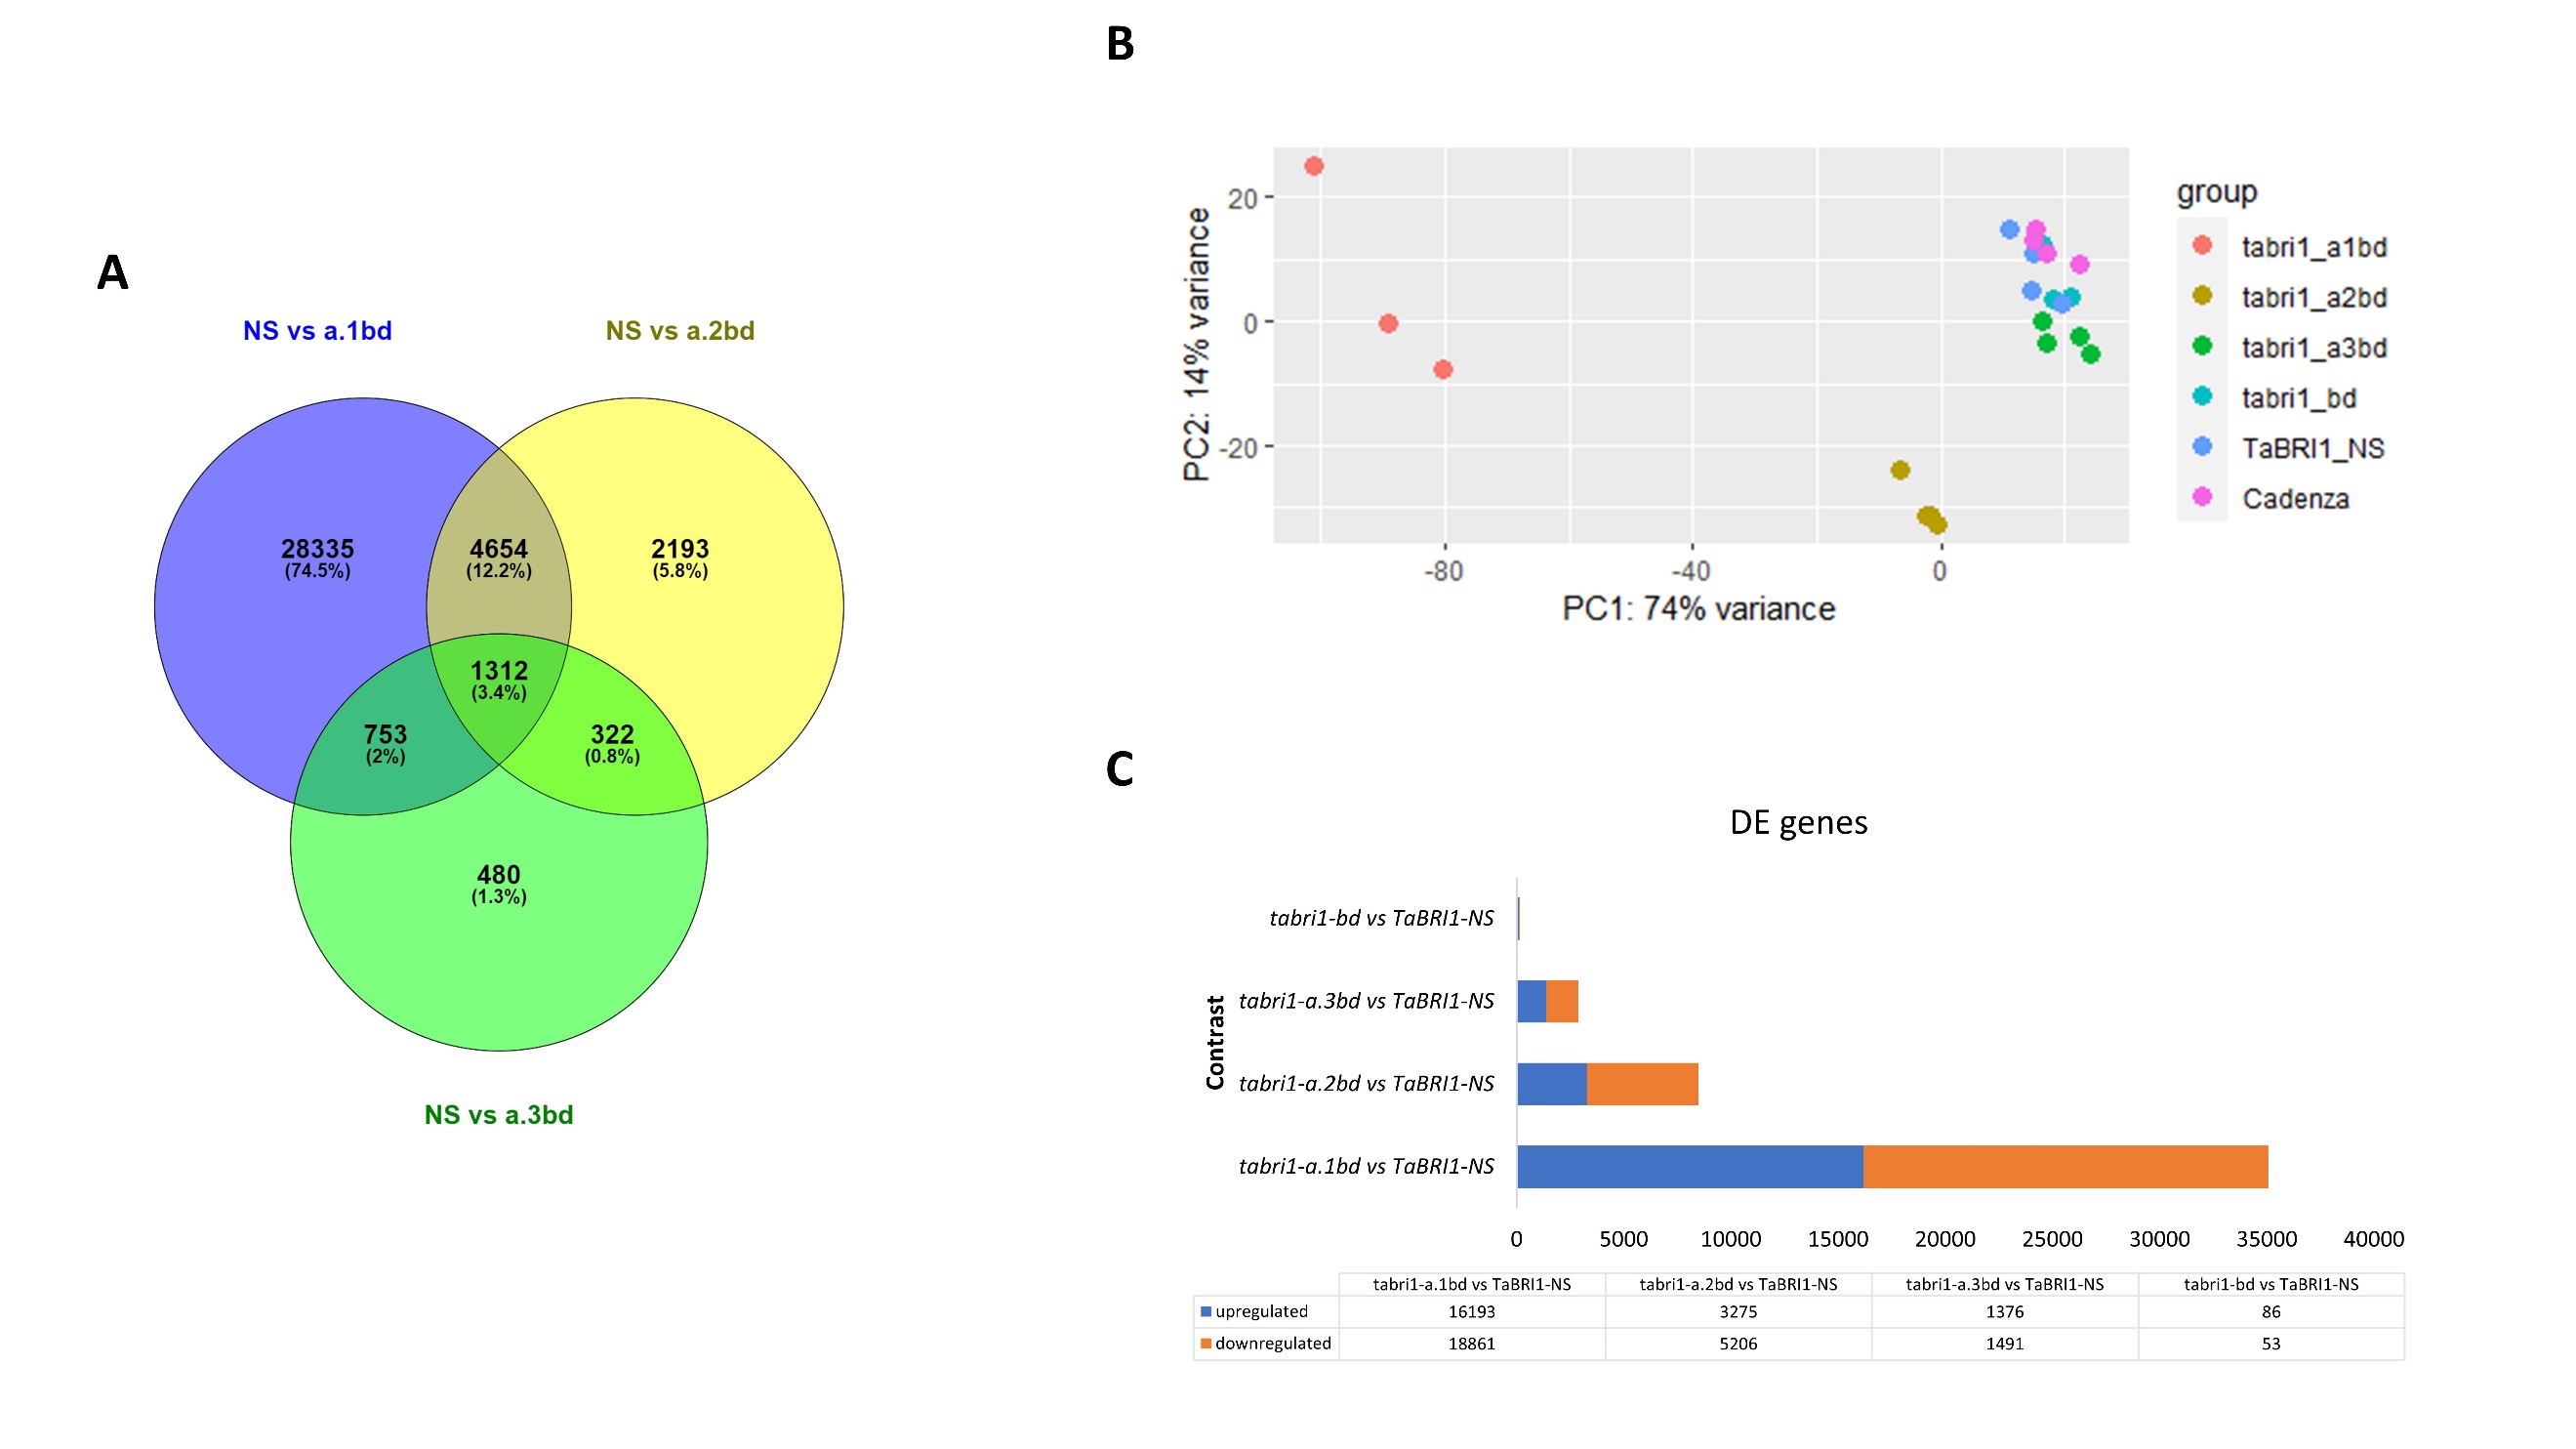

**Figure S5.** **Scheme used for sequencing *TaBRI1A* gene.** Primer pairs F1-R1, F2-R2, F3-R3 and F4-R4 were used to amplify fragments in *TaBRI1A* gene from shortlisted M3 mutant lines. Sanger sequencing of the fragments was performed using F1, R1 (and IF1, IR1), F2, R2 (and IF2, IR2), F3, R3 (and IF3, IR3), F4, R4 (and IF4, IR4). The sequence of primers and conditions for PCR reactions used are mentioned in Table S3.

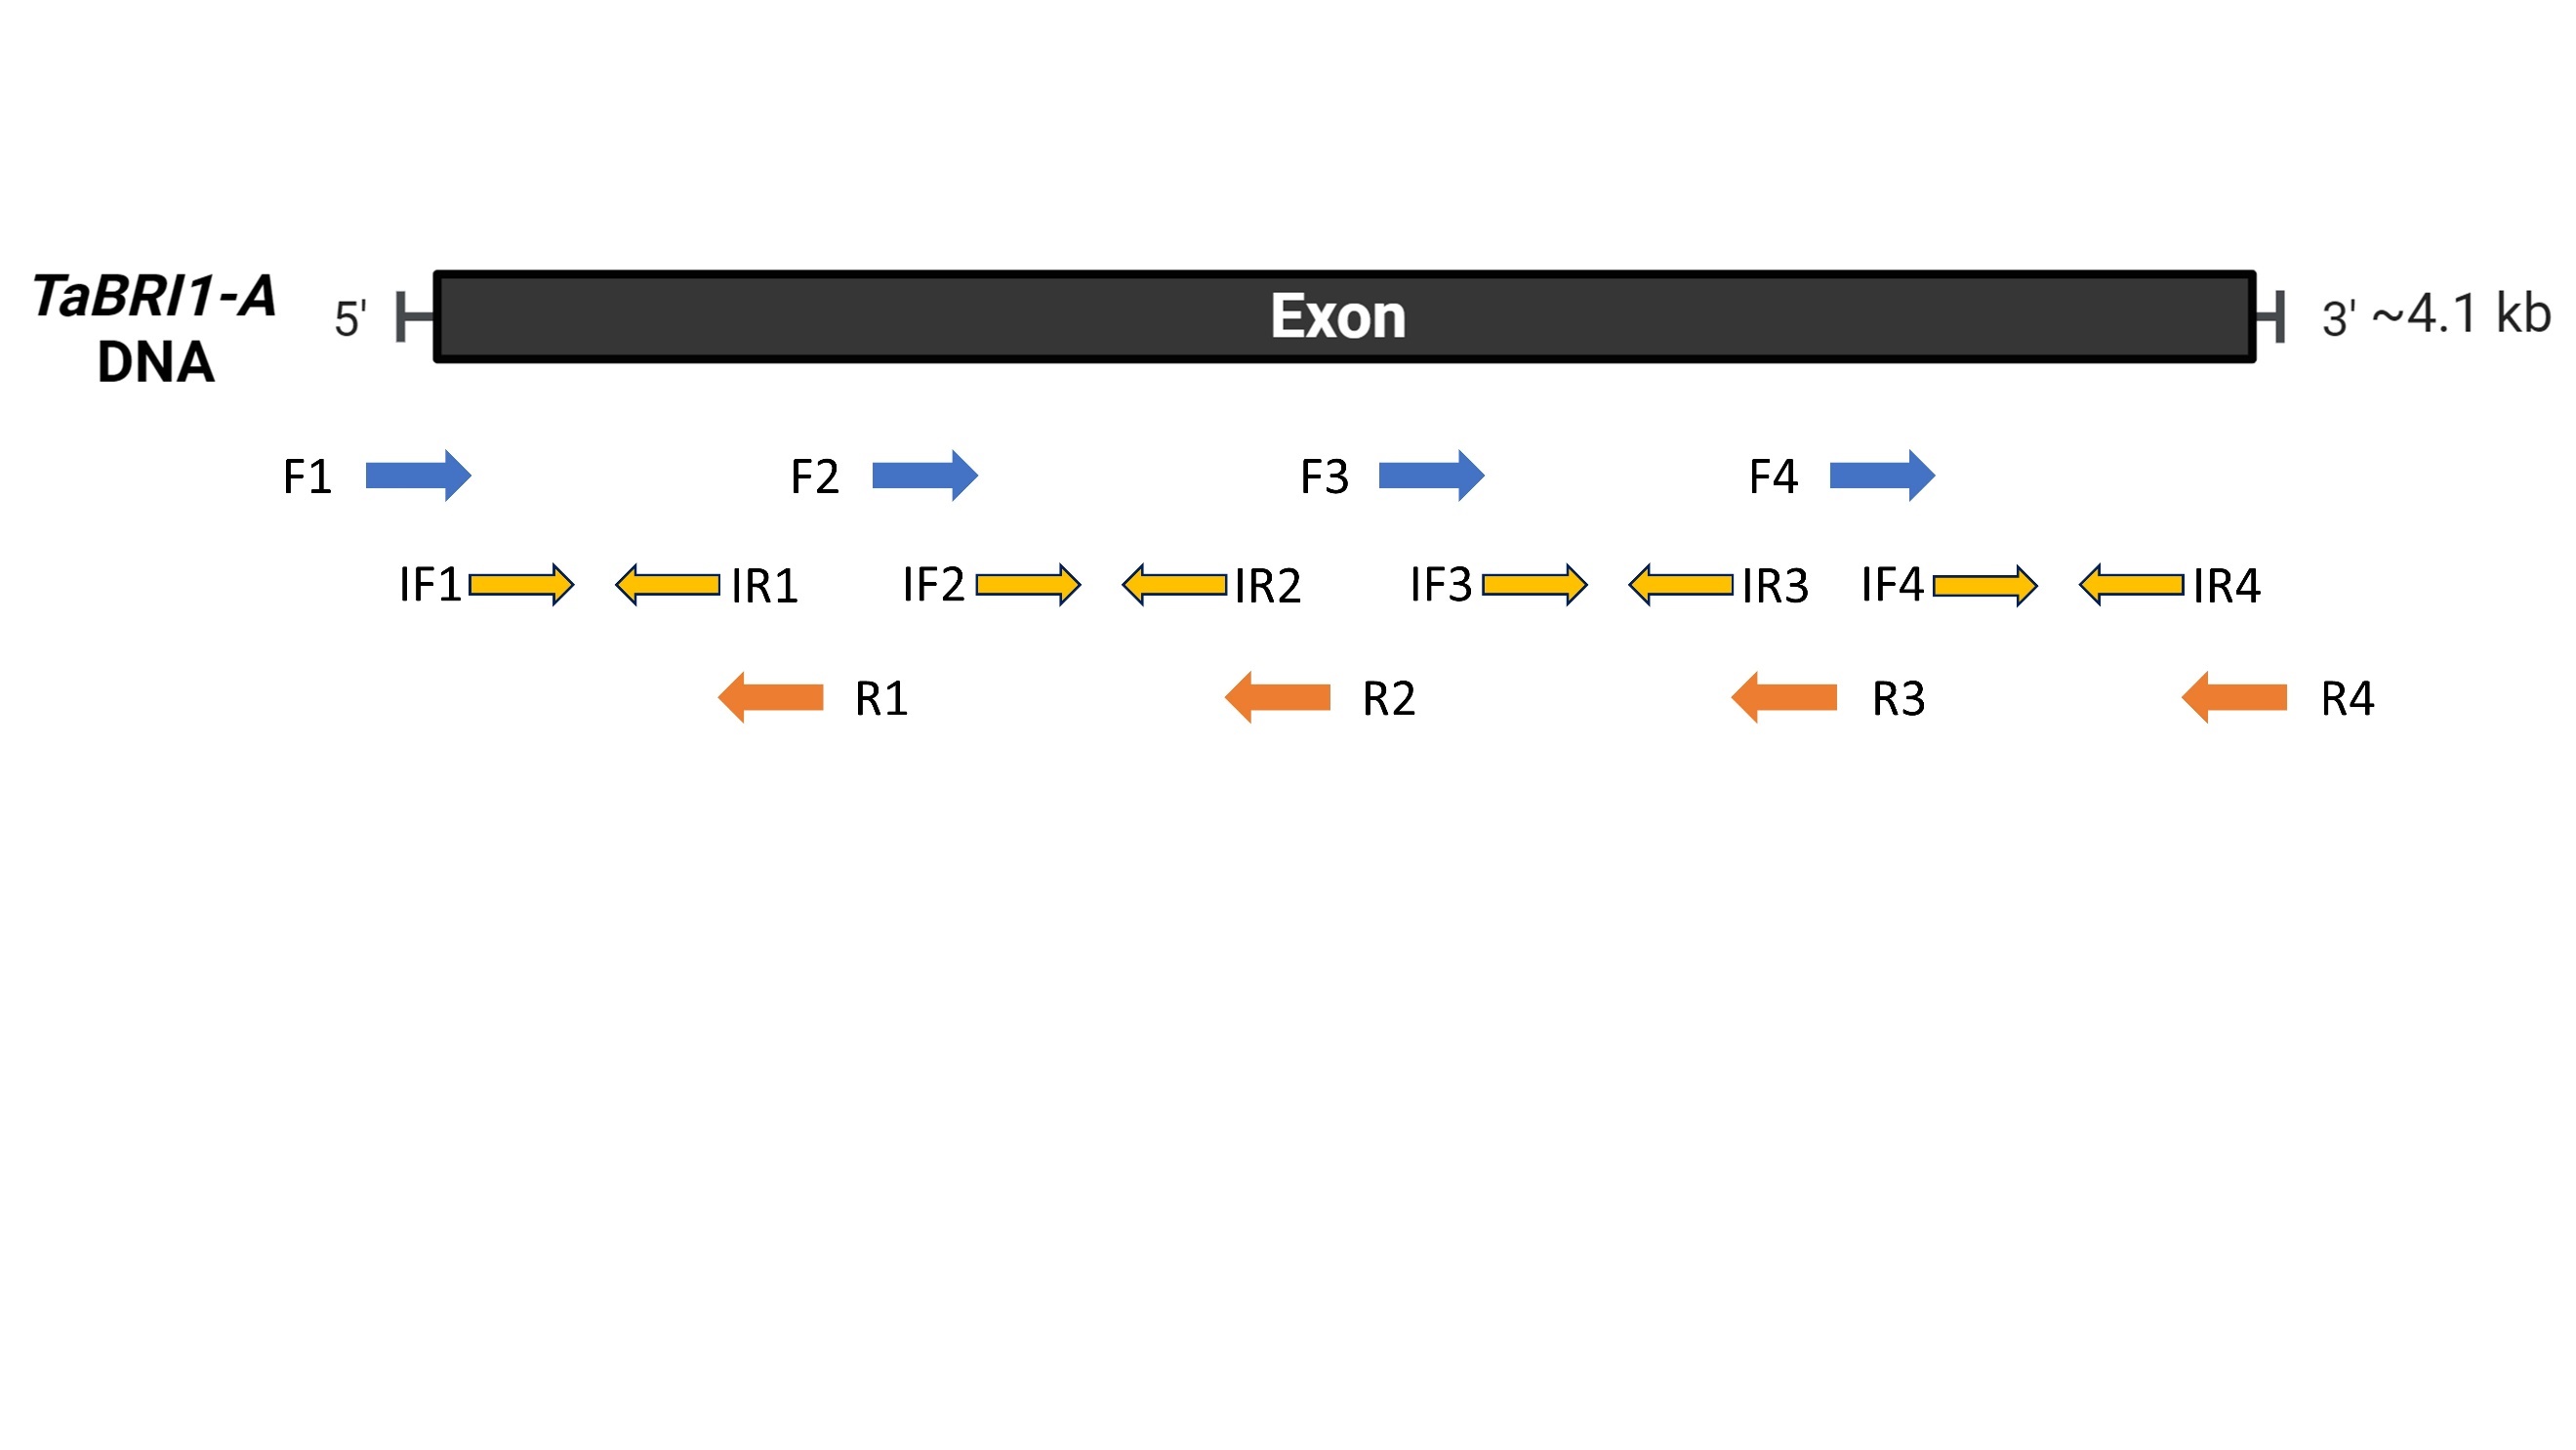

**Figure S6. Expression of *BRI1* genes in wheat.** (A) Shows expression of *BRI1* genes (in TPM or transcripts per million) at the seedling stage, obtained from our RNA-seq experiment in *TaBRI1-NS* and Cadenza. (B) Shows expression of *BRI1* genes (in TPM) over the developmental time course in cv ‘Azhurnaya’ available at (<https://www.wheat-expression.com>).

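In *TaBRI1-NS* the mean TPM of *TaBRI1-A*, *TaBRI1-B* and *TaBRI1-D* were 4.49 ± 0.442, 4.07 ± 0.553 and 6.84 ± 0.878 (SD, n = 4). In Cadenza they were 4.82 ± 0.188, 5.2 ± 1.05 and 7.38 ± 0.487 (SD, n = 4). None of the 3 was a DEG between Cadenza and *TaBRI1-NS* by limma, and 0 had an unadjusted p under 0.05.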

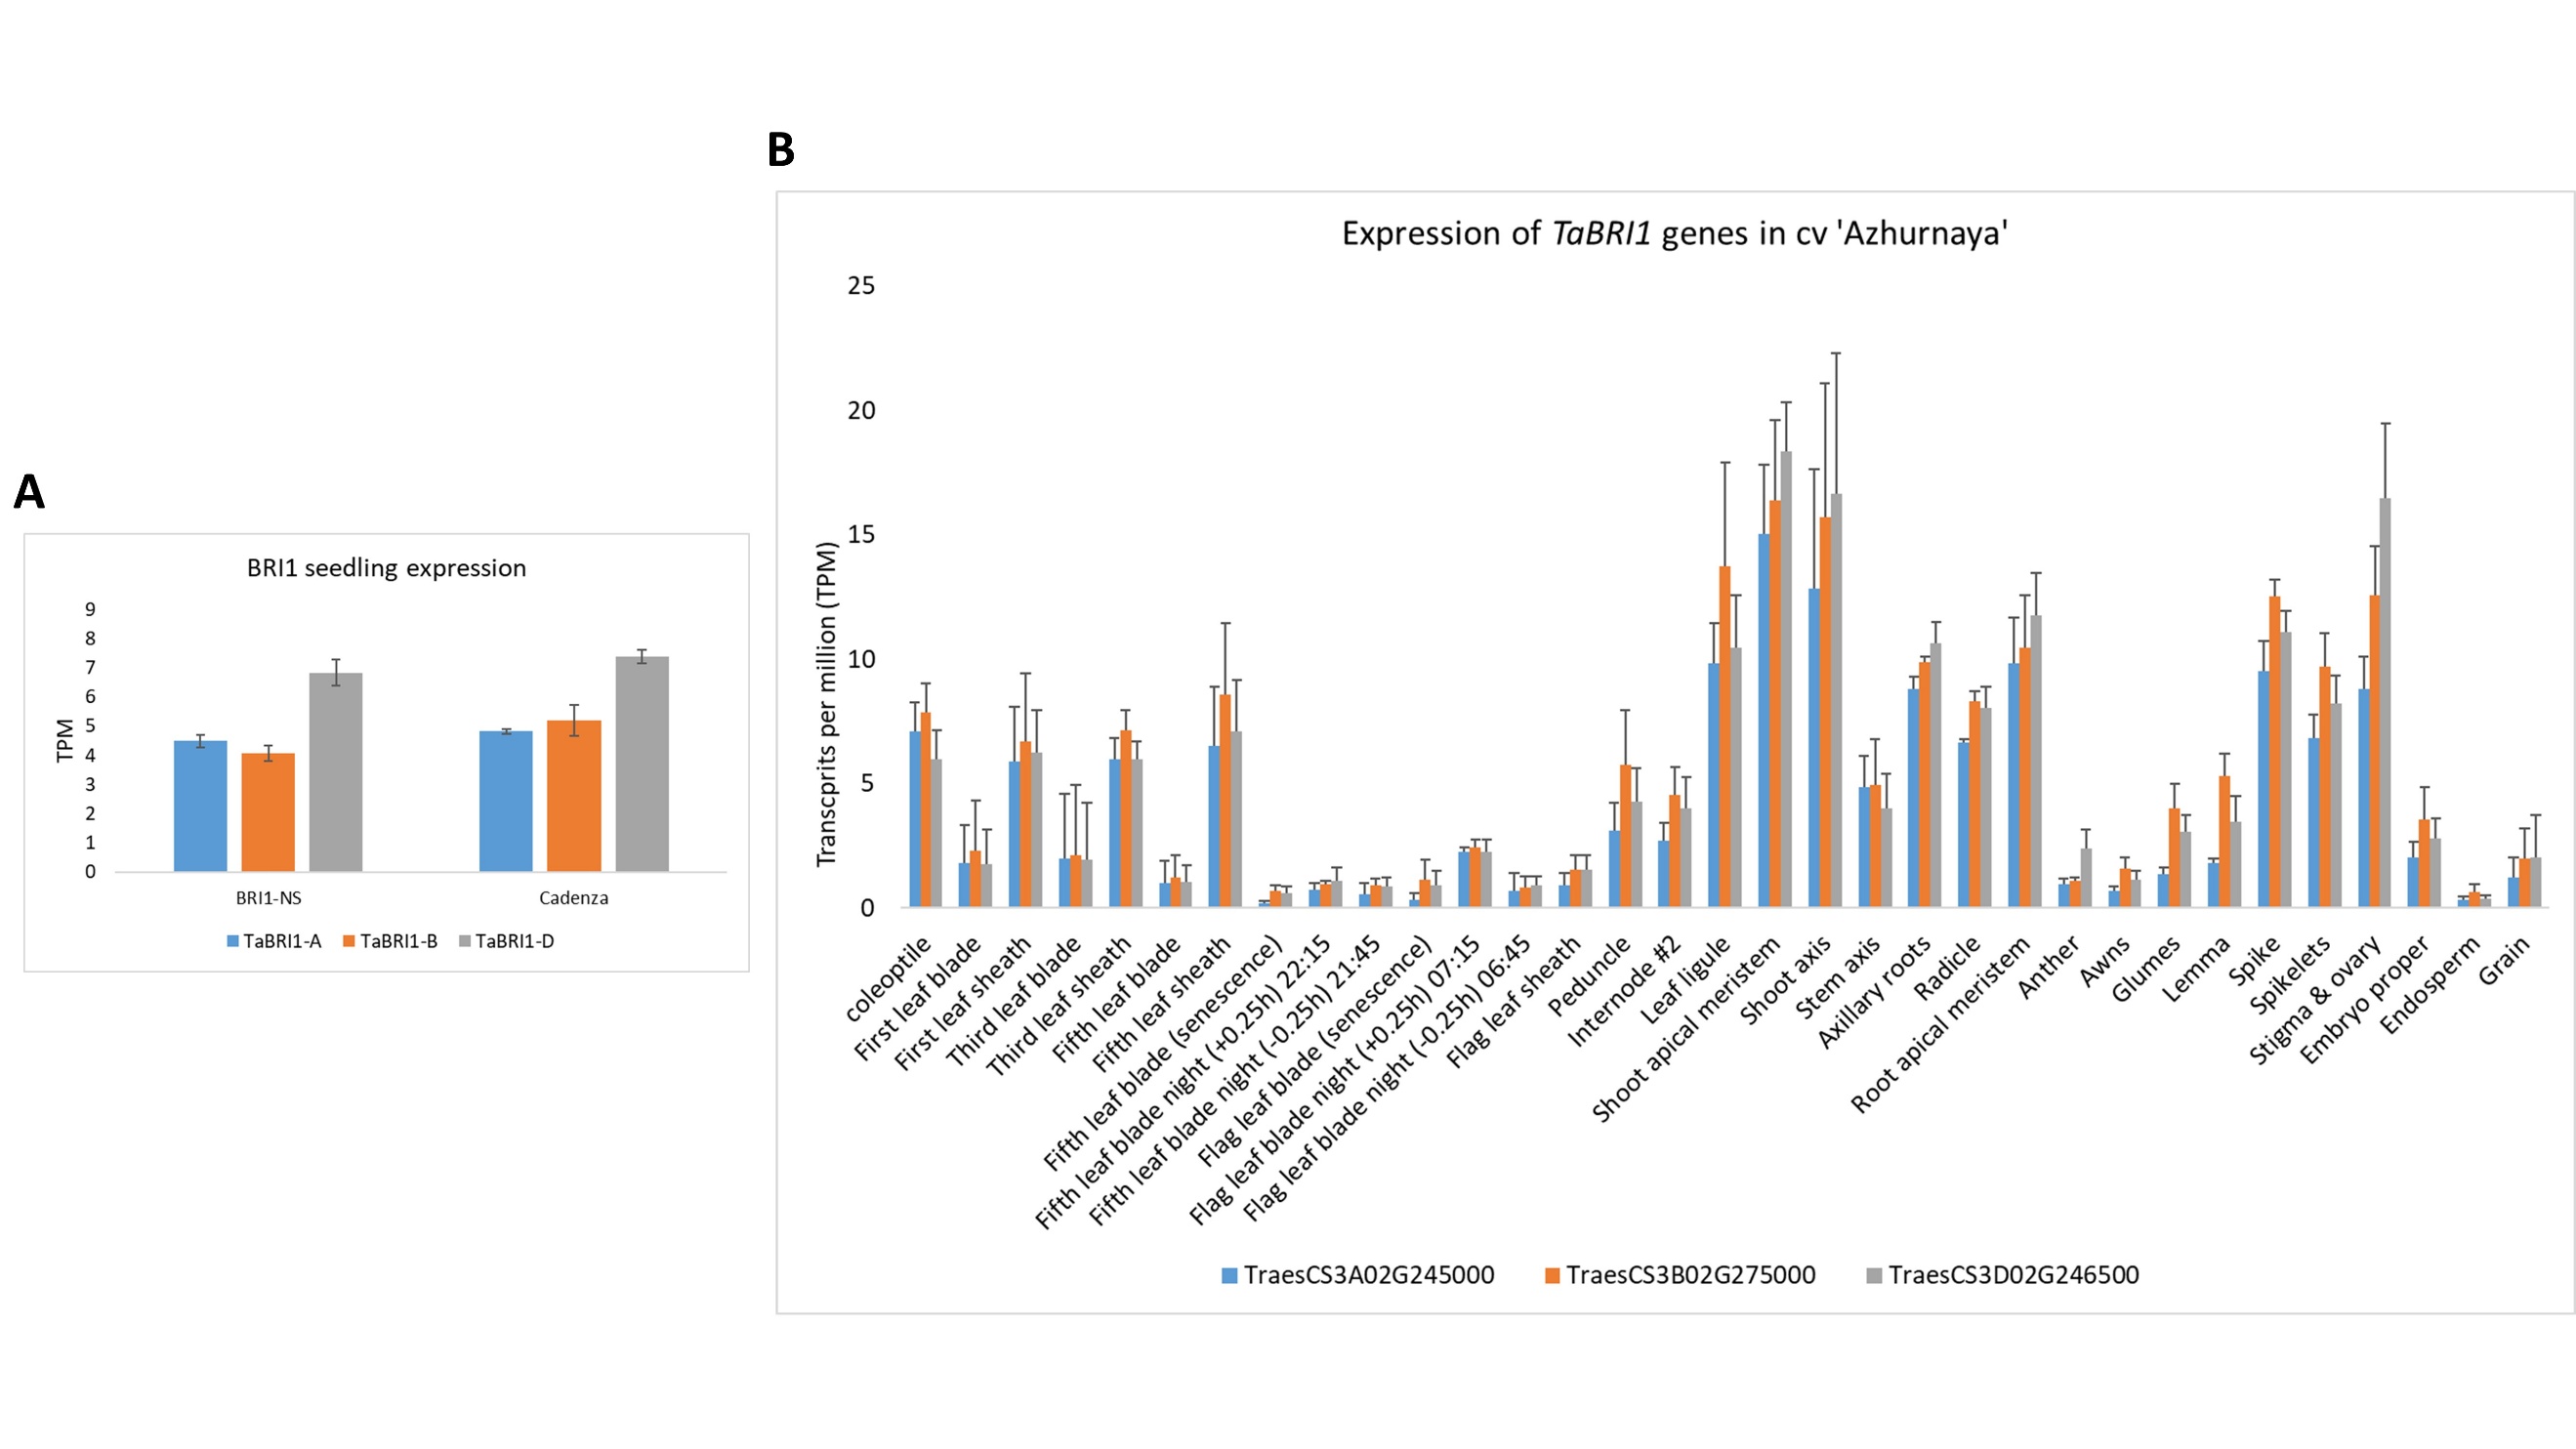

**Table S1.** **BR levels (pg/mg DW) in *tabri1* mutants and controls.** Mean values (pg/mg DW) ± SD are shown for four *tabri1* mutants along with controls i.e., *TaBRI1-NS* and Cadenza at the seedling stage. The data were analysed using one-way ANOVA which yielded *p*-values, SED, and LSD at 5% level of significance. Fisher’s unprotected LSD test was performed for multiple pair-wise comparisons. Statistically significant difference between mutants and *TaBRI1-NS* were denoted **P*< 0.05, ***P*< 0.01, ****P*< 0.001, *****P* < 0.0000 (obtained from Fisher’s LSD unprotected test).

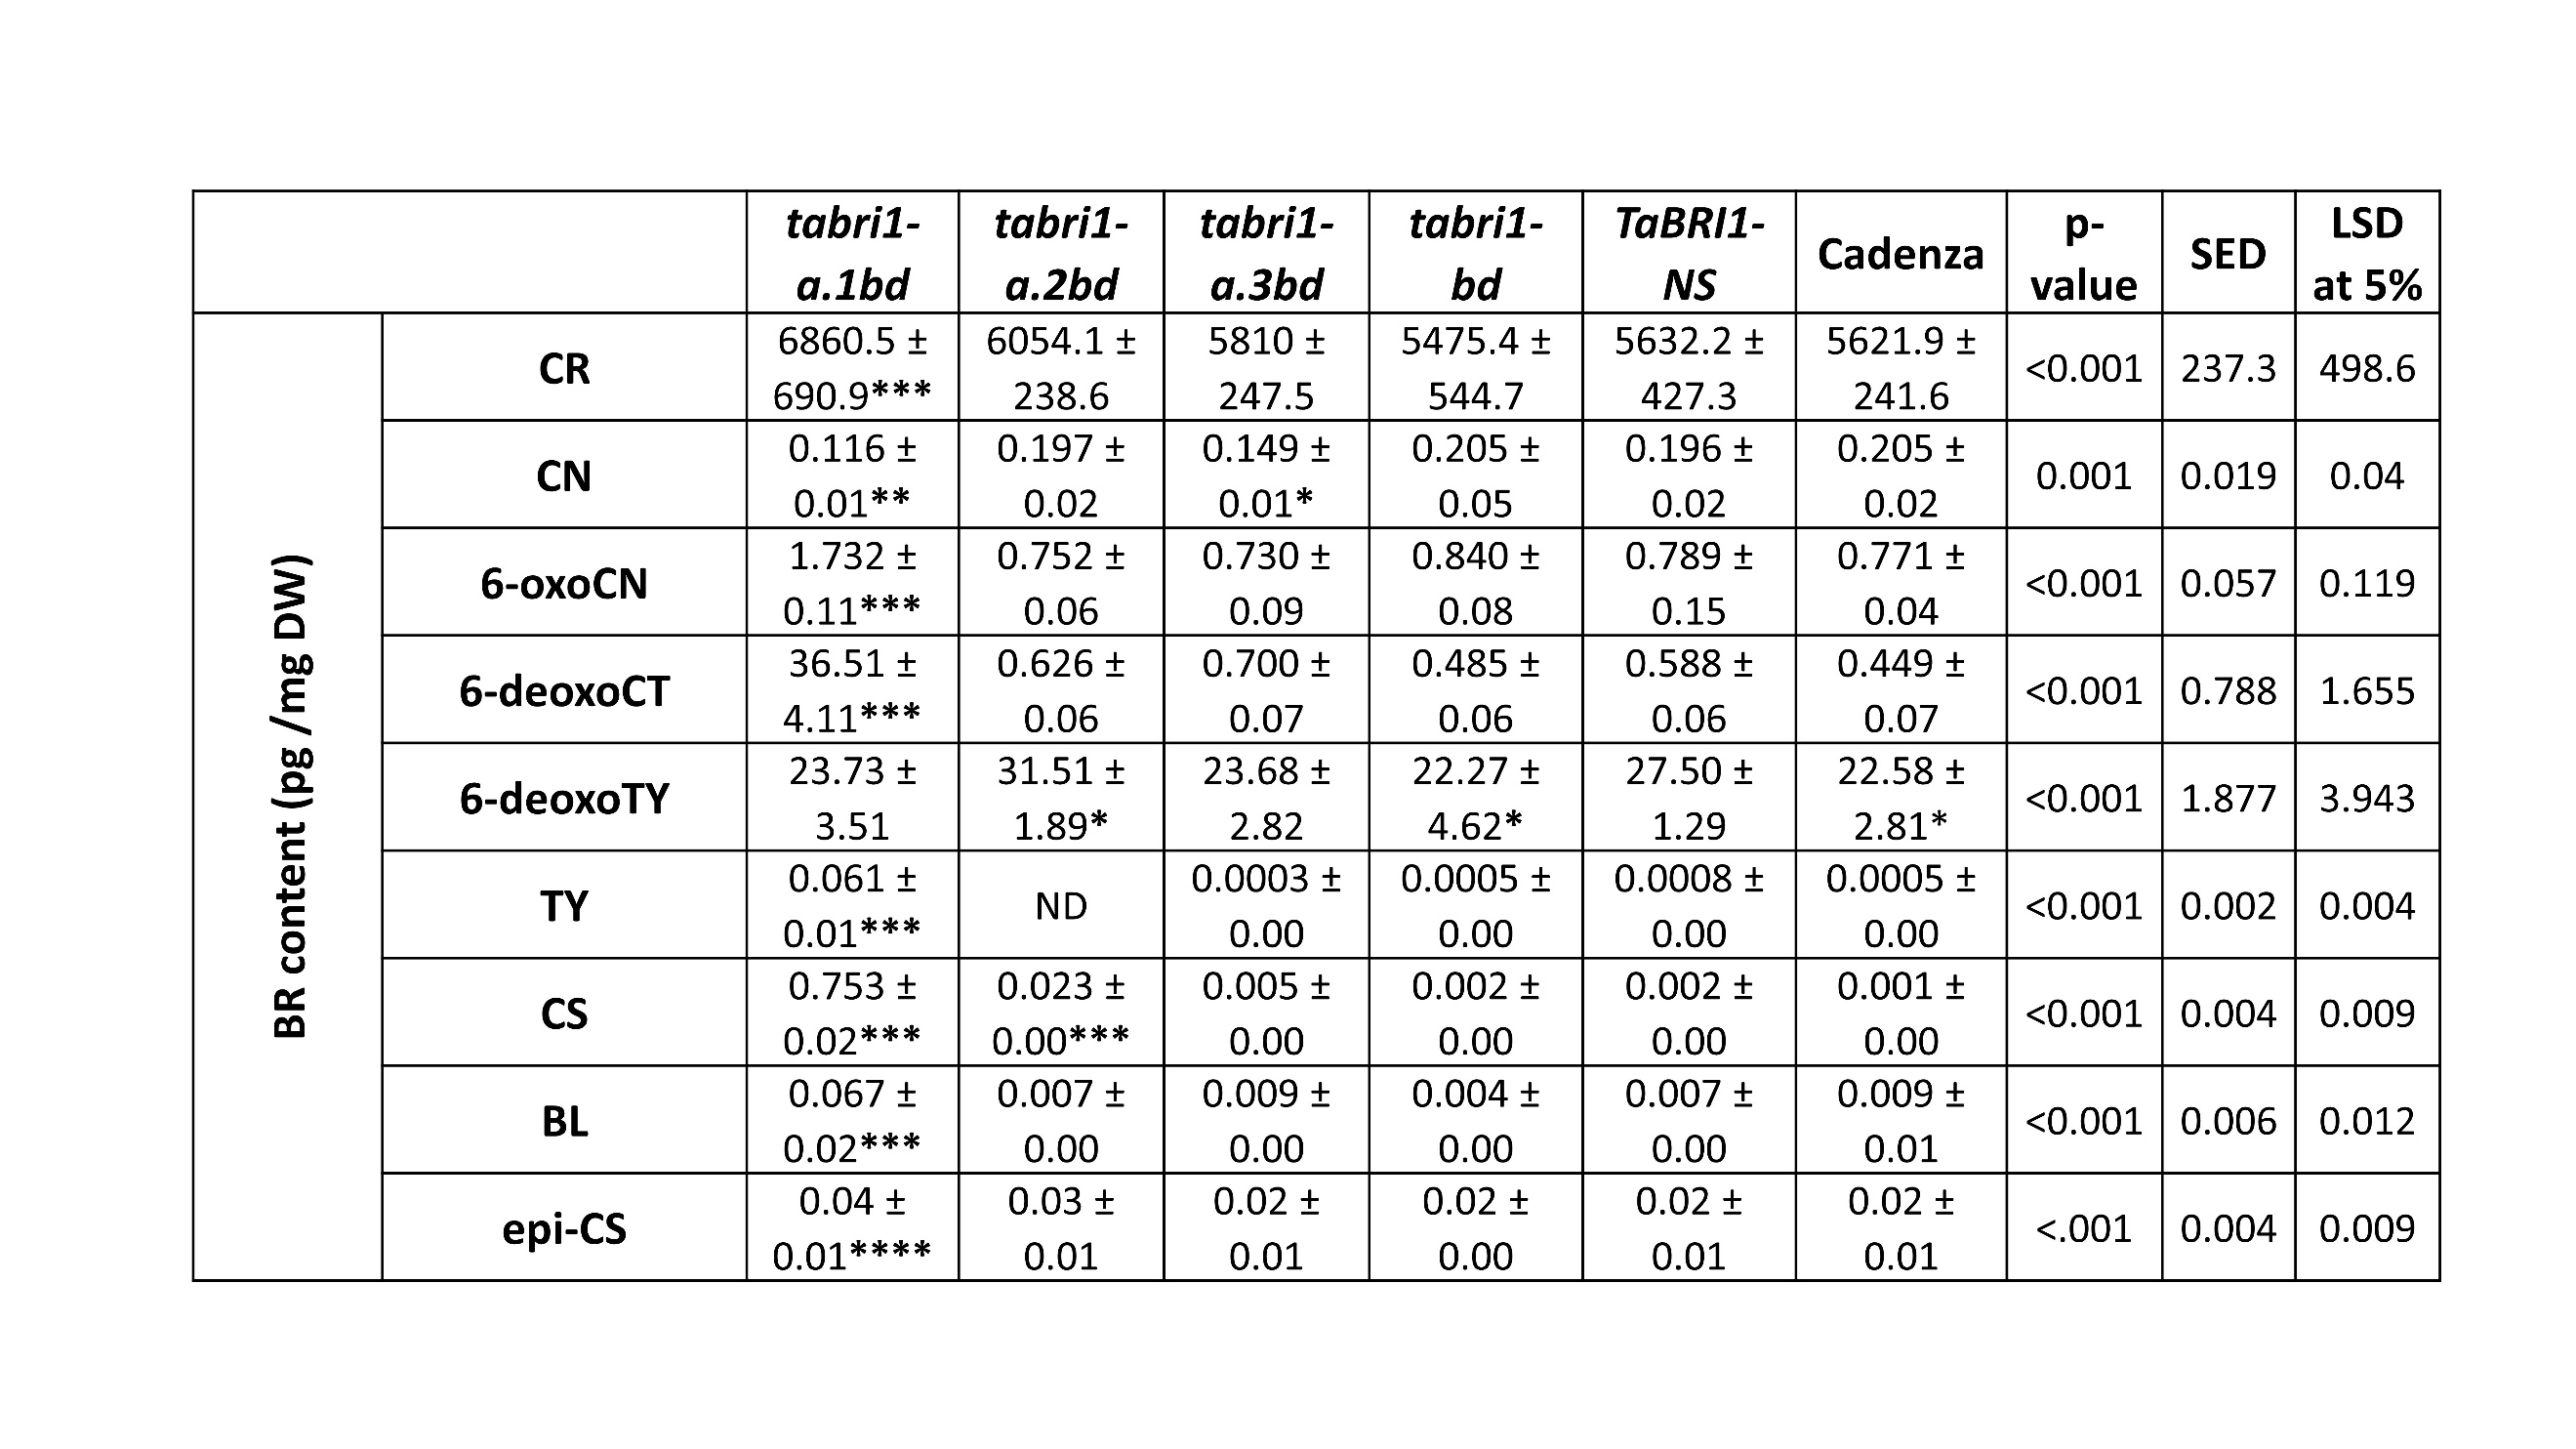

**Table S2.** **Homoeologue specific primers designed to amplify fragments around the deleterious mutations in *TaBRI1* genes.** The gene information, primer sequence, fragment length produced, and Tm (℃) used for PCR reaction is mentioned below.

**Table S3.** **Primers used for sequencing *TaBRI1A* gene.** The primer sequence, fragment length and Tm (℃) used for PCR reaction is mentioned below. Internal primers were used only for sequencing.

**Table S4.** KASP primers designed to differentiate the mutant and wild type allele in segregating *TaBRI1* populations.

How the deposited data were processed for this re-analysis (not part of the article)

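The data were TPM values of 23 RNA-seq libraries from the above-ground tissue of wheat seedlings at leaf stage 2. There were 3 libraries of *tabri1-a.1bd* and 4 of each of the 5 other genotypes, grouped by the genotype and replicate number in the deposited labels. The authors trimmed paired reads with Trimmomatic, mapped them to IWGSC RefSeq v2.1 with STAR, counted them per gene with HTSeq and deposited TPM for each library, without pooling replicates and without a filter on low values. The HTSeq options and the gene lengths behind the TPM are not named in the paper's text. The authors tested each genotype against *TaBRI1-NS* with DESeq2.

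All values given here were computed from the TPM. Genes with a TPM of at least 0.5 in at least 3 libraries were kept (83495 of 266760, of which 62029 are high-confidence gene models). The log2(TPM + 0.5) values of all 23 libraries were fitted in 1 limma model with a term per genotype (lmFit, then eBayes with trend and robust), and contrasts were taken of each genotype with *TaBRI1-NS* and between the 3 triple mutants. Genes with a Benjamini-Hochberg adjusted p of 0.05 or less were called DEGs. The genes of Additional file 5 were also adjusted over the list alone. That file pairs 76 genes with their identifiers, while 0 identifiers of the table matched the gene name table given with the data. R 4.3.3 was used with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

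Other results were computed as follows. DEGs on a chromosome were counted in each direction and tested with a two-sided Fisher's exact test over 21 chromosomes, 2 directions and 5 contrasts, with the genes tested as background. Principal components were taken from the 500 most variable genes. *TaBRI1-D* was compared with the other homoeologues by an exact two-sided sign-flip permutation test within libraries. To find chromosome segments, each library was set against the Cadenza mean for 60200 genes with a Cadenza mean of at least 1 TPM, and genes at or under 5% of it in every library of a genotype were called near 0. A block holds at least 10 such genes, with at most 5 other compared genes between neighbours. Runs of such genes were compared with 1000 shuffles of the gene order.

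The depth is that of the reads recovered from the TPM. Within a library, the TPM of a gene are whole multiples of the value of 1 read, which depends on the library and the gene. Whole reads were recovered for 99.996% of the 94749 genes above 0 in at least 8 libraries and for 98.254% of the genes tested, and the genes with recovered reads hold at least 99.2% of each library's TPM. On simulated data, every number was right for 99.932% of 19150 genes. Reads are not molecules, so depth covers counting error only. The limma fit was tested on simulated data of 83495 genes, in which 149 of 200 changed genes (74.5%) and 8 unchanged genes were called, and 0 genes in an unchanged genotype.

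These choices and the alternatives to them were fixed before the data were examined, except where the text says otherwise. The alternatives were a pseudocount of 0.1 or 1, no filter on low values, a filter of at least 2 TPM, high-confidence genes only, TPM rescaled by median-of-ratios size factors, a change of over 2-fold, a separate fit of the genotypes compared, limma's array weights, the replicate number as a block, and each library of the genotypes compared left out in turn. Fits without each library of the other genotypes, a limma voom fit of the recovered reads and the ratio of mean TPM without a pseudocount were added after seeing the data. The text names the genes of the BR families that the paper names, genes of Additional file 5 that were DEGs and changed by more than 2-fold, and per contrast the 2 DEGs with the largest rise and the 2 with the largest fall whose libraries do not overlap. This rule was also fixed beforehand, and genes named outside it are marked.

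Simulations of shared control libraries and other splits of the libraries used limma in the same way. The enrichment of functional terms was not repeated, as no annotation of terms was analysed here, and the reads themselves were not analysed. The concentrations of BRs and the phenotypes are not part of the TPM table and were not analysed here.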

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

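The contrast of Cadenza with *TaBRI1-NS* and the tests by chromosome were set before the data were examined. So were the rescaling of this contrast and its fits without a library of either genotype. All other tests in this part were chosen after the results were seen.

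In 152 groups of 4 libraries, the highest and the lowest library were checked for a gap to the other 3 with Dixon's ratio. A gap this large was found 4 times, and 7.6 would be found by chance. *TaCPD1-B* was at 7.69 TPM in *tabri1-bd* replicate 2 and at 10.2 to 10.6 TPM in the other *tabri1-bd* libraries. *TaDWARF4-4B* was at 3.38 TPM in *tabri1-bd* replicate 3 and at 2.25 to 2.44 TPM in the others. Cadenza replicate 4 had 38443310 recovered reads, the most of any library, and the other Cadenza libraries had 29728141 or more. On PC2 *tabri1-a.2bd* replicate 3 was at -25.7 and the other *tabri1-a.2bd* libraries were at -34.6 to -34.2. The design names no difference between replicates of a genotype, so no biological explanation was tested.

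In all *tabri1-a.1bd* and *tabri1-a.2bd* libraries 101 genes of chromosome 6B were at or under 5% of their Cadenza mean, which the paper does not report. Too few reads do not account for this, since the largest number of recovered reads on the block genes in a library of these mutants was 1005 and the smallest in Cadenza was 36792, at similar depth. Nor does the scaling of the TPM, as 98 of the 109 block genes were DEGs lower in both mutants after rescaling by median-of-ratios size factors. An effect of BR signalling would leave *TaBRI1-NS* at the level of Cadenza, but its median ratio to Cadenza over these genes was 0.515, with libraries at 0.443 to 0.558. The longest run of neighbouring genes near 0 in both mutants was 50, and the longest in 1000 shuffles of the gene order was 3, which is consistent with a chromosome segment that both lines lack. Whether the segment is deleted or replaced by sequence whose reads do not map to the reference was not tested. The intermediate level in *TaBRI1-NS* was as even from gene to gene as elsewhere on 6B, with an interquartile range of the log2 ratio of 0.415 against 0.39, so the segment may be present in a part of the *TaBRI1-NS* gene copies. Both readings are hypotheses, since the pattern was found and tested on the same data.

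Between Cadenza and *TaBRI1-NS*, which Additional file 3 lists and the paper does not discuss, 1860 genes were DEGs, 1626 higher and 234 lower in Cadenza. Other splits of the 8 libraries into 4 and 4 gave at most 3 DEGs, and 1 of the 35 splits gave as many, the real one. Without *TaBRI1-NS* replicate 4 there were 725 DEGs, and without *tabri1-a.1bd* replicate 1, which shares in the residual variance, there were 3318. The split between directions depends on the scaling, since 626 of 1017 DEGs were higher in Cadenza after rescaling by median-of-ratios size factors. Low-confidence gene models made up 784 of the 1860 DEGs. The 6B blocks held 73 of the higher DEGs. Chromosome 6B held 155 higher DEGs (adjusted p = 2.2e-17, two-sided Fisher's exact test) and 2B held 122 (adjusted p = 0.017). The largest changes with no overlap between libraries were in TraesCS2B03G0065200, at 38.4 ± 4.81 TPM in Cadenza and listed at 0 in *TaBRI1-NS*, TraesCS5B03G1177500LC, at 27.5 ± 3.08 TPM and listed at 0, TraesCS7A03G1289000, at 0.244 ± 0.236 TPM against 48.3 ± 41.7 TPM, and TraesCS6B03G0723400, at 0.351 ± 0.102 TPM against 57.9 ± 70.6 TPM (SD, n = 4). *TaBRI1-NS* comes from crosses between mutagenised Cadenza lines that were then backcrossed to Cadenza, and other differences in sequence between the lines stay open as an untested biological explanation.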

How the results depend on the processing

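Across the alternatives fixed before the data were examined, the number of DEGs in each contrast with TaBRI1-NS kept within 1.5 times the value at the claims, except as follows. With a separate fit of the genotypes compared, DEGs numbered 23336 in tabri1-a.1bd and 870 in tabri1-a.3bd, and the called genes of Additional file 5 numbered 17 in tabri1-a.1bd and 1 in tabri1-a.3bd. With array weights, DEGs numbered 13152 in tabri1-a.1bd, 12024 in tabri1-a.2bd, 4152 in tabri1-a.3bd, 305 in tabri1-bd and 6920 in Cadenza, called genes of Additional file 5 numbered 19, 25 and 10 in the 3 triple mutants, and 7 combinations of chromosome and direction were enriched. In the direct contrasts of tabri1-a.1bd with tabri1-a.2bd and with tabri1-a.3bd, DEGs numbered 18913 and 19683 with a separate fit and 10800 and 12031 with array weights, and between tabri1-a.2bd and tabri1-a.3bd there were 3770 with array weights. With a change of over 2-fold required, DEGs against TaBRI1-NS numbered 19358, 2235, 639, 61 and 526 in the same order of genotypes as with array weights, and 18282, 18932 and 1134 in the direct contrasts, while DEGs shared by tabri1-a.1bd and tabri1-a.2bd numbered 1453, and DEGs shared by tabri1-a.1bd and tabri1-a.2bd, not in tabri1-a.3bd, numbered 1230. The called genes of Additional file 5 then numbered 25 over all contrasts with TaBRI1-NS, with 18, 7 and 0 in the triple mutants. This threshold can only lower a count. With high-confidence genes only, Cadenza had 1026 DEGs, from fewer genes tested. After rescaling by median-of-ratios size factors it had 1017, and 2 genes of Additional file 5 were called in tabri1-a.3bd. PC1 held 43% of the variance over all genes tested. For the separate fit, the array weights and the rescaling, the cause was not tested.

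With each of the 23 libraries left out in turn, DEGs ranged from 33020 (without *TaBRI1-NS* replicate 4) to 37169 in *tabri1-a.1bd*, from 3662 (without *TaBRI1-NS* replicate 3) to 11711 in *tabri1-a.2bd*, from 835 (without *TaBRI1-NS* replicate 3) to 4817 in *tabri1-a.3bd*, from 63 (without *tabri1-bd* replicate 1) to 169 in *tabri1-bd*, and from 725 (without *TaBRI1-NS* replicate 4) to 3318 in Cadenza. The highest numbers in the last 4 came without *tabri1-a.1bd* replicate 1. The libraries of the genotypes compared were set to be left out before the data were examined, and those of other genotypes after the results were seen. With only the former left out, the highest numbers were 6305, 1635, 77 and 1859, and with any other library of another genotype left out, 7601, 2372, 108 and 2041. A library of another genotype does not enter the log2 change of a contrast, so by construction it acts through the residual variance that all genotypes share. The shared DEGs ranged from 2748 (without *TaBRI1-NS* replicate 3) to 8083 (without *tabri1-a.1bd* replicate 1), and those not in *tabri1-a.3bd* from 2129 (without *tabri1-a.2bd* replicate 4) to 6000 (without *tabri1-a.1bd* replicate 1).

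With each of the 23 libraries left out in turn, called genes of Additional file 5 ranged from 40 (without *TaBRI1-NS* replicate 2) to 79 (without *tabri1-a.1bd* replicate 1) over all contrasts of the mutants, against 51 with all libraries, from 27 to 43 in *tabri1-a.1bd*, from 4 (without *tabri1-a.2bd* replicate 4) to 25 (without *tabri1-a.1bd* replicate 1) in *tabri1-a.2bd*, from 0 (without *tabri1-a.3bd* replicate 3) to 11 (without *tabri1-a.1bd* replicate 1) in *tabri1-a.3bd*, and stayed at 0 in *tabri1-bd*. Enriched combinations of chromosome and direction, 13 with all libraries, ranged from 7 (without *tabri1-a.1bd* replicate 1) to 16. The differences of *TaBRI1-D* from *TaBRI1-A* and *TaBRI1-B*, with each *TaBRI1-NS* or Cadenza library left out, ranged from 0.54 to 0.59 and from 0.51 to 0.62. A library left out of its own contrast also lowers the number of replicates, and no other cause of these ranges was tested.

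Of 83 results for single genes in 1 contrast, 817 values were computed under the other alternatives. In 755 the direction and the side of the threshold were unchanged, in 45 the gene was no longer called, in 17 it was newly called and in 0 the direction changed. Among 631 values with 1 library of the genotypes compared left out these numbers were 564, 63, 3 and 1, and among 1278 values with 1 library of another genotype left out, added after the results were seen, they were 1253, 10, 15 and 0. The 10 were all of *TaBRI1-B* in *tabri1-a.3bd*, and 10 of the 15 came without *tabri1-a.1bd* replicate 1. The change of direction was in *TaCDG1-D*, *tabri1-a.1bd* vs *TaBRI1-NS*, which was not a DEG, at 0.0388 without *tabri1-a.1bd* replicate 3, -0.203 without replicate 1 and -0.0753 with all libraries.

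The replicate numbers did not pair the libraries. The correlation of the deviations from the genotype means had a median of 0.015 over 55 pairs of libraries with the same number (-0.13 to 0.11, 1 of them over 0.1) and -0.0046 over 165 pairs with different numbers. With the replicate number as a block, 35703, 5979, 1627, 79 and 1464 genes were DEGs in the same order of genotypes, and 1 of the 83 single-gene results was no longer called. With voom on the recovered reads, chosen after seeing the data, the DEGs numbered 37668, 6188, 1519, 77 and 1472, and of the 83 results 16 were no longer called and 1 was newly called. Depth limits the genes at a few reads, such as *TaBR6ox1-B1* and *TaBR6ox1-A3*, which had 0 to 3 recovered reads per library in *TaBRI1-NS*, so no fold is given for them.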

Differences from the paper's values

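The paper's list for Cadenza in Additional file 3 gives 719 as the number of DEGs lower in Cadenza than in *TaBRI1-NS*, and 234 were found here. Of the alternatives set before the data were examined, only the array weights came within 1.5 times of the paper's number, at 1060. Of those chosen after seeing the values, the fit without *tabri1-a.1bd* replicate 1 did, at 508, and voom on the recovered reads did not, at 252.

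For *tabri1-a.2bd* the paper's number of DEGs lower in the mutant is about 5200 in Figure S4C, read by eye, and 2899 were found here. Rescaling by median-of-ratios size factors, at 4056, and the array weights, at 5028, came within 1.5 times of it, and the other alternatives set before the data were examined did not. Among the fits without a library of another genotype, added after seeing the values, those without *tabri1-a.1bd* replicate 1 (4900) and replicate 3 (3529) did. For *tabri1-a.3bd* the paper's number of DEGs lower in the mutant is about 1500 in Figure S4C, read by eye, and 542 were found here. Of the alternatives set before the data were examined, only the array weights came within 1.5 times of it, at 1188, and of those added after seeing the values, the fit without *tabri1-a.1bd* replicate 1, at 1325.

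Of the DEGs of the 3 triple mutants, in these alone or in pairs, the paper's number in *tabri1-a.3bd* alone is about 480 in Figure S4A, read by eye, and 302 were found here. A pseudocount of 1, at 326, came within 1.5 times of it, as did the fits without *tabri1-a.1bd* replicate 2 (327), without *tabri1-a.1bd* replicate 3 (414) and without *tabri1-a.2bd* replicate 4 (334), and the other alternatives set before the data were examined did not. The paper's number of DEGs in *tabri1-a.2bd* and *tabri1-a.3bd* but not *tabri1-a.1bd* is about 320 in Figure S4A, read by eye, and 191 were found here. The filter of at least 2 TPM (214) and the fits without *tabri1-a.1bd* replicate 2 (244) or replicate 3 (326) came within 1.5 times of it, and the other alternatives set before the data were examined did not.

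The paper calls some of the genes named in the text that were not DEGs here. In *tabri1-a.2bd* these were *TaCPD1-B*, *TaDWARF4-4A*, *TaBR6ox1-D2* and *TaBRI1-B* (limma adjusted p = 0.054, 0.096, 0.078 and 0.054). *TaCPD1-B* was called with the filter of at least 2 TPM, with high-confidence genes only, with array weights and without *TaBRI1-NS* replicate 1, and also with voom on the recovered reads, chosen after seeing the values. Across the alternatives other than a library left out and voom, its adjusted p lay between 0.016 and 0.079. *TaBRI1-B* was called with the filter of at least 2 TPM, with high-confidence genes only, with array weights and without *tabri1-a.2bd* replicate 3 (0.015 to 0.077 across the same alternatives). *TaBR6ox1-D2* was called with a separate fit and with array weights (0.00017 to 0.12). No alternative adjusted over all genes called *TaDWARF4-4A* (0.054 to 0.19). Adjusted over the list alone, *TaDWARF4-4A*, *TaCPD1-B*, *TaBR6ox1-D2* and *TaBRI1-B* were all called. Without *tabri1-a.1bd* replicate 1 or replicate 3, *TaCPD1-B*, *TaBR6ox1-D2* and *TaBRI1-B* were also called, in fits added after seeing the values. In fits of the same kind *TaBRI1-B* was called without *tabri1-a.3bd* replicate 3 or Cadenza replicate 1. In *tabri1-a.3bd* Additional file 5 calls *TaBR6ox1-A1*, *TaBR6ox1-A2* and *TaBR6ox1-A3*, which were not DEGs here (limma adjusted p = 0.25, 0.29 and 0.62). *TaBR6ox1-A1* and *TaBR6ox1-A2* were called with array weights (0.015 to 0.34 and 0.021 to 0.39) and, after seeing the values, without *tabri1-a.1bd* replicate 1, and *TaBR6ox1-A3* under none. In *tabri1-a.1bd* *TaCDG1-A* (limma adjusted p = 0.39) was called under no alternative, and *TaCDG1-B* (adjusted p = 0.18) after rescaling by median-of-ratios size factors (0.043 to 0.39).

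The paper's text states that *DWF4*, *CPD* and *BR6ox* genes were not significantly up-regulated in *tabri1-a.3bd*. *TaDWARF4-4D* was a DEG there, with a log2 change of 0.96 (limma adjusted p = 0.019), and Additional file 5 also calls it, with a log2 change of 1.13 and an adjusted p of 0.0021, so the difference is from the text and not from the file. The file also differs from the text for *TaBR6ox1-A1*, *TaBR6ox1-A2* and *TaBR6ox1-A3*. It gives them log2 changes of 1.35, 1.36 and 2.84 in *tabri1-a.3bd* (the paper's DESeq2 adjusted p = 0.034, 0.047 and 0.012). The paper's text also states that *CDG1* transcripts were significantly reduced in *tabri1-a.1bd*, while none of the 3 genes was a DEG in the main fit here. For *TaCDG1-B* the difference depends on the scaling. After rescaling by median-of-ratios size factors its log2 change was -0.32, as in Additional file 5, and it was called. *TaCDG1-A* was called under no alternative.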

Other observations

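The limma contrasts, their fits without 1 library of the genotypes compared and the tests by chromosome were set before the data were examined. The test of *tabri1-a.1bd* replicate 1 as a mislabelled library was set out before its result was seen. All other tests in this part were chosen after the results were seen.

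The numbers of DEGs were compared with those of other splits of the same libraries. Of the 35 splits of the *tabri1-a.1bd* and *TaBRI1-NS* libraries, 1 gave as many DEGs, the real one, and the next highest gave 21444. For *tabri1-a.2bd*, *tabri1-a.3bd* and *tabri1-bd* it was also 1 of 35 splits in each, with at most 5, 9 and 0 DEGs in any other. For the genes of Additional file 5 it was 1 of 35 in *tabri1-a.1bd*, *tabri1-a.2bd* and *tabri1-a.3bd*, with at most 19, 0 and 0 called in any other split, while in *tabri1-bd*, with 0 called, all 35 of 35 splits gave as many. Of 100 regroupings of all 23 libraries, the real one included, 1 gave as many shared DEGs (at most 1 in any other), 1 as many shared DEGs not in *tabri1-a.3bd* (at most 0), 1 as many called genes of Additional file 5 (at most 11) and 1 as many enriched combinations of chromosome and direction (at most 1). Regroupings that mix *tabri1-a.1bd* libraries with others raise the shared residual variance, which leaves few DEGs. They cannot decide whether the sharing or the enrichment by chromosome exceeds what genotypes that differ would give by themselves.

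In *tabri1-a.1bd* replicate 1 21088 genes were over 2-fold apart from the mean of the other replicates, 6388 of them higher and the rest lower. Replicates 2 and 3 had 8560 and 12868 such genes, and no library of another genotype had more than 6051. A low number of reads does not account for this, as the library had 34905424 recovered reads, the most in its genotype. Neither does a share of TPM taken by a few genes, since its 10 highest genes held 3.6% of the TPM and another library reached 3.81%. Its deviation from the other replicates had a Spearman correlation with gene length of 0.022 across genes, and another library reached 0.069. A mislabelled library of another genotype would express the 243 genes that are near 0 in the other *tabri1-a.1bd* libraries and expressed in all other genotypes, but 89.7% of them were near 0 in it. Its change from *TaBRI1-NS* correlated across genes with that of replicates 2 and 3 at 0.703, and replicates 2 and 3 with each other at 0.795, against separate *TaBRI1-NS* libraries. A difference in growth or in the severity of the phenotype between the pooled plants stays open and was not tested.

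*TaBRI1-B* and *TaBRI1-D* carry premature stop codons in *tabri1-bd*, and decay of such transcripts would lower them. The lower of their log2 changes in *tabri1-bd* was 0.021, with a standard error of at most 0.17, and neither was a DEG. In the triple mutants transcripts of the *TaBRI1* homoeologues were higher than in *TaBRI1-NS*. In *tabri1-a.1bd* the log2 changes were 0.47, 0.68 and 0.67 for *TaBRI1-A*, *TaBRI1-B* and *TaBRI1-D* (limma adjusted p = 0.0065, 0.0052 and 0.00052), and 2 of the 3 were called without *tabri1-a.1bd* replicate 2. In *tabri1-a.2bd* they were 0.43, 0.55 and 0.48 (limma adjusted p = 0.036, 0.054 and 0.027), and 0 were called without *tabri1-a.2bd* replicate 1. In *tabri1-a.3bd* 0 of the 3 were called without *tabri1-a.3bd* replicate 3, and *TaBRI1-B* was not called in 10 of the 15 fits that each left out a library of another genotype. No direct contrast between triple mutants called any of them, and 0 had an unadjusted p under 0.05, while without *tabri1-a.1bd* replicate 1 each contrast of *tabri1-a.1bd* called 1. No explanation of the rise was tested.

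The sharing of 73.02% of the *tabri1-a.2bd* DEGs with *tabri1-a.1bd* was larger than the highest share in 20 simulated data sets with independently drawn changes and the same *TaBRI1-NS* libraries, 47.89%. The simulated data sets gave fewer *tabri1-a.2bd* DEGs than the data and drew changes without regard to the variance of a gene, so 47.89% may understate the overlap by chance. Genes of the 6B blocks do not account for the sharing, as 4452 of the shared DEGs lie outside them. Reduced BR signalling in both mutants remains a candidate explanation and was not separated from other effects of the dwarf growth, which the design does not vary.

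Of 210 combinations of chromosome, direction and contrast, 13 held more DEGs than the share of the chromosome in the genes tested (two-sided Fisher's exact test, Benjamini-Hochberg adjusted). In *tabri1-a.1bd* they were 1B higher (1004 DEGs, adjusted p = 0.016), 7B higher (1072, 0.0023) and 6B lower (770, 0.045). In *tabri1-a.2bd* they were 3B higher (232, 0.00045), 4B higher (223, 1.8e-10), 2D lower (203, 0.0023) and 6B lower (196, 8.5e-08). In Cadenza they also included 2B lower (30, 0.00061) and 5B lower (25, 0.016). The other 4 are the higher DEGs of 6B in *tabri1-bd*, *tabri1-a.3bd* and Cadenza and of 2B in Cadenza. Without *tabri1-a.1bd* replicate 1, 7 combinations were enriched. Neighbouring genes are not independent, so these p-values are too small for clustered genes.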
